# Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia

**DOI:** 10.1038/s41380-022-01554-2

**Published:** 2022-05-26

**Authors:** Kärt Mätlik, Daniel R. Garton, Ana R. Montaño-Rodríguez, Soophie Olfat, Feride Eren, Laoise Casserly, Anastasios Damdimopoulos, Anne Panhelainen, L. Lauriina Porokuokka, Jaakko J. Kopra, Giorgio Turconi, Nadine Schweizer, Erika Bereczki, Fredrik Piehl, Göran Engberg, Simon Cervenka, T. Petteri Piepponen, Fu-Ping Zhang, Petra Sipilä, Johan Jakobsson, Carl M. Sellgren, Sophie Erhardt, Jaan-Olle Andressoo

**Keywords:** Schizophrenia, Neuroscience, Biological techniques

## Abstract

Presynaptic increase in striatal dopamine is the primary dopaminergic abnormality in schizophrenia, but the underlying mechanisms are not understood. Here, we hypothesized that increased expression of endogenous GDNF could induce dopaminergic abnormalities that resemble those seen in schizophrenia. To test the impact of GDNF elevation, without inducing adverse effects caused by ectopic overexpression, we developed a novel in vivo approach to conditionally increase endogenous GDNF expression. We found that a 2–3-fold increase in endogenous GDNF in the brain was sufficient to induce molecular, cellular, and functional changes in dopamine signalling in the striatum and prefrontal cortex, including increased striatal presynaptic dopamine levels and reduction of dopamine in prefrontal cortex. Mechanistically, we identified adenosine A2a receptor (A_2A_R), a G-protein coupled receptor that modulates dopaminergic signalling, as a possible mediator of GDNF-driven dopaminergic abnormalities. We further showed that pharmacological inhibition of A_2A_R with istradefylline partially normalised striatal GDNF and striatal and cortical dopamine levels in mice. Lastly, we found that GDNF levels are increased in the cerebrospinal fluid of first episode psychosis patients, and in post-mortem striatum of schizophrenia patients. Our results reveal a possible contributor for increased striatal dopamine signalling in a subgroup of schizophrenia patients and suggest that GDNF—A_2A_R crosstalk may regulate dopamine function in a therapeutically targetable manner.

## Introduction

Schizophrenia is a debilitating neuropsychiatric disease affecting 1% of the global population. The clinical features of schizophrenia include positive, negative, and cognitive symptoms, and at least some of these clinical manifestations are thought to reflect neurochemical disturbances, such as abnormalities in dopamine, glutamate, serotonin, adenosine, and gamma-aminobutyric acid signalling [1–5]. Among the various abnormalities observed in individuals with schizophrenia, dysfunctional dopamine signalling is a commonly reported pathology [6]. Recent studies suggest that in patients with disturbed dopamine signalling, increased presynaptic dopamine synthesis capacity and release in the nigrostriatal dopamine pathway are the primary dopaminergic abnormalities [7–10]. In addition, striatal hyperdopaminergia is associated with reduced dopamine function in the prefrontal cortex (PFC) [11–13]. However, there are currently no animal models showing that increased presynaptic function in the striatum can drive other schizophrenia-like phenotypes, including the cortical hypodopaminergia. As a result, we have limited understanding of the underlying mechanisms driving these abnormalities, and of possible treatment strategies.

Glial cell line-neurotrophic factor (GDNF) is a secreted protein expressed predominantly in striatal interneurons [14]. GDNF is a potent neurotrophic factor for midbrain dopamine neurons in culture [15] and promotes dopamine synthesis and dopaminergic neuron fibre outgrowth if applied ectopically into the brain in animal models and humans [16–20]. Furthermore, amphetamine, a drug that increases synaptic dopamine levels and is associated with increased susceptibility to developing schizophrenia [21–28], increases endogenous GDNF expression in the nigrostriatal tract [21, 24], and a two-fold increase in endogenous GDNF levels is sufficient to increase striatal dopamine synthesis and release in mice [29]. Despite these multiple lines of suggestive evidence, functional analysis linking GDNF signalling to schizophrenia is currently lacking.

We and others have shown that ectopic gene overexpression in highly structured tissues, including the brain, can induce side-effects and artefacts, yielding results that are difficult to interpret [29–40]. These findings have suggested that retaining the physiological gene expression pattern and levels is particularly important for studying the function of morphogens such as GDNF. We recently showed that Gdnf 3'UTR contains negative regulation elements and that the replacement of Gdnf 3'UTR with a 3'UTR less responsive to negative regulation enhances GDNF expression by about 2–3-fold at the post-transcriptional level, limited to cells that normally express GDNF [29].

Here, we generate a novel mouse model allowing us to conditionally upregulate endogenous GDNF. We find that increased levels of GDNF are sufficient to induce altered dopamine signalling, including striatal hyperdopaminergia and cortical hypodopaminergia, as well as behavioural deficits and gene expression alterations similar to individuals with schizophrenia. We then identify A_2A_R as a possible therapeutic target and show that administration of specific A_2A_R antagonist istradefylline partially normalises striatal and cortical dopamine levels in mice. Lastly, we find that GDNF levels are increased in the cerebrospinal fluid (CSF) of first episode psychosis (FEP) patients and in post-mortem striata of schizophrenia patients. Thus, our work demonstrates that 2–3-fold elevation in endogenous GDNF expression increases striatal presynaptic dopaminergic signalling and induces hypodopaminergia in prefrontal cortex in mice and suggests that elevated GDNF could contribute to the disease in a subgroup of patients with elevated GDNF levels. Our data also suggests A_2A_R as a potential drug target in a subgroup of schizophrenia patients with elevated GDNF.

## Results

### Generation of *Gdnf* conditional hypermorph allele

GDNF is a neurotrophic factor expressed in striatal interneurons that stimulate dopamine signalling in the nigrostriatal dopamine pathway [14–16, 20, 29]. At the same time, increased dopamine synthesis capacity and release in dorsal striatum have been associated with psychosis in schizophrenia patients [8]. We asked whether elevated endogenous GDNF expression in mice is sufficient to induce striatal hyperdopaminergia and other schizophrenia-associated changes in the brain. To avoid ectopic GDNF overexpression related developmental defects [29, 41–45], we generated a novel conditional hypermorph allele enabling an increase in the endogenous, spatially unaltered expression of GDNF in a temporally controlled manner using the Cre-Lox system (*Gdnf* conditional hypermorphic mice, *Gdnf* ^*cHyper*^). To that end, we inserted a FLEx cassette [46] containing the bovine growth hormone polyadenylation sequence (bGHpA; a 3'UTR sequence previously shown to lead to increased expression from the cognate mRNA [47]) in an inverted orientation immediately downstream of the stop codon of the mouse *Gdnf* gene (Fig. 1A and Supplementary Fig. S1A, B). Based on our previous work on Gdnf 3'UTR [29], we hypothesised that by affecting only post-transcriptional regulation, Cre-mediated recombination would result in increased *Gdnf* expression without changing *Gdnf*’s expression pattern (Fig. 1B).

**Fig. 1:**
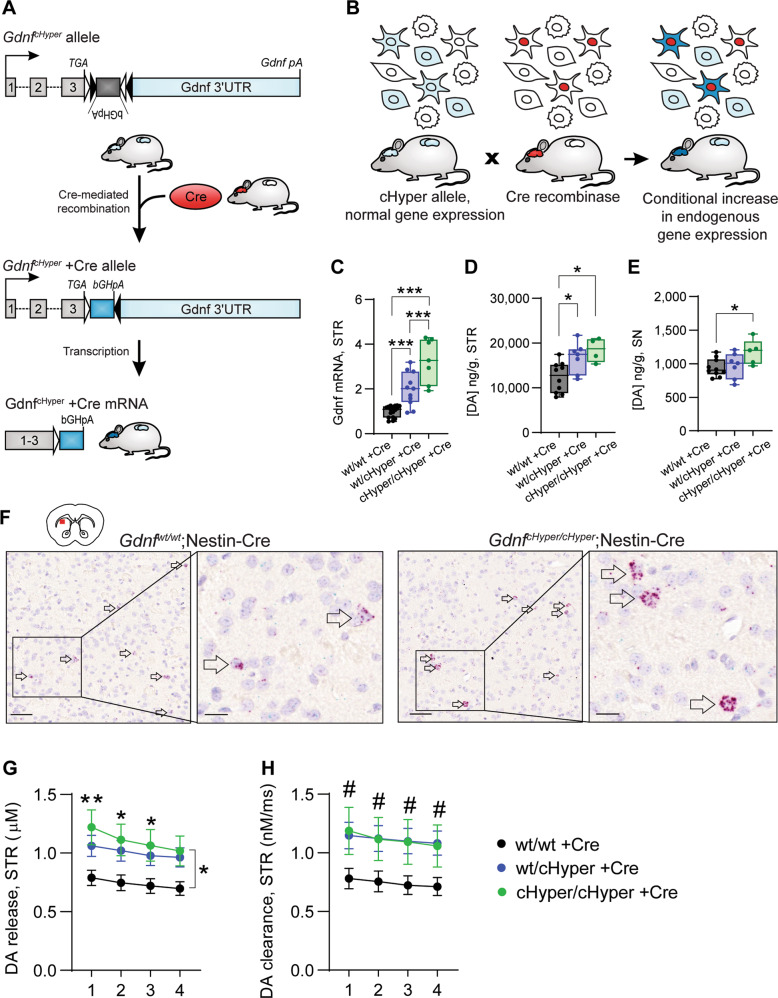
Increased endogenous GDNF levels increase striatal dopamine function. See also Supplementary Fig. S1. **A** Schematic of the *Gdnf* ^*cHyper*^ allele (top panel) and the resulting mRNA carrying a short 3'UTR (bottom panel) devoid of negative regulation elements in the 3'UTR. pA, polyadenylation signal. **B** Schematic of the conditional gene upregulation strategy to elevate endogenous gene expression in natively expressing cells. When using the conditional hypermorph allele, Cre-mediated recombination would result in an elevated gene expression specifically in cells that normally express the gene. **C** Striatal Gdnf mRNA levels in adult *Gdnf* ^*cHyper*^;Nestin-Cre mice, measured with qPCR. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 7–17 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. ***p < 0.001. **D** Total tissue dopamine levels in the striatum, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 4–10 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **E** Total tissue dopamine levels in the substantia nigra, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 5–10 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **F** Gdnf mRNA expression pattern in dorsal striatum, detected using RNAscope probes. Arrows indicate cells with high Gdnf signal. Scale bar 50 µm (**d**, left panels) or 10 µm (**d**, right panels, higher magnification). **G** Stimulated dopamine release in striatal slices across four consecutive stimulations, measured with fast-scan cyclic voltammetry. Mean ± SEM. *n* = 10–20 striatal slices (from *N* = 4–8 mice) per group. Two-way repeated measures ANOVA, Tukey’s multiple comparisons test. *p < 0.05; **p < 0.01 between cHyper/cHyper +Cre and wt/wt +Cre. **H** Similar to (**G**) but showing dopamine re-uptake. Mean ± SEM. *n* = 10–20 striatal slices (from *N* = 4–8 mice) per group. Two-way repeated measures ANOVA, Tukey’s multiple comparisons test. ^#^*p* < 0.05 between wt/cHyper +Cre and wt/wt +Cre.

To verify endogenous GDNF overexpression in *Gdnf* ^*cHyper*^ mice, we first analysed the kidneys, where *Gdnf* expression pattern and the outcome of *Gdnf* gene level alterations are well characterised. Mice lacking GDNF have no kidneys [41–43], whereas constitutive endogenous GDNF overexpression causes a reduction in kidney size and other histological alterations [29, 44, 45]. In line with these studies, crossing *Gdnf* ^*cHyper*^ mice to a Pgk1-Cre line, where Cre expression results in ubiquitous recombination [48], resulted in increased Gdnf mRNA and GDNF protein expression and reduced kidney size (Supplementary Fig. S1C–E). Similarly, crossing *Gdnf* ^*cHyper*^ mice to a tamoxifen-inducible Esr1-Cre line [49] increased Gdnf mRNA expression in embryonic kidneys after tamoxifen administration to pregnant females, while retaining the developmental stage-appropriate expression pattern of *Gdnf* (Supplementary Fig. S1F, G). These results demonstrate that, as hypothesised, the *Gdnf* ^*cHyper*^ allele enables temporally controlled increase of endogenous *Gdnf* without altering its expression pattern.

### Increased endogenous GDNF levels increase striatal dopamine function

Next, we addressed how CNS-specific overexpression of GDNF affects striatal dopamine function. We crossed *Gdnf* ^*cHyper*^ mice to a Nestin-Cre line, where Cre is expressed specifically in the CNS during mid-gestation (E11.5 onwards) [50]. In the nigrostriatal system, GDNF is mostly produced by a sparse and regularly spaced population of striatal parvalbumin interneurons [14] that regulate striatal output [51]. We found that Gdnf mRNA and GDNF protein levels were increased in an allele dose-dependent manner in the striatum of 2-month-old *Gdnf* ^*cHyper*^;Nestin-Cre mice (Fig. 1C and Supplementary Fig. S1H), whereas Gdnf’s expression pattern remained normal (Fig. 1F). We then found that Nestin-Cre-driven elevation of endogenous GDNF significantly increased the levels of total tissue dopamine in the striatum and substantia nigra (SN) (Fig. 1D, E). In addition, fast-scan cyclic voltammetry (FSCV) experiments, measuring the kinetics of phasic dopamine release and re-uptake in acute brain slices, demonstrated increased dopamine release and re-uptake in the striatum (Fig. 1G, H). The tissue levels of dopamine metabolites 3,4-dihydroxyphenylacetic acid (DOPAC) and homovanillic acid (HVA) in the striatum and SN were not altered (Supplementary Fig. S1I, J), and the total number of dopaminergic neurons in the SN was normal (Supplementary Fig. S1K). Altogether, these results demonstrated that developmental upregulation of endogenous GDNF in *Gdnf* ^*cHyper*^;Nestin-Cre mice at mid-gestation results in increased striatal presynaptic dopamine function.

### Increased endogenous GDNF levels reduce dopamine signalling in the PFC

Studies on schizophrenia patients suggest that increased striatal dopamine signalling associates with reduced dopamine signalling in the PFC [7, 12, 52–54]. Therefore, we asked if increased dopaminergic signalling in the striatum is associated with a cortical hypodopaminergia in *Gdnf* ^*cHyper*^;Nestin-Cre mice. We found a marked reduction in PFC dopamine levels in both *Gdnf* ^*wt/cHyper*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice compared with controls (Fig. 2A), while the levels of DOPAC and HVA remained unchanged (Supplementary Fig. S2A, B). We next analysed dopamine signalling in the ventral tegmental area (VTA) using FSCV recordings in the VTA subregion that gives rise to the mesocortical dopamine fibres innervating the PFC [55]. We found a substantial decrease in somatodendritic dopamine release and reuptake (Fig. 2B, C), suggesting that dopaminergic signalling is reduced in the mesocortical pathway. Further analysis at the cellular level revealed a reduced number of dopamine transporter-positive (DAT+) dopaminergic synaptic boutons in the medial PFC and in the association cortex in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice compared with controls (Fig. 2D, E, Supplementary Fig. S2C, D), in line with reduced PFC dopaminergic innervation observed in post-mortem samples from individuals with schizophrenia [52]. At the same time, the number of dopamine neurons in the VTA was unchanged (Supplementary Fig. S2E), and the levels of dopamine, and dopamine metabolites DOPAC and HVA in ventral striatum showed a small, non-significant increase in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice compared with controls (Supplementary Fig. S2F–H). These results align with findings from humans, suggesting enhanced dopamine synthesis and release in dorsal but not in ventral striatum [8, 10, 56]. Altogether, these results demonstrate that an increase in presynaptic nigrostriatal dopamine signalling via an increase in endogenous GDNF levels is associated with a PFC hypodopaminergic state in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice.

**Fig. 2:**
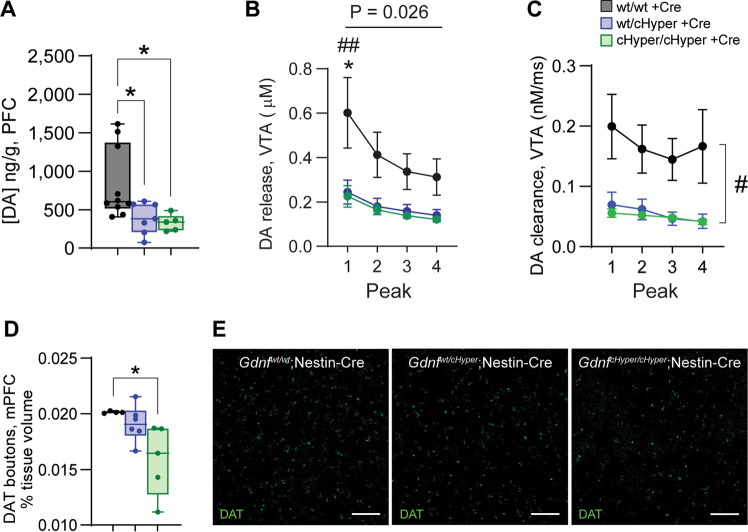
Increased endogenous GDNF levels reduce dopamine signalling in the PFC. See also Supplementary Fig. S2. **A** Total dopamine levels in the PFC, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 5–10 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **B** Stimulated dopamine release in slices from ventral tegmental area (VTA) across four consecutive stimulations, measured with fast-scan cyclic voltammetry. Mean ± SEM. *n* = 2–6 striatal slices per group, one slice per animal. Two-way repeated measures ANOVA, Tukey’s multiple comparisons test. ^#^*p* < 0.05; ^##^*p* < 0.01 between *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*wt/cHyper*^;Nestin-Cre mice. **C** Similar to (**B**) but showing dopamine re-uptake. Mean ± SEM. *n* = 2–6 striatal slices per group, one slice per animal. Two-way repeated measures ANOVA, Tukey’s multiple comparisons test. ^#^*p* < 0.05 between *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*wt/cHyper*^;Nestin-Cre mice. **D** Quantification of the number of dopamine transporter (DAT)-positive synaptic boutons in the prelimbic area in the PFC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 4–6 mice per group (average values from *n* = 2–3 slices per animal). One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **E** Representative images of immunohistochemistry for DAT showing dopamine synapses in the prelimbic area in the PFC. Scale bar 50 µm.

### Mid-gestational increase in endogenous GDNF results in schizophrenia-like behavioural abnormalities

To investigate the behavioural outcome of aberrant dopamine signalling in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice, we used a panel of behavioural tests. We first used the prepulse inhibition (PPI) test, which reflects the ability to successfully integrate and inhibit sensory information. PPI refers to a reduction in startle response in response to an intense stimulus if preceded by a lower intensity stimulus [57]. Individuals with schizophrenia and other schizotypal disorders, as well as animal models with schizophrenia-like features have diminished responses to PPI [58–62], which is believed to predominantly reflect impaired striatal and cortical dopamine transmission [60, 61, 63]. We found that the extent of PPI was significantly reduced in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice compared with controls (Fig. 3A), whereas the startle response was not changed (Fig. 3B), suggesting that altered dopamine signalling was accompanied by a deficit in sensorimotor gating.

**Fig. 3:**
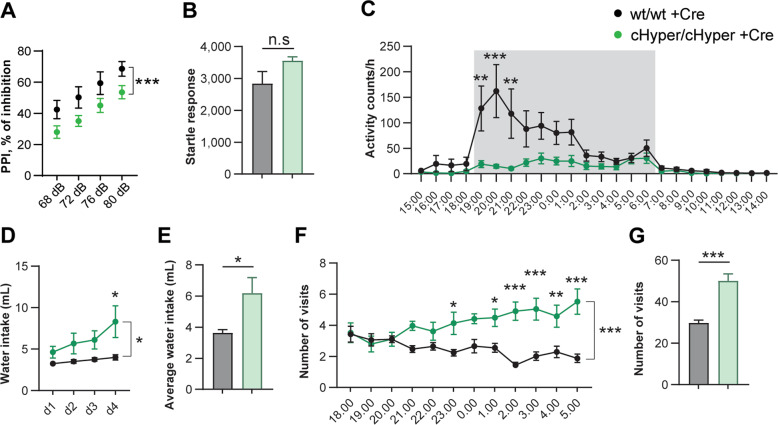
Increased endogenous GDNF results in behavioural abnormalities. See also Supplementary Fig. S3. **A** Pre-pulse inhibition test showing the percentage of inhibition across four different intensities of pre-pulse stimulus. Mean ± SEM. *N* = 6–7 mice per group. Two-way ANOVA. ***p < 0.001 genotype effect. **B** Startle response (arbitrary units) in response to a 120 dB stimulus. Mean ± SEM. *N* = 6–7 mice per group. Welch’s *t*-test. n.s, not significant. **C** Average home cage activity, measured as distance travelled, in individually housed *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice over 4 days. Shaded area denotes dark period (lights off), corresponding to the active period in mice. *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice lack the initial activity peak observed in wild-type littermate controls. Mean ± SEM. *N* = 13–19 mice per group. Two-way repeated measures ANOVA, Time × Genotype interaction *p* < 0.0001. Sidak’s multiple comparisons test. **p < 0.01; ***p < 0.001. **D** Daily water intake in individually housed *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice. Mean ± SEM. *N* = 7–8 mice per group. Two-way repeated measures ANOVA, Genotype effect *p* = 0.0371. Sidak’s multiple comparisons test. *p < 0.05. **E** Average water intake in individually housed *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice over 4 days. Mean ± SEM. *N* = 7–8 mice per group. Welch’s *t*-test. *p < 0.05. **F** Number of visits to water bottle compartments during the dark period in individually tracked mice in the IntelliCage setting. Note that unlike *Gdnf* ^*wt/wt*^;Nestin-Cre mice, *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice do not exhibit reduced activity towards the end of the active (dark) period. Mean ± SEM. *N* = 9–14 mice per group. Two-way repeated measures ANOVA, Genotype effect *p* < 0.0001. Sidak’s multiple comparisons test. *p < 0.05; **p < 0.01; ***p < 0.001. **G** Total number of visits to water bottle compartments in individually tracked mice in the IntelliCage group-housed setting over 4 days. Mean ± SEM. *N* = 9–14 mice per group. Welch’s *t*-test. ***p < 0.001.

Next, we used home-cage monitoring to analyse the pattern of daily activity. Apathy and/or avolition, an inability to initiate and perform routine daily tasks is a core negative symptom of schizophrenia [64–66] and often manifests as prolonged periods of inactivity [67–69]. While not all aspects of avolition can be evaluated in mice, general activity in a familiar environment (a home cage) is relatively easy to assess using the InfraMot system. We found that wild-type animals displayed a well-described activity peak at the onset of the dark period, corresponding to the start of the active period (subjective day) in mice (Fig. 3C). By contrast, *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice lacked this initial activity peak and remained less active throughout the day (Fig. 3C). This phenotype was not caused by a general deficit in movement, as evident from normal exploration behaviour in novel environment observed in the open field test (Supplementary Fig. S3A), suggesting that *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice exhibit a phenotype resembling apathy or avolition.

Next, based on the observation that 6–20% of individuals with schizophrenia display polydipsia (excessive drinking) [70–72], we measured daily water intake in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice in individually housed male mice and female mice grouped housed in the IntelliCage setting, where the activity of each mouse is tracked with a subcutaneous transponder [73]. We found that compared with controls, *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice showed increased water intake in the home cage (Fig. 3D, E) and increased number of visits to water bottle containing corners in IntelliCage (Fig. 3F, G), suggesting a polydipsia-like phenotype. There were no differences between genotypes in tests measuring anxiety (Supplementary Fig. S3B), compulsory behaviour (Supplementary Fig. S3C), learning and memory (Supplementary Fig. S3D, F), motor impulsivity (Supplementary Fig. S3E) or problem solving (Supplementary Fig. S3G).

Together, our results suggest that striatal hyperdopaminergia and PFC hypodopaminergia in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice are associated with specific deficits in sensorimotor gating, daily activity and drinking behaviour, but not with general locomotor activity, anxiety, compulsive behaviour or cognitive function.

### Increase in endogenous GDNF at mid-gestation induces gene expression changes in the PFC

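RNA from the prefrontal cortex (PFC) of male Gdnf cHyper;Nestin-Cre mice was sequenced from stranded poly(A) libraries with 75-bp single-end reads. There were 8 Gdnf wt/wt (WT), 6 wt/cHyper (HET) and 4 cHyper/cHyper (HOM) mice with 1 library each. Both the paper and the sample labels give an age of 2 months. Total gene counts ran from 13,888,800 to 25,882,810 (median 19,561,322) in WT, 15,244,914 to 26,750,905 (median 17,720,457) in HET and 11,204,112 to 15,842,364 (median 14,359,806) in HOM libraries. The authors aligned the reads to mm10 with STAR, counted them in annotated exons with featureCounts and called genes with edgeR at a false discovery rate under 0.1. Starting from those counts, the 14,386 genes with at least 1 cpm in at least 3 libraries were scaled by TMM, and HET and HOM were each compared with WT in 1 fit. The test was the edgeR quasi-likelihood F test with the trended dispersion, two-sided, with Benjamini-Hochberg adjustment over all genes kept. Mouse M4575 is labelled WT in its PFC library and HOM in its other libraries, so the numbers of genes called and the named genes in Nestin-Cre mice were also computed without it. Gdnf (Entrez 14573, chr15 7,810,048–7,837,580) fell below the filter in PFC, with 1 to 18 counts per library and 0.467 ± 0.249 cpm in WT (n = 8), 0.409 ± 0.276 in HET (n = 6) and 0.243 ± 0.251 in HOM (n = 4).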

To gain a comprehensive understanding of gene expression changes in the PFC, we performed RNAseq analysis of PFC from *Gdnf* ^*cHyper*^;Nestin-Cre mice at 2 months of age. 

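With the quasi-likelihood test 0 genes in HET and 36 in HOM PFC passed an adjusted p of 0.1, 25 of them higher and 11 lower than in WT. Unadjusted p was under 0.05 for 1398 genes in HET and 1446 in HOM. The largest rises among the genes called were those of Rtbdn, Ifrd2 and L3mbtl1. Rtbdn (Entrez 234542, chr8 84,946,991–84,956,603) in HOM PFC was at 3.01 ± 1.04 cpm (n = 4) against 1.24 ± 0.338 (n = 8) in WT. Rtbdn in HOM PFC had a log2 fold change of 1.25 with 4 of 4 above the WT mean and adjusted p = 0.0471. Ifrd2 (Entrez 15983, chr9 107,587,718–107,593,038) in HOM PFC was at 9.92 ± 1.6 cpm (n = 4) against 6.42 ± 1.09 (n = 8) in WT. Ifrd2 in HOM PFC had a log2 fold change of 0.63 with 4 of 4 above the WT mean and adjusted p = 0.0574. L3mbtl1 (Entrez 241764, chr2 162,943,465–162,974,522) in HOM PFC was at 14.4 ± 1.8 cpm (n = 4) against 9.24 ± 1.68 (n = 8) in WT. L3mbtl1 in HOM PFC had a log2 fold change of 0.64 with 4 of 4 above the WT mean and adjusted p = 0.0817. The largest falls were those of Alox12b, Gjb1 and Galnt6. Alox12b (Entrez 11686, chr11 69,157,072–69,169,791) in HOM PFC was at 1.75 ± 0.393 cpm (n = 4) against 4.14 ± 1.02 (n = 8) in WT. Alox12b in HOM PFC had a log2 fold change of -1.24 with 4 of 4 below the WT mean and adjusted p = 0.0326. Gjb1 (Entrez 14618, chrX 101,376,376–101,385,629) in HOM PFC was at 7.28 ± 0.992 cpm (n = 4) against 11.9 ± 0.665 (n = 8) in WT. Gjb1 in HOM PFC had a log2 fold change of -0.71 with 4 of 4 below the WT mean and adjusted p = 0.00677. Galnt6 (Entrez 207839, chr15 100,689,915–100,729,376) in HOM PFC was at 11 ± 2.51 cpm (n = 4) against 16.6 ± 2.39 (n = 8) in WT. Galnt6 in HOM PFC had a log2 fold change of -0.60 with 4 of 4 below the WT mean and adjusted p = 0.0952. Gjb1 and Galnt6 are oligodendrocyte genes, and white matter in the dissection bears on them. The HOM calls of all the genes listed were each lost under some alternative. The highest adjusted p over the alternatives was 0.774 for Gjb1, 0.814 for Rtbdn and 0.425 for Ifrd2. In HET mice the same genes gave Rtbdn 0.56, Ifrd2 0.04, L3mbtl1 0.29, Alox12b -0.68, Gjb1 -0.38, Galnt6 -0.37 (log2 fold change). The HOM count rests on 4 mice: leaving out 1 of them gave between 1 gene (without M4568) and 122 genes (without M4580). The balance of directions moved too. Genes higher and lower were 17 and 19 without M4393, 4 and 5 without M4569, 0 and 1 without M4568, and 97 and 25 without M4580. The HET count of 0 moved as well, to 91 without mouse M4575 and to between 0 and 54 without 1 of the HOM mice. With only the 2 genotypes compared in the fit the counts were 39 in HET and 5 in HOM. With all regions of the model in the fit they were 0 and 0. With edgeR's likelihood ratio test at the trended dispersion the counts were 415 in HET and 310 in HOM, and DESeq2 gave 116 and 227. When the libraries were split into groups of the same sizes without regard to genotype, 2 of 50 splits (the real one included) gave at least 36 genes by quasi-likelihood in HOM, and 10 of 50 gave at least 310 by the likelihood ratio test.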

We identified 311 differentially expressed (DE) genes in *Gdnf* ^*wt/cHyper*^;Nestin-Cre mice and 214 genes in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice compared to controls (Supplementary Fig. S4A, B). We found that 58 of the 214 DE genes had previously been associated with schizophrenia in either genome-wide association studies (GWAS) or in transcriptomic analyses from patients (Supplementary Table S1), suggesting that GDNF overexpression recapitulates a subset of the molecular abnormalities underlying schizophrenia. 

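Of the 57 symbols in Supplementary Table S1, 56 passed the expression filter in PFC. In HOM mice 3 of them were called over all genes tested, 46 had an unadjusted p under 0.05, and 50 were called when adjusted over the list alone. The authors drew the list from genes called in these samples, so these counts are not independent evidence for it. The likelihood ratio test with the trended dispersion called 56 of them, and DESeq2 called 18. Without 1 of the HOM mice it ranged from 0 to 9. The human association and transcriptomic data behind the table were not analysed here. From the overlap the paper proposes that raised GDNF recreates part of the molecular abnormalities of schizophrenia.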

The identified genes included Drd2 and Adora2a, as well as several other genes with established strong association with schizophrenia, including activity regulated cytoskeleton associated protein (Arc), BTG2 anti-proliferation factor 2 (Btg2), and inverted formin, FH2 and WH2 domain containing (Inf2) (Fig. 4A and Supplementary Fig. S4C) [74–87]. 

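Adora2a (Entrez 11540, chr10 75,316,877–75,334,792) in PFC was at 6.57 ± 3.13 cpm (n = 6) in HET, 7.74 ± 3.83 cpm (n = 4) in HOM and 17.1 ± 6.14 (n = 8) in WT. Adora2a in PFC changed by -1.41 in HET (6 of 6 below the WT mean) and -1.16 in HOM (4 of 4 below the WT mean), as log2 fold changes. Adora2a in PFC had adjusted p = 0.127 in HET (1.47e-24 to 1 over the alternatives) and adjusted p = 0.22 in HOM (1.41e-11 to 1). Drd2 (Entrez 13489, chr9 49,340,662–49,407,214) in PFC was at 4.37 ± 3 cpm (n = 6) in HET, 4.76 ± 2.53 cpm (n = 4) in HOM and 9.8 ± 4.45 (n = 8) in WT. Drd2 in PFC changed by -1.21 in HET (5 of 6 below the WT mean) and -1.06 in HOM (4 of 4 below the WT mean), as log2 fold changes. Drd2 in PFC had adjusted p = 0.275 in HET (5.02e-12 to 0.499 over the alternatives) and adjusted p = 0.395 in HOM (3.33e-06 to 1). Drd1 (Entrez 13488, chr13 54,051,183–54,055,658) in PFC was at 19.1 ± 6.59 cpm (n = 6) in HET, 20.4 ± 6.9 cpm (n = 4) in HOM and 30.3 ± 8.25 (n = 8) in WT. Drd1 in PFC changed by -0.68 in HET (6 of 6 below the WT mean) and -0.58 in HOM (4 of 4 below the WT mean), as log2 fold changes. Drd1 in PFC had adjusted p = 0.292 in HET (2.88e-09 to 1 over the alternatives) and adjusted p = 0.432 in HOM (0.000135 to 1). Arc (Entrez 11838, chr15 74,669,081–74,672,570) in PFC was at 233 ± 110 cpm (n = 6) in HET, 237 ± 171 cpm (n = 4) in HOM and 129 ± 73.8 (n = 8) in WT. Arc in PFC changed by 0.86 in HET (6 of 6 above the WT mean) and 0.88 in HOM (3 of 4 above the WT mean), as log2 fold changes. Arc in PFC had adjusted p = 0.481 in HET (2.4e-27 to 1 over the alternatives) and adjusted p = 0.508 in HOM (8.98e-23 to 1). Btg2 (Entrez 12227, chr1 134,074,865–134,079,155) in PFC was at 44.4 ± 19.4 cpm (n = 6) in HET, 43.6 ± 30.2 cpm (n = 4) in HOM and 22.7 ± 13.6 (n = 8) in WT. Btg2 in PFC changed by 0.97 in HET (5 of 6 above the WT mean) and 0.95 in HOM (3 of 4 above the WT mean), as log2 fold changes. Btg2 in PFC had adjusted p = 0.389 in HET (2.9e-23 to 0.944 over the alternatives) and adjusted p = 0.432 in HOM (4.13e-17 to 1). Inf2 (Entrez 70435, chr12 112,588,784–112,615,557) in PFC was at 149 ± 22.3 cpm (n = 6) in HET, 150 ± 23.4 cpm (n = 4) in HOM and 189 ± 26.7 (n = 8) in WT. Inf2 in PFC changed by -0.34 in HET (6 of 6 below the WT mean) and -0.33 in HOM (4 of 4 below the WT mean), as log2 fold changes. Inf2 in PFC had adjusted p = 0.282 in HET (0.000834 to 1 over the alternatives) and adjusted p = 0.316 in HOM (0.0122 to 1). The low ends of these ranges come from the likelihood ratio test with the trended dispersion. Adora2a, Drd1 and Drd2 are far more abundant in striatum, and the striatal tissue in each PFC library was gauged by an index. It is the median over 19 striatum-enriched genes of cpm in the library as a percentage of the level in striatum, with genes picked in the AAV-Cre mice and none that the paper names. Of the 14 index genes tested in PFC, 10 were lower in HET and 10 in HOM. The index was chosen after a mixing estimate set first gave 0 or 100% in several libraries. By that estimate neither HET (exact permutation p = 0.211) nor HOM (exact permutation p = 0.836) differed clearly from WT. The index was 4.5 ± 1.48 in WT (n = 8), 2.27 ± 0.694 in HET (n = 6, exact permutation p = 0.00167) and 2.76 ± 0.887 in HOM (n = 4, exact permutation p = 0.0545). Across the 18 libraries, with genotypes pooled, the index went with log2 Adora2a at Pearson r = 0.899 and Spearman rho = 0.897. The permutation p were 1e-05, the smallest the permutations can give, and 2e-05, adjusted over 21 relations to 2.3e-05 and 4.2e-05. Without the 2 libraries farthest on the index r was 0.901. Both the index and Adora2a were lower in HET and HOM, so an effect of genotype on both would add to this relation. With the index as a covariate, chosen after seeing the values, 0 of the 6 log2 fold changes of these receptor genes stayed lower by more than 2 standard errors.

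**Figure D1:**
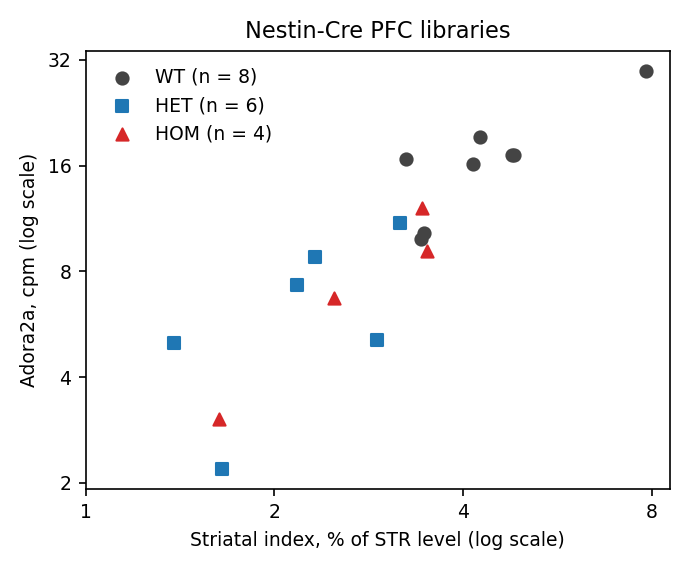
Adora2a cpm against the striatal index of each Nestin-Cre PFC library, by genotype (both axes on a log scale).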

Gene Ontology (GO) analysis revealed myelination and dopamine signalling as the most enriched GO terms in the PFC among DE genes in both heterozygous and homozygous mice (Fig. 4B and Supplementary Fig. S4D), in line with gene expression studies on individuals with schizophrenia [7, 58, 75, 88–91]. Similarly, unbiased clustering of enriched GO categories highlighted changes in biological processes related to dopamine system function, myelination, and neuronal development (Fig. 4C and Supplementary Fig. S5). 

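The enrichment of GO terms was not recomputed, and fixed gene lists were tested with camera in place of it, adjusted over 240 tests. The 29 myelin genes read by eye from the clusters of Supplementary Fig. S5 were all lower in HET (29 of 29, median log2 fold change -0.34, camera adjusted p = 9.38e-30) and in HOM PFC (29 of 29, -0.41, adjusted p = 9.38e-30). Of the dopamine genes of those clusters 23 of 26 were lower in HET (median -0.53, adjusted p = 3.47e-16) and 26 of 26 in HOM (-0.59, adjusted p = 3.4e-18). These genes were drawn by the authors because they were called in these samples, so the lists are not independent evidence. An oligodendrocyte marker list written before the data were examined was lower in 30 of 30 genes in both HET (median -0.37, adjusted p = 9.38e-30) and HOM (-0.41, adjusted p = 1.56e-24). Most of that list is shared with genes the paper names, so it is not independent of them. The 9 markers that the paper does not name were all lower, with a median log2 fold change of -0.42 in HET and -0.294 in HOM. Camera assumes a small preset correlation of 0.01 between genes, and it called 103 of the 240 tests. With the self-contained test fry 12 of these held, the myelin, dopamine and oligodendrocyte lists in both genotypes among them (fry adjusted p = 0.0388 to 0.0461), and with the correlation estimated from the data 0 held (lowest adjusted p = 0.204). Whether myelin genes fell within oligodendrocytes or the samples held less white matter is not separated by bulk counts.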

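Besides dopamine and myelin genes, Supplementary Fig. S5 draws immediate-early and collagen genes in its clusters. The 18 immediate-early genes read from it were higher in HET (median log2 fold change 0.52, camera adjusted p = 1.21e-06, fry adjusted p = 0.376) and in HOM PFC (median 0.57, camera 3.24e-06, fry 0.378). The 6 collagen genes were all higher in HOM (median 0.37, camera adjusted p = 2.19e-05, fry adjusted p = 0.0596), and in HET 1 of 6 was lower (median 0.11, camera adjusted p = 0.122, fry adjusted p = 0.556). With genotype means removed, the immediate-early index in PFC went with that in the striatum of the same mouse at Pearson r = 0.871 and Spearman rho = 0.8 over 15 mice (permutation p = 5e-05 and 0.00068, adjusted over 21 relations to 8.1e-05 and 0.00084, r = 0.764 without the 2 farthest mice). With that in SN of the same mouse it went less clearly, at r = 0.464 and rho = 0.575 (permutation p = 0.082 and 0.027, adjusted to 0.082 and 0.028, r = 0.483 without the 2 farthest mice). The mice with PFC and SN libraries are not all those with PFC and STR libraries.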

Given that dysregulation of genes belonging to these GO categories is commonly observed in patient studies, our results suggest that the biological processes affected in schizophrenia are also perturbed in *Gdnf* ^*cHyper*^;Nestin-Cre mice.

**Fig. 4:**
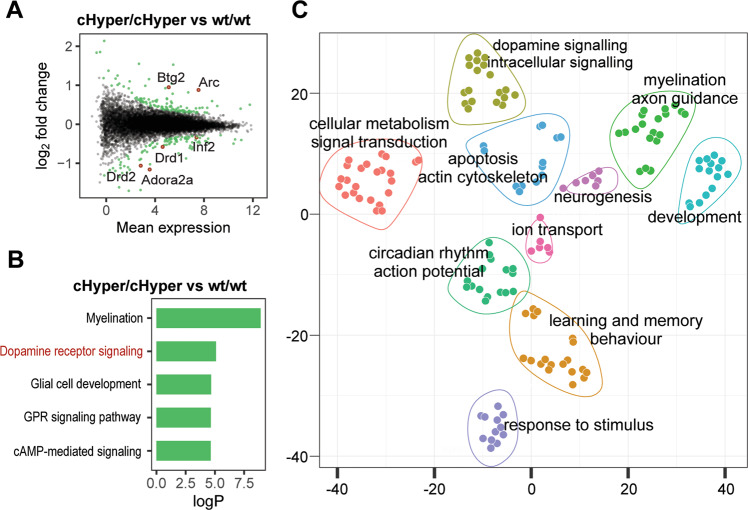
Increased striatal GDNF induces gene expression changes in the PFC. See also Supplementary Figs. S4 and S5. **A** An MA plot showing DE genes (green dots) in the PFC of *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre compared to *Gdnf* ^*wt/wt*^;Nestin-Cre mice. Selected schizophrenia-related DE genes are highlighted in red. **B** Top enriched non-redundant GO biological process categories of DE genes in the PFC of *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre compared to *Gdnf* ^*wt/wt*^;Nestin-Cre mice. **C** Scatter plot of clusters of top 150 enriched GO biological process categories in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice.

### Striatal elevation of endogenous GDNF in adults induces cortical hypodopaminergia

Symptoms of schizophrenia typically start in adolescence or adulthood. Furthermore, amphetamine and its derivatives increase nigrostriatal GDNF expression in experimental animals and trigger psychosis in some individuals [21–27]. Thus, we next explored if some of the dopamine system abnormalities found in *Gdnf* ^*cHyper*^;Nestin-Cre mice could be induced by an adult-onset increase of endogenous GDNF expression specifically in the striatum. To that end, we injected AAV-Cre bilaterally into the striata of adult *Gdnf* ^*cHyper*^ mice (Fig. 5A). Two months after striatal AAV-Cre injection, *Gdnf* expression in the striatum was increased in *Gdnf* ^*wt/cHyper*^ and *Gdnf* ^*cHyper/cHyper*^ mice compared with controls (Fig. 5B). FSCV analysis in the striatum of *Gdnf* ^*wt/cHyper*^ mice showed an increase in dopamine release in response to a burst stimulus compared with wild-type littermates (Fig. 5C), and the levels of dopamine and dopamine metabolites in the PFC were significantly reduced, by ~40% (Fig. 5D and Supplementary Fig. S6F, G). There were no significant differences in the total levels of striatal dopamine or dopamine metabolites (Supplementary Fig. S6A–C), or evoked dopamine release and reuptake (Supplementary Fig. S6D, E). Thus, two-fold adult onset increase in endogenous GDNF expression in the striatum is sufficient to trigger schizophrenia-like hypodopaminergia in the PFC, likely via increased activity of striatal dopamine signalling.

**Fig. 5:**
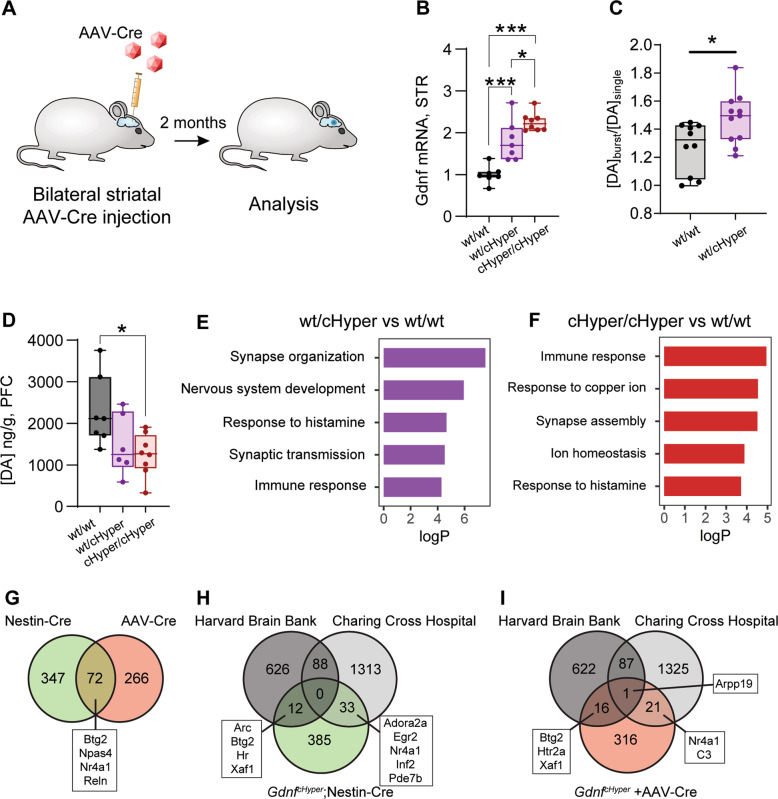
Striatal elevation of endogenous GDNF in adults induces cortical hypodopaminergia. See also Supplementary Fig. S6. **A** Schematic of adult-onset upregulation of endogenous GDNF using AAV-Cre. **B** Striatal Gdnf mRNA levels measured with qPCR. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 7–8 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05; ***p < 0.001. **C** Striatal dopamine release in response to burst stimulus, relative to single stimulus, measured by fast-scan cyclic voltammetry. Box plots show median, upper and lower quartiles, and maximum and minimum values. *n* = 10–11 striatal slices (from *N* = 6 mice) per group. Unpaired *t*-test. *p < 0.05. **D** Total tissue dopamine levels in the PFC, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. *N* = 6–8 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **E** Top enriched non-redundant GO biological process categories of DE genes in the PFC of *Gdnf* ^*wt/cHyper*^ mice compared to *Gdnf* ^*wt/wt*^ mice. **F** Similar to (**D**) but showing top enriched categories between *Gdnf* ^*cHyper/cHyper*^ and *Gdnf* ^*wt/wt*^ mice. **G** Venn diagram indicating overlapping DE genes in the PFC between *Gdnf* ^*cHyper*^;Nestin-Cre and *Gdnf* ^*cHyper*^ + AAV-Cre mice. Genes differentially expressed in either heterozygous or homozygous mice compared to wild-type controls are shown. **H** Venn diagrams indicating overlapping DE genes in the PFC between post-mortem human PFC RNAseq datasets originating from the Harvard Brain Bank and Charing Cross Hospital, and *Gdnf* ^*cHyper*^;Nestin-Cre mice. **I** Similar to (**G**) but showing the overlap between human datasets and *Gdnf* ^*cHyper*^ + AAV-Cre mice.

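In the adult-onset experiment male Gdnf cHyper mice received AAV-Cre into both striata, and PFC RNA was sequenced by the same protocol. The groups were 7 WT, 7 HET and 8 HOM mice, all injected. The paper gives the time as 2 months after injection, and the sample labels give injection at 3 to 5 months and an age of 5 to 7 months. Total gene counts ran from 11,217,046 to 17,732,744 (median 15,765,525) in WT, 9,869,584 to 17,885,830 (median 14,999,790) in HET and 10,178,046 to 18,837,153 (median 13,456,979) in HOM libraries. The authors processed the reads as for the Nestin-Cre mice, and the same edgeR quasi-likelihood fit was run on the 14,628 genes above the filter. Gdnf in PFC, 0.816 ± 0.329 cpm in WT (n = 7), was 1.03 ± 0.541 in HET (n = 7, log2 fold change 0.30, adjusted p = 0.773, 5 of 7 above the WT mean) and 0.852 ± 0.437 in HOM (n = 8, log2 fold change 0.12, adjusted p = 0.912, 3 of 8 above the WT mean), from 5 to 29 counts per library.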

To gain insight into molecular response in the PFC, we then analysed PFC gene expression with RNAseq 2 months after adult-onset increase in striatal GDNF. 

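Sod2 (Entrez 20656, chr17 13,007,839–13,018,119) and Rai14 (Entrez 75646, chr15 10,568,978–10,714,631) were the 2 genes called in the PFC of the adult-onset mice, both in HOM. Sod2 rose from 108 ± 9.62 (n = 7) cpm in WT to 146 ± 15 cpm (n = 8) (log2 fold change 0.44, adjusted p = 0.0564, 8 of 8 above the WT mean, adjusted p 7.95e-06 to 0.0558 over the alternatives), and in HET it was 124 ± 17.8 cpm (n = 7) (log2 fold change 0.21, adjusted p = 0.34, 6 of 7 above the WT mean, adjusted p 0.114 to 0.405 over the alternatives). Rai14 fell from 22.6 ± 1.7 (n = 7) to 16.1 ± 2.12 cpm (n = 8) (log2 fold change -0.49, adjusted p = 0.0313, 8 of 8 below the WT mean, adjusted p 0.000392 to 0.0976 over the alternatives), with 19 ± 1.89 cpm (n = 7) in HET (log2 fold change -0.25, adjusted p = 0.34, 7 of 7 below the WT mean, adjusted p 0.294 to 0.468 over the alternatives). The range for Rai14 leaves out DESeq2, which by its own filter on mean counts gave no adjusted p for it (adjusted over all genes tested 0.000137 in HOM and 0.245 in HET), and over all 121 libraries the likelihood ratio test gave 0.119 in HOM. Rai14 lies within 10 Mb of Gdnf on chromosome 15, where DNA carried along with the targeted allele can differ between genotypes. In HET mice 0 genes were called, while 1806 had an unadjusted p under 0.05, against 2074 in HOM. The likelihood ratio test with the trended dispersion gave 248 in HET, 429 in HOM and 560 in either, and with all regions of the model in 1 fit they were 193, 460 and 554. Of 50 splits made without regard to genotype 3 gave at least 2 genes by quasi-likelihood in HOM, and 4 gave at least 560 in either comparison by the likelihood ratio test.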

We found 338 DE genes in the PFC of either *Gdnf* ^*wt/cHyper*^ or *Gdnf* ^*cHyper/cHyper*^ mice compared with controls, and identified GO terms related to synaptic transmission and immune response as the predominant affected functional categories, similar to findings from human studies [75, 92, 93] (Fig. 5E, F and Supplementary Fig. S6H–K). 

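With the quasi-likelihood test the 36 genes called in the PFC of Nestin-Cre mice and the 2 of AAV-Cre mice (Sod2 and Rai14) had 0 in common, of 14,322 genes tested in both models. By the likelihood ratio test with the trended dispersion 577 and 536 of those genes were called in at least 1 genotype, and 111 were shared against 21.6 expected (odds ratio 7.46, two-sided Fisher exact p = 4.13e-49), of which 35 changed in the same direction. With DESeq2 17 were shared, 0 in the same direction, and 13 when its p were adjusted over all genes tested. Fisher's test takes genes as independent, which genes of 1 sample are not, and of 50 splits made without regard to genotype in both models 8 shared at least 111 genes. From genes changed in both models the paper concludes that they converge at the molecular level.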

Notably, we found that 72 genes were differentially expressed in both adult onset and mid-gestation GDNF elevation models (Fig. 5G), indicating the existence of molecular convergence between the two models.

Next, we compared our PFC RNAseq datasets to two previously published studies describing transcriptional changes in the post-mortem PFC samples from individuals with schizophrenia and matched controls [75, 94]. 

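Among the Nestin-Cre PFC genes drawn in Fig. 5G and H beside Adora2a, Arc, Btg2 and Inf2 are Egr2, Npas4 and Nr4a1, which are immediate-early genes. Egr2 (Entrez 13654, chr10 67,537,869–67,542,188) in PFC was at 14.2 ± 7.58 cpm (n = 6) in HET, 15.4 ± 13.3 cpm (n = 4) in HOM and 7.09 ± 4.62 (n = 8) in WT. Egr2 in PFC changed by 1.03 in HET (4 of 6 above the WT mean) and 1.16 in HOM (3 of 4 above the WT mean), as log2 fold changes. Egr2 in PFC had adjusted p = 0.491 in HET (2.34e-13 to 1 over the alternatives) and adjusted p = 0.465 in HOM (3.39e-13 to 1). Npas4 (Entrez 225872, chr19 4,984,354–4,989,971) in PFC was at 55 ± 21.2 cpm (n = 6) in HET, 51.2 ± 28.3 cpm (n = 4) in HOM and 30 ± 12.1 (n = 8) in WT. Npas4 in PFC changed by 0.88 in HET (5 of 6 above the WT mean) and 0.78 in HOM (3 of 4 above the WT mean), as log2 fold changes. Npas4 in PFC had adjusted p = 0.343 in HET (2.08e-21 to 1 over the alternatives) and adjusted p = 0.45 in HOM (7.48e-13 to 1). Nr4a1 (Entrez 15370, chr15 101,266,846–101,274,794) in PFC was at 124 ± 46.9 cpm (n = 6) in HET, 134 ± 82.7 cpm (n = 4) in HOM and 76.3 ± 26.7 (n = 8) in WT. Nr4a1 in PFC changed by 0.70 in HET (5 of 6 above the WT mean) and 0.82 in HOM (3 of 4 above the WT mean), as log2 fold changes. Nr4a1 in PFC had adjusted p = 0.413 in HET (9.1e-17 to 1 over the alternatives) and adjusted p = 0.363 in HOM (5.08e-18 to 1). Xaf1 (Entrez 327959, chr11 72,301,629–72,313,733) in PFC was at 7.38 ± 3.83 cpm (n = 6) in HET, 10.7 ± 5.94 cpm (n = 4) in HOM and 3.7 ± 2.95 (n = 8) in WT. Xaf1 in PFC changed by 0.99 in HET (4 of 6 above the WT mean) and 1.55 in HOM (3 of 4 above the WT mean), as log2 fold changes. Xaf1 in PFC had adjusted p = 0.453 in HET (1.27e-07 to 1 over the alternatives) and adjusted p = 0.21 in HOM (1.09e-15 to 1). For Xaf1, 1 WT library stood high on its own (mouse M4396). Reln (Entrez 19699, chr5 21,884,454–22,344,705) in PFC was at 169 ± 43.2 cpm (n = 6) in HET, 149 ± 70.4 cpm (n = 4) in HOM and 132 ± 19.2 (n = 8) in WT. Reln in PFC changed by 0.36 in HET (5 of 6 above the WT mean) and 0.17 in HOM (2 of 4 above the WT mean), as log2 fold changes. Reln in PFC had adjusted p = 0.554 in HET (0.000296 to 1 over the alternatives) and adjusted p = 0.864 in HOM (0.562 to 1). Reln in HOM changed direction, to -0.20, when mouse M4580 was left out. Hr (Entrez 15460, chr14 70,554,056–70,573,548) in PFC was at 34.2 ± 4.86 cpm (n = 6) in HET, 32.4 ± 3.49 cpm (n = 4) in HOM and 42 ± 6.08 (n = 8) in WT. Hr in PFC changed by -0.29 in HET (6 of 6 below the WT mean) and -0.38 in HOM (4 of 4 below the WT mean), as log2 fold changes. Hr in PFC had adjusted p = 0.316 in HET (0.0497 to 1 over the alternatives) and adjusted p = 0.211 in HOM (0.0259 to 1). Pde7b (Entrez 29863, chr10 20,397,052–20,725,078) in PFC was at 46.8 ± 4.5 cpm (n = 6) in HET, 43.3 ± 5.37 cpm (n = 4) in HOM and 56.2 ± 8.59 (n = 8) in WT. Pde7b in PFC changed by -0.27 in HET (6 of 6 below the WT mean) and -0.38 in HOM (4 of 4 below the WT mean), as log2 fold changes. Pde7b in PFC had adjusted p = 0.361 in HET (0.0616 to 1 over the alternatives) and adjusted p = 0.201 in HOM (0.0115 to 1). Pde7b went with the striatal index across the 18 PFC libraries at Pearson r = 0.785 and Spearman rho = 0.789 (permutation p = 0.00012 and 2e-04, adjusted over 21 relations to 0.00017 and 3e-04), with r = 0.651 without the 2 libraries farthest on the index. Genotypes were pooled for this, so an effect of genotype on both would add to the relation. The human gene sets were not analysed here, so their overlap was not recounted.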

Of the genes differentially expressed in either *Gdnf* ^*wt/cHyper*^;Nestin-Cre or *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice, 45 genes (~10%) overlapped with DE genes in either of these two studies, including Adora2a, Arc, Btg2 and Inf2 (Fig. 5H). Similarly, 38 genes (11%) differentially expressed in the PFC after AAV-Cre-induced adult-onset elevation of striatal GDNF were also identified in at least one of the human studies (Fig. 5I). Therefore, gene expression changes in the PFC of both models share similarities with the findings from human patients.

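For the adult-onset PFC, Fig. 5G and I draw genes of immune and synaptic function. C3 (Entrez 12266, chr17 57,203,967–57,228,136) in PFC was at 0.505 ± 0.269 cpm (n = 7) in HET, 0.518 ± 0.295 cpm (n = 8) in HOM and 1.24 ± 0.892 (n = 7) in WT. C3 in PFC changed by -1.30 in HET (7 of 7 below the WT mean) and -1.24 in HOM (8 of 8 below the WT mean), as log2 fold changes. C3 in PFC had adjusted p = 0.34 in HET (0.00514 to 0.402 over the alternatives) and adjusted p = 0.22 in HOM (0.00272 to 0.267). Xaf1 in PFC was at 10.6 ± 5.1 cpm (n = 7) in HET, 12.2 ± 8.69 cpm (n = 8) in HOM and 16.7 ± 9.6 (n = 7) in WT. Xaf1 in PFC changed by -0.64 in HET (7 of 7 below the WT mean) and -0.45 in HOM (5 of 8 below the WT mean), as log2 fold changes. Xaf1 in PFC had adjusted p = 0.573 in HET (6.77e-05 to 0.621 over the alternatives) and adjusted p = 0.67 in HOM (0.00915 to 0.711). Htr2a (Entrez 15558, chr14 74,640,840–74,706,859) in PFC was at 29.1 ± 5.39 cpm (n = 7) in HET, 29.7 ± 4.42 cpm (n = 8) in HOM and 22.1 ± 3.28 (n = 7) in WT. Htr2a in PFC changed by 0.40 in HET (7 of 7 above the WT mean) and 0.42 in HOM (8 of 8 above the WT mean), as log2 fold changes. Htr2a in PFC had adjusted p = 0.34 in HET (0.00901 to 0.402 over the alternatives) and adjusted p = 0.166 in HOM (0.00118 to 0.201). Arpp19 (Entrez 59046, chr9 75,037,614–75,060,313) in PFC was at 384 ± 42.9 cpm (n = 7) in HET, 407 ± 58.4 cpm (n = 8) in HOM and 336 ± 43.1 (n = 7) in WT. Arpp19 in PFC changed by 0.19 in HET (6 of 7 above the WT mean) and 0.28 in HOM (7 of 8 above the WT mean), as log2 fold changes. Arpp19 in PFC had adjusted p = 0.408 in HET (0.235 to 0.461 over the alternatives) and adjusted p = 0.231 in HOM (0.0227 to 0.277). Reln in PFC was at 155 ± 45.5 cpm (n = 7) in HET, 133 ± 24.1 cpm (n = 8) in HOM and 123 ± 29.8 (n = 7) in WT. Reln in PFC changed by 0.33 in HET (5 of 7 above the WT mean) and 0.11 in HOM (4 of 8 above the WT mean), as log2 fold changes. Reln in PFC had adjusted p = 0.412 in HET (0.00983 to 0.467 over the alternatives) and adjusted p = 0.78 in HOM (0.604 to 0.797). Npas4, Nr4a1 and Btg2 pointed the other way from the Nestin-Cre mice in HOM. In HET Btg2 did so too, while Npas4 and Nr4a1 lay close to WT. Npas4 in PFC was at 40.7 ± 15.7 cpm (n = 7) in HET, 26.5 ± 15.8 cpm (n = 8) in HOM and 42.3 ± 26.2 (n = 7) in WT. Npas4 in PFC changed by -0.06 in HET (2 of 7 below the WT mean) and -0.67 in HOM (7 of 8 below the WT mean), as log2 fold changes. Npas4 in PFC had adjusted p = 0.964 in HET (0.897 to 0.992 over the alternatives) and adjusted p = 0.413 in HOM (2.31e-11 to 0.466). Nr4a1 in PFC was at 91.5 ± 34.7 cpm (n = 7) in HET, 72.7 ± 31.6 cpm (n = 8) in HOM and 94.2 ± 35.4 (n = 7) in WT. Nr4a1 in PFC changed by -0.04 in HET (4 of 7 below the WT mean) and -0.38 in HOM (6 of 8 below the WT mean), as log2 fold changes. Nr4a1 in PFC had adjusted p = 0.962 in HET (0.923 to 0.99 over the alternatives) and adjusted p = 0.519 in HOM (0.000401 to 0.57). Btg2 in PFC was at 20.4 ± 5.86 cpm (n = 7) in HET, 21.2 ± 8.87 cpm (n = 8) in HOM and 26.8 ± 12.3 (n = 7) in WT. Btg2 in PFC changed by -0.40 in HET (6 of 7 below the WT mean) and -0.34 in HOM (6 of 8 below the WT mean), as log2 fold changes. Btg2 in PFC had adjusted p = 0.538 in HET (0.0127 to 0.582 over the alternatives) and adjusted p = 0.558 in HOM (0.0304 to 0.604). The differences in direction between the models were not tested, and the human sets were not analysed here.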

### A_2A_R antagonism alleviates dopamine system changes in *Gdnf*^*cHyper/cHyper*^;Nestin-Cre mice

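Striatum (STR) and substantia nigra (SN) of the same 2 models were sequenced by the protocol used for PFC, in male mice of which 15 Nestin-Cre animals, apart from M4575, and 21 AAV-Cre animals gave both a PFC and an STR library. Nestin-Cre STR libraries held 16,787,962 to 22,518,785 (median 19,166,272) counts in 6 WT, 14,457,419 to 22,394,243 (median 19,195,098) counts in 7 HET and 15,452,066 to 21,923,928 (median 19,406,970) in 6 HOM mice. Nestin-Cre SN libraries held 13,769,516 to 22,399,651 (median 15,487,994) counts in 6 WT, 15,970,912 to 25,305,502 (median 18,971,257) counts in 7 HET and 11,958,680 to 21,951,864 (median 17,682,232) in 6 HOM mice. AAV-Cre STR libraries held 13,951,371 to 21,788,649 (median 17,623,526) counts in 7 WT, 16,281,443 to 23,368,476 (median 18,802,412) counts in 7 HET and 17,339,496 to 24,260,013 (median 17,617,192) in 7 HOM mice. AAV-Cre SN libraries held 16,280,873 to 20,474,159 (median 18,992,098) counts in 7 WT, 17,808,237 to 22,728,977 (median 20,090,039) counts in 7 HET and 11,763,261 to 21,363,545 (median 19,643,786) in 8 HOM mice. Nestin-Cre mice were 2 to 3 months old by the paper and 2 months by the sample labels. For AAV-Cre mice the paper gives 2 months after injection and the labels 5 to 7 months of age. The authors' alignment, counting and testing were as for PFC. From the counts each model and region was fitted on its own with the edgeR quasi-likelihood test, on 14,494 (Nestin-Cre STR), 14,873 (Nestin-Cre SN), 14,655 (AAV-Cre STR) and 14,813 genes (AAV-Cre SN). An adjusted p under 0.1 was reached by 0 genes in HET and 0 in HOM in each of these 4 fits. Unadjusted p was under 0.05 in HET and HOM for 2513 and 670 (Nestin-Cre STR), 1337 and 608 (Nestin-Cre SN), 251 and 671 (AAV-Cre STR) and 694 and 1109 genes (AAV-Cre SN). The likelihood ratio test with the trended dispersion moved these counts to 1242 and 277, 332 and 119, 56 and 175, and 324 and 218 in the same order. For Nestin-Cre mice, Gdnf in STR was at 6.11 ± 1.79 cpm (n = 7) in HET, 7.08 ± 1.42 cpm (n = 6) in HOM and 5.82 ± 1.26 (n = 6) in WT. Gdnf in STR changed by 0.07 in HET (3 of 7 above the WT mean) and 0.28 in HOM (5 of 6 above the WT mean), as log2 fold changes. Gdnf in STR had adjusted p = 0.85 in HET (0.851 to 0.932 over the alternatives) and adjusted p = 0.784 in HOM (0.746 to 0.996). For AAV-Cre mice, Gdnf in STR was at 7.6 ± 1.05 cpm (n = 7) in HET, 8.71 ± 0.898 cpm (n = 7) in HOM and 6.62 ± 0.711 (n = 7) in WT. Gdnf in STR changed by 0.20 in HET (5 of 7 above the WT mean) and 0.40 in HOM (7 of 7 above the WT mean), as log2 fold changes. Gdnf in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 0.504 in HOM (0.122 to 1). The counted Gdnf exons hold 2748 bases past the stop codon of 4867 in all (56.5%), part of the 3'UTR that the allele shortens, so the counts are a poor measure of Gdnf transcripts from it.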

To further elucidate the changes caused by increased endogenous GDNF levels that may contribute to phenotypes related to schizophrenia, we performed RNAseq in the striatum and substantia nigra (SN) of *Gdnf* ^*cHyper*^;Nestin-Cre mice at 2–3 months of age and *Gdnf* ^*cHyper*^ mice 2 months after striatal AAV-Cre delivery (Supplementary Fig. S7A, C–J). Due to GDNF’s importance in regulating the midbrain dopamine system, we compared the effects of developmental and adult-onset GDNF upregulation on dopamine system-related gene expression across different brain areas. 

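Symbols were read by eye from the chord diagrams, 47 from Fig. 6A and 26 from Supplementary Fig. S7B, 15 of them in both, which gives 58 listed genes. Of these 57 could be tested in at least 1 fit. Over all genes tested 1 was called in Nestin-Cre and 0 in AAV-Cre mice, while 46 and 27 had an unadjusted p under 0.05 in at least 1 comparison. Adjusted over the list alone (471 and 480 tests) 24 and 0 were called, and since the authors listed these genes because they changed in these samples, this is not independent evidence. By the likelihood ratio test with the trended dispersion 44 and 25 were called, 55 in either model, and by DESeq2 16 and 2. Of 50 splits without regard to genotype 2 gave at least 44 in Nestin-Cre and 27 gave at least 25 in AAV-Cre mice by that likelihood ratio test. For genes with red arrows the comparison with the lowest p is given, in Nestin-Cre mice unless stated. Rgs9 (Entrez 19739, chr11 109,225,355–109,298,181) in HET SN was at 65.4 ± 71.5 cpm (n = 7) against 26.8 ± 8.53 (n = 6) in WT. Rgs9 in HET SN had a log2 fold change of 1.29 with 7 of 7 above the WT mean and adjusted p = 0.518. Rgs4 (Entrez 19736, chr1 169,741,477–169,747,642) in HET STR was at 711 ± 189 cpm (n = 7) against 1210 ± 298 (n = 6) in WT. Rgs4 in HET STR had a log2 fold change of -0.77 with 7 of 7 below the WT mean and adjusted p = 0.175. Tgfb2 (Entrez 21808, chr1 186,622,792–186,705,989) in HET STR was at 15.2 ± 7.73 cpm (n = 7) against 9.45 ± 1.78 (n = 6) in WT. Tgfb2 in HET STR had a log2 fold change of 0.69 with 7 of 7 above the WT mean and adjusted p = 0.205. Otx2 (Entrez 18424, chr14 48,657,677–48,667,644) in HET STR was at 8.3 ± 14 cpm (n = 7) against 1.35 ± 0.616 (n = 6) in WT. Otx2 in HET STR had a log2 fold change of 2.62 with 5 of 7 above the WT mean and adjusted p = 0.184. Pde1b (Entrez 18574, chr15 103,503,034–103,530,056) in HET PFC was at 195 ± 7.67 cpm (n = 6) against 246 ± 46.3 (n = 8) in WT. Pde1b in HET PFC had a log2 fold change of -0.34 with 6 of 6 below the WT mean and adjusted p = 0.247. Sfrp1 (Entrez 20377, chr8 23,411,502–23,449,632) in HET PFC was at 27.5 ± 4.41 cpm (n = 6) against 22.7 ± 3.43 (n = 8) in WT. Sfrp1 in HET PFC had a log2 fold change of 0.28 with 4 of 6 above the WT mean and adjusted p = 0.35. Slc6a3 (Entrez 13162, chr13 73,536,747–73,578,672) in HOM SN was at 999 ± 330 cpm (n = 6) against 1240 ± 246 (n = 6) in WT. Slc6a3 in HOM SN had a log2 fold change of -0.32 with 4 of 6 below the WT mean and adjusted p = 0.892. Slc6a4 (Entrez 15567, chr11 76,998,597–77,032,343) in HOM SN was at 22.8 ± 13.4 cpm (n = 6) against 15.4 ± 14.8 (n = 6) in WT. Slc6a4 in HOM SN had a log2 fold change of 0.57 with 4 of 6 above the WT mean and adjusted p = 0.901. In AAV-Cre mice, Flna (Entrez 192176, chrX 74,223,461–74,246,534) in HOM PFC was at 129 ± 10.1 cpm (n = 8) against 153 ± 13 (n = 7) in WT. Flna in HOM PFC had a log2 fold change of -0.25 with 8 of 8 below the WT mean and adjusted p = 0.192. Pmch (Entrez 110312, chr10 88,091,072–88,092,374) in HOM SN was at 29.9 ± 52.3 cpm (n = 8) against 4.59 ± 5.11 (n = 7) in WT. Pmch in HOM SN had a log2 fold change of 2.71 with 4 of 8 above the WT mean and adjusted p = 0.563. Otx2 is a choroid plexus gene and Pmch a hypothalamic one, so tissue taken along in few libraries may bear on both. In STR of HET mouse M4566 an index of choroid plexus markers without Otx2 was 3.976, against 0.221 in the next HET library. That library may thus carry a large part of the Otx2 rise. For Pmch the part of such tissue was not tested. A list of hypothalamus markers showed no clear shift in AAV-Cre SN HOM (3 of 10 lower, median log2 fold change 0.131, camera adjusted p = 0.536, fry adjusted p = 0.836). Without mouse M4566, described with Adora2a, the log2 fold change of Rgs9 in HET SN was 0.521 (standard error 0.234, adjusted p = 0.494), so that library carries a part of the rise.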

Between all analysed regions and models, we identified a total of 57 DE dopamine system-related genes (Fig. 6A and Supplementary Fig. S7B). Of these, 15 were differentially expressed after both developmental and adult-onset GDNF elevation, including Adora2a, Drd1, Tyrosine hydroxylase (Th), and Nuclear receptor subfamily 4 group A member 2 (Nr4a2, also known as Nurr1) (Fig. 6A, red arrows, and Supplementary Fig. S7K, L), illustrating a pronounced effect of a 2–3-fold increase in endogenous GDNF on the dopamine system.

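By the quasi-likelihood test 0 of the listed dopamine genes were called in both models, and by the likelihood ratio test with the trended dispersion 14, a count reached in 23 of 50 splits made without regard to genotype. For Nestin-Cre mice, Th (Entrez 21823, chr7 142,892,776–142,899,966) in PFC was at 19 ± 8.28 cpm (n = 6) in HET, 10.7 ± 13.4 cpm (n = 4) in HOM and 16.2 ± 11.3 (n = 8) in WT. Th in PFC changed by 0.24 in HET (3 of 6 above the WT mean) and -0.57 in HOM (3 of 4 below the WT mean), as log2 fold changes. Th in PFC had adjusted p = 0.912 in HET (0.406 to 1 over the alternatives) and adjusted p = 0.831 in HOM (0.00182 to 1). For AAV-Cre mice, Th in PFC was at 19.1 ± 14.9 cpm (n = 7) in HET, 10.9 ± 9.87 cpm (n = 8) in HOM and 11.5 ± 11.9 (n = 7) in WT. Th in PFC changed by 0.69 in HET (4 of 7 above the WT mean) and -0.08 in HOM (6 of 8 below the WT mean), as log2 fold changes. Th in PFC had adjusted p = 0.643 in HET (3.51e-06 to 0.641 over the alternatives) and adjusted p = 0.969 in HOM (0.865 to 0.995). Th in PFC rose and fell with markers of olfactory bulb tissue, at Pearson r = 0.985 and Spearman rho = 0.983 over 18 Nestin-Cre libraries and r = 0.976 and rho = 0.973 over 22 AAV-Cre libraries (permutation p = 1e-05 each, the smallest the permutations can give). Adjusted over 21 relations these permutation p were 2.3e-05 for r and 3e-05 for rho, and r was 0.977 and 0.968 without the 2 farthest libraries. Nr4a2 is given for STR. For Nestin-Cre mice, Nr4a2 (Entrez 18227, chr2 57,107,226–57,124,003) in STR was at 5.6 ± 6.1 cpm (n = 7) in HET, 18.1 ± 26.1 cpm (n = 6) in HOM and 20.5 ± 24.8 (n = 6) in WT. Nr4a2 in STR changed by -1.87 in HET (7 of 7 below the WT mean) and -0.18 in HOM (5 of 6 below the WT mean), as log2 fold changes. Nr4a2 in STR had adjusted p = 0.298 in HET (3.52e-23 to 0.344 over the alternatives) and adjusted p = 0.96 in HOM (0.937 to 1). For AAV-Cre mice, Nr4a2 in STR was at 2.06 ± 1.32 cpm (n = 7) in HET, 3.19 ± 2.34 cpm (n = 7) in HOM and 1.68 ± 0.872 (n = 7) in WT. Nr4a2 in STR changed by 0.28 in HET (4 of 7 above the WT mean) and 0.91 in HOM (4 of 7 above the WT mean), as log2 fold changes. Nr4a2 in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 1 in HOM (0.0157 to 1). It followed cortical markers across STR libraries (Pearson r = 0.955, Spearman rho = 0.921 in 19 Nestin-Cre, r = 0.744, rho = 0.8 in 21 AAV-Cre libraries, permutation p = 1e-05, 1e-05, 0.00015 and 2e-05, where 1e-05 is the smallest possible). Adjusted over 21 relations these were 2.3e-05, 3e-05, 2e-04 and 4.2e-05, and r was 0.941 and 0.71 without the 2 farthest libraries. Without mouse M4575 the Nr4a2 change in Nestin-Cre STR HOM turned to 0.03. Nr4a2 in Nestin-Cre PFC was at 29.7 ± 4.86 cpm (n = 6) in HET, 28.7 ± 3.6 cpm (n = 4) in HOM and 30.1 ± 5.67 (n = 8) in WT. Nr4a2 in PFC changed by -0.01 in HET (3 of 6 below the WT mean) and -0.06 in HOM (2 of 4 below the WT mean), as log2 fold changes. Nr4a2 in PFC had adjusted p = 0.984 in HET (0.942 to 1 over the alternatives) and adjusted p = 0.947 in HOM (0.801 to 1). The HOM change of Nr4a2 in PFC lay between -0.12 and 0.00 when 1 HOM mouse was left out. The paper takes the genes changed in both models to illustrate that raised endogenous GDNF has a pronounced effect on the dopamine system.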

**Fig. 6:**
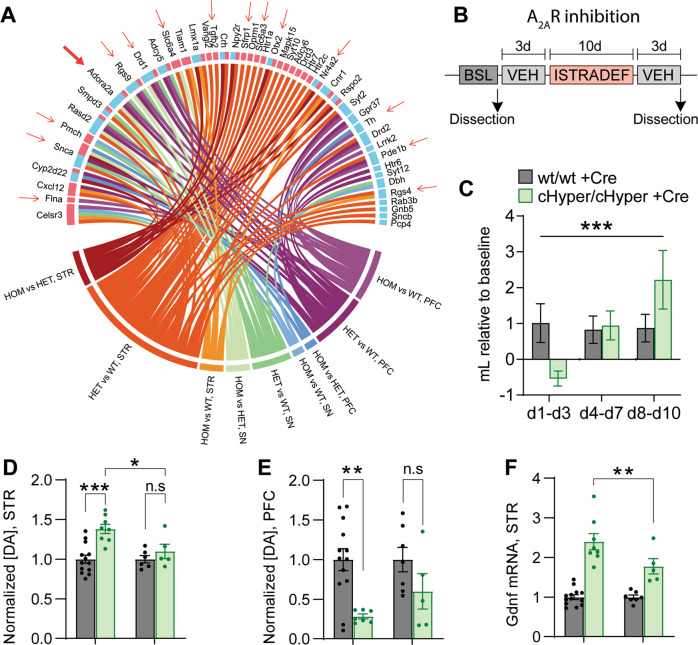
A_2A_R antagonism alleviates dopamine system changes in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice. See also Supplementary Figs. S7 and S8. **A** Chord diagram depicting dopamine system-related genes differentially expressed in the prefrontal cortex (PFC), striatum (STR), or substantia nigra (SN) of *Gdnf* ^*cHyper*^;Nestin-Cre mice. DE genes overlapping with those differentially expressed in *Gdnf* ^*cHyper*^ + AAV-Cre mice are shown with red arrows. Genes downregulated in *Gdnf* ^*cHyper*^ mice compared with wild-type controls are indicated with a blue bar and genes upregulated in *Gdnf* ^*cHyper*^ mice are indicated with a pink bar next to the name of the gene. WT, *Gdnf* ^*wt/wt*^;Nestin-Cre; HET, *Gdnf* ^*wt/cHyper*^;Nestin-Cre; HOM, *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre. **B** Experiment schematic of A_2A_R inhibition using istradefylline. BSL, baseline; VEH, vehicle. See Methods for details. **C** Average daily voluntary consumption of istradefylline-containing solution in the beginning (d1-d3), middle (d4-d7) and end (d8-d10) of the 10-day treatment period. Mean ± SEM. *N* = 5–7 mice per group. Two-way ANOVA Genotype × Period interaction. ***p < 0.001. **D** Striatal dopamine levels normalised to wild-type controls in *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre before and after istradefylline treatment, measured with HPLC. Mean ± SEM. *N* = 5–13 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05; ***p < 0.001; n.s, not significant. **E** Similar to (**D**) but showing normalised dopamine levels in the prefrontal cortex. Mean ± SEM. *N* = 5–13 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. **p < 0.01; n.s, not significant. **F** Striatal Gdnf mRNA levels in *Gdnf* ^*wt/wt*^;Nestin-Cre and *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice after istradefylline treatment. Mean ± SEM. *N* = 5–13 mice per group. One-way ANOVA, Tukey’s multiple comparisons test. **p < 0.01.

Adora2a, encoding for Adenosine A_2A_ receptor (A_2A_R) is a G-protein coupled receptor that regulates the balance of adenosine/dopamine signalling through its interactions with D_2_R [95–97]. Adenosine decreases dopamine signalling through D_2_R, while A_2A_R antagonists, such as caffeine are believed to enhance dopamine signalling through D_2_R [96, 98, 99]. 

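In Nestin-Cre mice, Adora2a in STR was at 398 ± 119 cpm (n = 7) in HET, 463 ± 77.8 cpm (n = 6) in HOM and 538 ± 80.4 (n = 6) in WT. Adora2a in STR changed by -0.43 in HET (6 of 7 below the WT mean) and -0.22 in HOM (5 of 6 below the WT mean), as log2 fold changes. Adora2a in STR had adjusted p = 0.219 in HET (0.0159 to 0.647 over the alternatives) and adjusted p = 0.784 in HOM (0.746 to 0.956). The likelihood ratio test with the trended dispersion gives the lowest of these adjusted p, in HET. Of 19 striatum-enriched genes that the paper does not name, 17 were lower in the same HET libraries with a median log2 fold change of -0.38, and 16 were lower in HOM with a median of -0.25. A smaller share of striatal tissue in those libraries and a fall of Adora2a within striatal cells are not separated by this comparison, and the same holds for PFC by its striatal index. Whether the genotype effect on a gene differs between PFC and STR was tested in 1 fit of both regions, and 0 genes passed an adjusted p of 0.1 for HET or HOM, with an unadjusted p under 0.05 for 939 and 449 genes. With mouse as a block in that fit, as the regions are paired by mouse, 2 genes (Pdyn and Dgkk) passed for HET.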

Our RNAseq analysis revealed a downregulation of striatal and PFC Adora2a expression in *Gdnf* ^*cHyper*^*;Nestin-Cre* mice (Figs. 4A, 6A and Supplementary Fig. S7K). This caught our attention, because Adora2a is required for GDNF-stimulated dopamine release in vitro [100]; reduced striatal Adora2a expression has been identified in a subgroup of schizophrenia patients [83]; and some schizophrenia patients voluntarily self-administer excessive amounts of coffee that contains caffeine, a non-selective antagonist for adenosine receptors, as the active ingredient [101, 102]. Finally, a selective A_2A_R antagonist istradefylline [103] has been shown to be effective in an animal model of obsessive-compulsive disorder triggered by a D_2_R agonist [104]. Therefore, we hypothesized that A_2A_R inhibition could alleviate some of the endogenous GDNF-induced schizophrenia-like features.

To address this hypothesis, we tested how istradefylline regulates the dopamine system of *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice. First, we analysed voluntary intake of istradefylline-containing solution over a period of 10 days (Fig. 6B). Since *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice have higher water intake at baseline (Fig. 3D, G), we measured daily consumption of istradefylline-containing solution and adjusted the concentration of istradefylline for each animal to achieve a consistent dose of 4 mg/kg/day (Supplementary Fig. S8A, B). We found that while *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice consumed less istradefylline-containing solution over the first 3 days, they started to self-administer significantly more istradefylline than the control mice towards the end of the 10-day treatment period (Fig. 6C and Supplementary Fig. S8C), consistent with the increased caffeine consumption observed in some individuals with schizophrenia. Next, we analysed the effect of istradefylline on dopamine levels in the striatum and PFC and found that by the end of the treatment period, tissue dopamine levels in these regions were partially normalised (Fig. 6D, E). Reversal of dopamine levels prompted us to investigate the effect of istradefylline on GDNF expression. In cell lines, adenosine signalling increases GDNF expression via multiple cAMP response elements in its promoter [105–108] and, conversely, A_2A_R inhibition downregulates GDNF expression [109]. qPCR analysis revealed that istradefylline downregulated striatal GDNF expression in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice **(**Fig. 6F), suggesting that partial renormalisation of striatal GDNF levels could be triggering the partial normalisation of striatal and, consequently, PFC dopamine levels. Collectively, these results show that selective inhibition of A_2A_R alleviates dopamine system abnormalities both in the PFC and striatum of *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice.

### GDNF levels are increased in the CSF of first-episode psychosis patients

To investigate the possible link between GDNF and schizophrenia in humans, we evaluated GDNF levels in the cerebrospinal fluid (CSF) from first episode psychosis (FEP) patients. CSF was collected from 70 FEP patients, who were either fully naive to antipsychotic drugs as per interview and available medical records or had been prescribed an antipsychotic drug for less than 2 months. For comparison, we used CSF from healthy controls (HCs). We found that FEP patients naive to antipsychotic drugs (see Table 1 and Supplementary Table S2 for demographics and clinical characteristics) displayed significantly higher CSF GDNF levels than HCs (Fig. 7A), suggesting that elevated GDNF levels in unmedicated FEP patients are associated with schizophrenia. We also observed an increase in FEP patients with prior history of antipsychotic drugs compared with HCs, but this did not reach statistical significance due to high variance among the patients (Fig. 7A). As a group, FEP patients displayed higher CSF GDNF levels than HCs (Supplementary Fig. S9A), demonstrating that, overall, higher GDNF levels are associated with schizophrenia. We then assessed the relative importance of other potential confounders and found that the single most important factor influencing CSF GDNF levels was indeed case status (Supplementary Fig. S9B). The distribution of GDNF levels was significantly different between healthy controls and FEP subjects, with controls centring more around the mean (Supplementary Fig. S9C).

**Table 1:** Demographics and clinical characteristics of the study participants.

Characteristics	Mean ± SEM		
	Healthy (44)	Patients (70)	*P*-value
Gender (male/female)	25/19	39/31	0.91
BMI	21.75 ± 1.18	23.13 ± 0.59	0.20
Age	26.75 ± 0.89	29.03 ± 0.89	0.26
Nicotine (%)	18%	24%	0.19
DUP (months)	0	9.64 ± 2.04	
*PANSS*			
Positive	–	18.7 ± 0.69	
Negative	–	16.9 ± 0.81	
General	–	37.2 ± 1.25	
Total	–	72.8 ± 2.29	
Levels of functioning			
CGI-S score	–	4.54 ± 0.14	

*P*-values between gender and nicotine difference were calculated with chi-square test. *P*-values between age and BMI were calculated with binomial logistic regression.

*SEM* standard error of mean, *BMI* body mass index, *DUP* duration of untreated psychosis, *PANSS* Positive and Negative Syndrome Scale, *CGI-S* Clinical Global Impression for severity of illness.

**Fig. 7:**
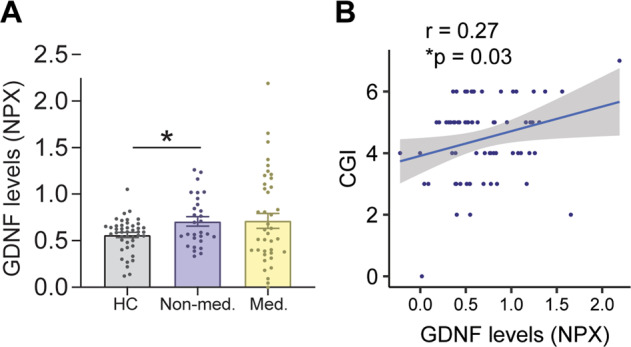
GDNF levels are increased in the CSF of first-episode psychosis patients. See also Supplementary Fig. S9. **A** Comparison of GDNF in cerebrospinal fluid obtained from 44 healthy controls (HCs) and 69 first-episode psychosis (FEP) subjects, including 29 medication-naive individuals (Non-med.) and 40 individuals with prior exposure to antipsychotics (Med.). NPX, Normalized Protein eXpression (see Methods for details). Mean ± SEM. One-way ANOVA, Tukey’s multiple comparisons test. *p < 0.05. **B** Correlation between cerebrospinal fluid GDNF levels and the Clinical Global Impression score in 70 FEP subjects. Pearson product-moment correlation.

To study how GDNF levels associate with the severity of illness in FEP patients, we used the Clinical Global Impression (CGI) for severity of illness (CGI-S) scores. This analysis indicated that CSF GDNF levels correlated with a more severe clinical profile (Fig. 7B, Table 2). No significant differences were observed between FEP patients and HCs regarding age, sex distribution, body mass index, and nicotine usage (Table 1). There were no differences in GDNF levels in the serum of FEP patients compared with controls (Supplementary Fig. S9D).

**Table 2:** Correlations between CSF GDNF and clinical symptoms.

Clinical symptoms	*r*	*P*-value
*PANSS*		
Positive	0.13	0.29
Negative	0.1	0.4
General	0.2	0.09
Total	0.18	0.13
Severity of illness		
CGI-S score	0.27	0.03

*PANSS* Positive and Negative Syndrome Scale, *CGI* Clinical Global Impression.

Subsequently, to evaluate how changes in CSF GDNF levels could reflect GDNF expression in the striatum where GDNF is highly expressed, we utilised raw data from a previously published transcriptomics study analysing striatal gene expression in post-mortem samples from healthy controls and patients with schizophrenia, bipolar disorder, or major depressive disorder [110]. In line with our findings, the results showed a highly significant increase in striatal *GDNF* mRNA levels in post-mortem striatum in individuals with schizophrenia compared to controls (Supplementary Fig. S9E, F). Together, these results show an overall average higher GDNF expression in schizophrenia patients and suggest that elevated GDNF may contribute to the disease, particularly in patients with highest elevation of GDNF levels.

## Discussion

Schizophrenia is a heterogeneous disorder, as indicated by the large number of genetic associations, a wide spectrum of symptoms, and comorbidities with other neuropsychiatric disorders. Recent GWAS analyses suggest that thousands of common genetic variants with small effect sizes contribute to the risk of schizophrenia, and that loci with large effect sizes are very rare [111]. Importantly, by far the most GWAS hits associate with the non-coding genome [112, 113], suggesting that gene regulation, including expression levels play an important role in determining susceptibility to schizophrenia.

GDNF is a neurotrophic factor known for its role in promoting dopamine synthesis and dopamine neuron survival in the midbrain dopamine system [15–18]. Ectopic GDNF overexpression promotes dopamine synthesis in vitro and in vivo [35, 37, 114], and mice with 2–3-fold constitutively elevated endogenous GDNF expression exhibit increased striatal dopamine levels [29]. Although striatal hyperdopaminergia is observed in some schizophrenic and prodromal individuals [8], and the genomic region containing the *GDNF* gene has been associated with schizophrenia by several independent studies [115–117], there have been no studies attempting to investigate the possible contribution of GDNF to dopaminergic abnormalities in schizophrenia.

Here, we report that both mid-gestation- and adult-onset elevation of endogenous GDNF is sufficient to increase presynaptic dopamine function in the striatum and reduce dopamine signalling in the PFC in mice. In FEP patients, GDNF levels are increased in the CSF, and GDNF levels positively correlate with clinical severity scores. It is important to note that the 2–3-fold increase in endogenous GDNF expression achieved in *Gdnf* ^*cHyper*^ mice is considerably higher than the ~20% average increase in GDNF levels in the CSF that we observed in schizophrenia patients. However, in some patients the increase in GDNF is more prominent. Therefore, analysis on how GDNF levels in the CSF relate to various parameters, such as dopamine metabolism, A2AR levels and ligand binding, coffee intake, avolition and polydipsia is an important future perspective.

In mice, we found that increased levels of endogenous GDNF were associated with reduced presynaptic dopamine signalling in the PFC, regardless of whether GDNF was increased during mid-gestation or in the adult. However, the timing of endogenous GDNF upregulation impacted distinct pathways. For example, the predominant affected pathways in the PFC after developmental GDNF elevation included myelination and intracellular signalling, whereas adult-onset increase in endogenous GDNF caused changes in the expression of synaptic genes and immune response (Figs. 4B, C, 5E, F and Supplementary Fig. S4D). Together, these observations suggest that both mid-gestation and adult-onset elevation in endogenous GDNF result in striatal hyperdopaminergia and cortical hypodopaminergia. However, the effect of endogenous GDNF levels on other biological processes is critically dependent on the timing of GDNF expression.

RNAseq analysis identified adenosine 2A receptor as one of the genes differentially expressed in multiple brain regions in *Gdnf* ^*cHyper*^;Nestin-Cre mice. We therefore used istradefylline, a selective first-in-class A_2A_R antagonist to test if reducing A_2A_R activity in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice could improve dopaminergic system abnormalities. We found that *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice voluntarily consumed more istradefylline, resembling the increased caffeine intake observed in some individuals with schizophrenia. Ten days of istradefylline administration reduced striatal GDNF expression and partially reversed the developmentally induced striatal hyperdopaminergia and cortical hypodopaminergia in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice. This suggests that selective A_2A_R antagonism may alleviate some of the symptoms of schizophrenia, with a potential specific relevance for a subgroup of patients with high striatal GDNF levels.

Why would selective A_2A_R antagonism be advantageous in schizophrenia? In mice, GDNF-producing striatal interneurons express both A_2A_R and A_1_R receptors [118, 119], which have antagonistic functions (Fig. 8). A_2A_R activation triggers cAMP production which has been shown to activate Gdnf transcription in various cell types via cAMP response elements (CRE) in *Gdnf* promoter [106–108, 120]. Given that A_2A_R antagonism acutely reduces GDNF-induced dopamine release in synaptosomes and striatal slices [100], A_2A_R signalling could promote GDNF-triggered dopamine release. Thus, A_2A_R antagonism may alleviate schizophrenia symptoms by two complementary mechanisms: acutely via inhibition of enhanced GDNF-driven striatal dopamine release and chronically via downregulation of striatal GDNF expression (Fig. 8).

**Fig. 8:**
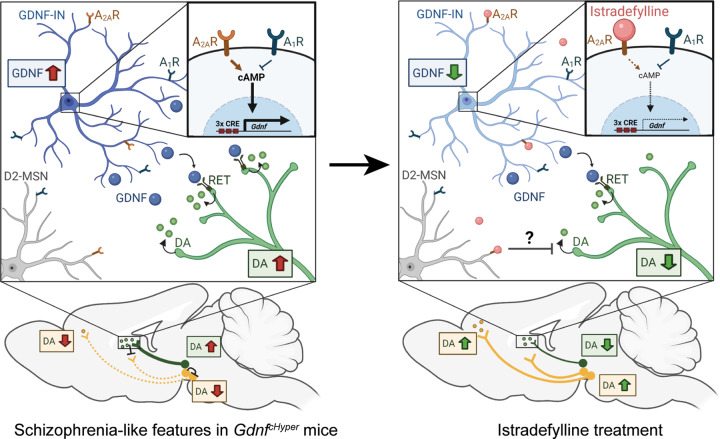
A model showing istradefylline-induced normalization of striatal and PFC dopamine levels in *Gdnf* ^*cHyper/cHyper*^;Nestin-Cre mice by reducing GDNF-induced dopamine release via A_2A_R antagonism. Left: Dopaminergic system abnormalities in *Gdnf* ^*cHyper*^ mice and in individuals with schizophrenia are induced by elevated endogenous GDNF expression in striatal interneurons (blue). In these interneurons, GDNF expression is at least partly regulated by the interplay between A_2A_R-induced and A_1_R-mediated inhibition of cAMP signalling that promotes GDNF expression through cAMP response elements (CRE) in *Gdnf* promoter (inset). Activation of GDNF receptor RET in SN dopamine neurons (green) enhances dopamine release in the dorsal striatum, leading to reduced mesocortical dopamine innervation and dopamine signalling (yellow) in the prefrontal cortex via a yet unknown mechanism. Right: Chronic administration of istradefylline, a specific A_2A_R antagonist, leads to inhibition of A_2A_R in GDNF-expressing interneurons, resulting in reduced intracellular cAMP signalling and reduced *Gdnf* expression (inset). Consequently, striatal GDNF signalling is dampened, leading to reduced dopamine release by SN dopamine neurons and normalization of dopamine signalling in both nigrostriatal and mesocortical dopamine pathways. In addition, A_2A_R antagonism has an acute effect on GDNF-stimulated dopamine release via a currently unknown mechanism. Figure created with BioRender.com.

One-size-fits-all therapeutic approaches for schizophrenia do not exist. Many patients are refractory to current medication and so have no effective medication, underpinning a need for identifying additional risk factors for a better prediction of treatment response in patient subgroups [121]. In that regard, first episode psychosis patients with high levels of GDNF in the CSF may be of special interest for future research on A_2A_R and RET inhibition therapy. In dopamine neurons, GDNF mainly signals via RET receptor [122, 123], suggesting that RET inhibitors such as Selpercatinib [124] and Pralsetinib [125], currently used in cancer therapy, may carry potential to treat a subgroup of patients with schizophrenia.

It remains to be determined how GDNF levels in the CSF and the brain relate to GDNF levels in the serum, and how changes in GDNF reflect disease status and treatment response. Several studies have shown that treatment with antipsychotics impacts serum GDNF levels [126–130]. While the results are somewhat controversial, some of these reports suggest that antipsychotics increase serum GDNF levels, although it is unknown if GDNF levels are also increased in the brain. Our results suggest that GDNF levels in the serum and CSF may not be directly correlated; thus, the impact of antipsychotics on striatal GDNF expression awaits further investigation. However, in cultured cells, GDNF expression is impacted by signalling through D2 and 5-HT_2A_ receptors that are targeted by second-generation antipsychotics [131–133]. Therefore, it is possible that inhibiting these receptors by antipsychotics directly increases GDNF expression in the brain. However, even if this is the case, any possible downstream changes in dopamine levels would not lead to increased dopamine signalling through D2 receptors, because the latter are blocked by the drug. In that context, increased levels of GDNF could potentially be beneficial in other processes such as adult neurogenesis or neuronal plasticity [134] to support neuronal function in disease. This would be in line with the observation that some atypical antipsychotics increase neurogenesis in adult hippocampus [135], although the underlying mechanisms are unknown. Taken together, the regulation of GDNF levels by antipsychotics and its impact on dopamine signalling and neuronal function in schizophrenia remain important directions for future research.

Lastly, we devised a novel approach to study the effect of an increase in GDNF expression limited to GDNF naturally transcribing cells. Many regulatory genes have a tightly controlled spatiotemporal expression pattern, which is critical to their proper function. Importantly, human studies have shown that as little as a 1.5–2-fold increase in endogenous gene expression levels or biological activity is sufficient to cause neurological disease [136–140]. In addition, while neurotrophic factors, including GDNF, are generally considered to be beneficial in the context of neurological disease, our study demonstrates that the outcomes of neurotrophic factor signalling can be context-dependent and that too high neurotrophic signalling can also drive disease. Therefore, to better understand gene function and therapeutic potential and to create better disease models, it would be advantageous to maintain gene expression from the natural cellular source and at close to physiological expression levels, rather than overexpress with transgenic or viral delivery methods [29, 141] (Supplementary Fig. S10). The levels of more than half of all protein-coding genes are predicted to be negatively regulated through the 3'UTR [142, 143], suggesting that the conditional hypermorph strategy described here is likely to be applicable to other genes. While each approach to study gene function has its limitations, we believe that an ability to conditionally increase gene expression at the post-transcriptional level as implemented in our research, may provide important new opportunities for both basic and translational research.

## Materials and methods

Detailed description of Materials and Methods can be found in Supplementary Methods.

### Experimental model and subject details

#### Human samples

Ethical approval was given by Stockholm Regional Ethics Committee (Dnr 2010/879-31/1). Demographics and clinical characteristics of the study participants are provided in Table 1. Informed consent was obtained from all included subjects.

#### Animals

Animal experiments were conducted according to the 3R principles of the European Union Directive 2010/63/EU and following local laws and regulations. Protocols were authorised by the national Animal Experiment Board of Finland.

### Method details

#### CSF collection and GDNF detection

CSF sampling was performed between 7:45AM and 10:00AM. Samples were centrifuged at 1438 *g* for 10 min at 4 °C. Supernatant was divided into aliquots and stored at −80 °C. The panel ‘Inflammation’ from Olink Bioscience (Uppsala, Sweden) was used to assess protein levels in the CSF.

#### Generation of *Gdnf*^*cHyper*^ knock-in allele

The targeting construct for the *Gdnf* ^*cHyper*^ allele (Supplementary Fig. S1A) contained a 4021 bp 5' homologous arm, a 610 bp cassette containing the bovine growth hormone polyadenylation signal (bGHpA) in an inverted orientation flanked by the FLEx system [46] starting immediately after the stop codon, a 2615 bp Pgk1-puΔtk-bGHpA sequence flanked by Frt sites, and a 2927 bp 3' homologous arm. G4 embryonic stem cells were electroporated with 30 μg of linearized targeting construct. After puromycin selection, colonies were screened by long-range PCR for both 5' and 3' homologous arms and correct PCR products were verified by sequencing. Correctly targeted ES cells were injected into C57BL/N6Crl mouse blastocysts to generate chimeric mice. Germline transmission was achieved by breeding male chimeras with C57BL/N6Crl females. The Pgk1-puΔtk-bGHpA sequence was removed using the CAG-Flp mouse line at F2.

### Quantification and statistical analyses

#### Sample size

Sample size was determined based on preliminary experiments and prior experience with the used assays. No statistical methods were used to predetermine sample size.

#### Rules for stopping data collection

Rules for stopping data collection were not defined.

#### Data inclusion/exclusion criteria and handling of outliers

Data was excluded based on insufficient quality (assessed immediately after acquisition and before analysis).

#### Research subjects or units of investigation

In human studies, research subjects correspond to individual patients or controls. In animal experiments, research subjects correspond to individual animals, except for FSCV experiments, where the experimental units are brain slices.

#### Randomization

Because the genotype of the animal determined the experimental group, randomization to treatment was not possible. To reduce possible bias, only litters including animals from different genotypes were included. In behavioural tests, animals were tested in a random order. Treatments were administered in a random order.

#### Blinding

Experiments were performed by investigators blinded to experimental groups.

#### Statistical analysis

Values are presented as mean ± standard error of the mean. Statistical comparison between two groups was performed using unpaired Student’s *t*-test or Welch’s *t*-test, where appropriate. Multiple comparisons were performed with one-way or two-way analysis of variance (ANOVA), followed by Tukey’s or Sidak’s *post hoc* test. Statistical significance was set at *P* < 0.05.

## Supplementary information

Supplementary Tables

Supplementary Figures

Supplementary Methods

## Data Availability

The GEO accession number for RNA sequencing data is GSE162974.

# Supplementary material for: Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia
**Source:** Mol Psychiatry. 2022 May 26;27(8):3247–61. doi: 10.1038/s41380-022-01554-2
**Supplement:** Supplementary file 1 — Supplementary Tables

## SUPPLEMENTARY TABLES

### **Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia**

Kärt Mätlik, PhD <sup>1,\*</sup>, Daniel R. Garton, MSc <sup>1,†</sup>, Ana R. Montaña-Rodríguez, MSc <sup>1,†</sup>, Soophie Olfat, MSc <sup>1,2,†</sup>, Feride Eren, MSc <sup>3</sup>, Laoise Casserly, MSc <sup>1</sup>, Anastasios Damdimopoulos, PhD <sup>4</sup>, Anne Panhelainen, PhD <sup>5</sup>, L. Lauriina Porokuokka, PhD <sup>1</sup>, Jaakko J. Kopra, PhD <sup>6</sup>, Giorgio Turconi, MSc <sup>1</sup>, Nadine Schweizer, PhD <sup>2</sup>, Erika Bereczki, PhD <sup>2</sup>, Fredrik Piehl, MD, PhD <sup>7</sup>, Göran Engberg, PhD <sup>3</sup>, Simon Cervenka, MD, PhD <sup>8,9</sup>, T. Petteri Piepponen, PhD <sup>6</sup>, Fu-Ping Zhang, MD, PhD <sup>10,11</sup>, Petra Sipilä, PhD <sup>10</sup>, Johan Jakobsson, PhD <sup>12</sup>, Carl M. Sellgren, MD, PhD <sup>3,8</sup>, Sophie Erhardt, PhD <sup>3</sup>, Jaan-Olle Andressoo, PhD <sup>1,2,\*,#</sup>

**Supplementary Table S1.** Differentially expressed protein-coding genes in the prefrontal cortex of *Gdnf*<sup>cHyper/cHyper</sup>;Nestin-Cre mice that have been associated with schizophrenia in mouse and/or human studies.

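Of the 56 genes of the table tested in HOM PFC, 29 were higher and 27 lower than in WT by the edgeR quasi-likelihood fit, with log2 fold changes from -1.16 (Adora2a) to 1.55 (Xaf1). For Col19a1, as an example of the matrix genes in the table, the log2 fold change was 0.35 (standard error 0.115, adjusted p = 0.251 over all genes tested). At least 3 of the table's genes were called in 1 of 50 splits of the libraries, the real split itself, by quasi-likelihood, and at least 56 in 1 of 50 by the likelihood ratio test with the trended dispersion. The authors chose the table's genes on the real split, which favours it over the others.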

| Gene symbol    | P-value | Differential expression | Genetic association | Animal model | References         |
|----------------|---------|-------------------------|---------------------|--------------|--------------------|
| <i>Adora2a</i> | <0.0001 | +                       | +                   |              | (1-3)              |
| <i>Adcy7</i>   | 0,00032 |                         | +                   |              | (4)                |
| <i>Alas2</i>   | 0,00048 |                         | +                   |              | (5)                |
| <i>Aldh1a1</i> | <0.0001 | +                       | +                   |              | (3, 6)             |
| <i>Als2cl</i>  | <0.0001 |                         | +                   |              | (7)                |
| <i>Ano2</i>    | 0,00066 |                         | +                   |              | (8)                |
| <i>Arc</i>     | <0.0001 | +                       | +                   | +            | (3, 9, 10)         |
| <i>Arnt</i>    | 0,00015 |                         | +                   |              | (11, 12)           |
| <i>Btg2</i>    | <0.0001 | +                       | +                   |              | (3, 13)            |
| <i>Cbln4</i>   | 0,00026 | +                       |                     |              | (3)                |
| <i>Celsr3</i>  | 0,00021 |                         | +                   |              | (4)                |
| <i>Cnp</i>     | <0.0001 | +                       |                     |              | (14)               |
| <i>Col16a1</i> | <0.0001 |                         | +                   |              | (4)                |
| <i>Col19a1</i> | 0,00014 |                         | +                   |              | (15)               |
| <i>Cpeb1</i>   | 0,00056 |                         | +                   |              | (12, 16)           |
| <i>Cyr61</i>   | <0.0001 | +                       |                     |              | (3)                |
| <i>Dennd6b</i> | <0.0001 |                         | +                   |              | (4)                |
| <i>Dnah6</i>   | <0.0001 |                         | +                   |              | (4)                |
| <i>Drd1</i>    | <0.0001 | +                       | +                   |              | (11, 17-21)        |
| <i>Drd2</i>    | <0.0001 | +                       | +                   | +            | (2, 11, 17, 22-29) |
| <i>Dusp1</i>   | <0.0001 | +                       |                     |              | (30)               |
| <i>Egr1</i>    | 0,00029 | +                       | +                   |              | (3, 23)            |
| <i>Egr2</i>    | <0.0001 | +                       |                     |              | (3)                |
| <i>Fos</i>     | <0.0001 |                         | +                   |              | (31)               |
| <i>Galnt9</i>  | <0.0001 | +                       |                     |              | (3)                |
| <i>Hr</i>      | 0,00029 | +                       |                     |              | (3)                |
| <i>Ier2</i>    | 0,00055 |                         | +                   |              | (4)                |
| <i>Il18bp</i>  | 0,00053 |                         | +                   |              | (34)               |
| <i>Il3ra</i>   | <0.0001 |                         | +                   |              | (35-37)            |
| <i>Inf2</i>    | 0,00011 | +                       |                     |              | (3)                |
| <i>Lin28b</i>  | <0.0001 |                         | +                   |              | (16)               |
| <i>Mag</i>     | <0.0001 | +                       | +                   |              | (38-41)            |
| <i>Masp2</i>   | 0,00074 |                         | +                   |              | (4)                |
| <i>Mbp</i>     | <0.0001 | +                       | +                   |              | (6, 42, 43)        |
| <i>Mobp</i>    | <0.0001 | +                       | +                   |              | (6, 41, 44, 45)    |

|               |         |   |   |                     |          |
|---------------|---------|---|---|---------------------|----------|
| <i>Mog</i>    | 0,00047 | + | + | (41, 46-49)         |          |
| <i>Mov10</i>  | 0,00015 |   | + | (4)                 |          |
| <i>Ndrg1</i>  | 0,00045 | + |   | (3)                 |          |
| <i>Ndst3</i>  | 0,00015 |   | + | (50-52)             |          |
| <i>Npas4</i>  | <0.0001 | + |   | (53)                |          |
| <i>Nr4a1</i>  | <0.0001 | + |   | (30, 54)            |          |
| <i>Pde10a</i> | <0.0001 | + | + | (55, 56)            |          |
| <i>Pde7b</i>  | <0.0001 | + | + | (3, 57, 58)         |          |
| <i>Peg3</i>   | 0,00024 |   | + | (4)                 |          |
| <i>Penk</i>   | <0.0001 |   | + | (59, 60)            |          |
| <i>Pkd1</i>   | 0,00061 | + |   | (3)                 |          |
| <i>Plekh1</i> | <0.0001 |   | + | (4)                 |          |
| <i>Plp1</i>   | <0.0001 | + | + | (41, 61, 62)        |          |
| <i>Rasd2</i>  | <0.0001 | + | + | +                   | (63, 64) |
| <i>Rtel1</i>  | 0,00073 | + |   | (3)                 |          |
| <i>Tac1</i>   | 0,00072 | + |   | (3)                 |          |
| <i>Th</i>     | <0.0001 |   | + | (65-67)             |          |
| <i>Thpo</i>   | 0,0005  | + |   | (3)                 |          |
| <i>Trf</i>    | <0.0001 | + | + | (14, 41, 43, 68-70) |          |
| <i>Trh</i>    | <0.0001 |   | + | (4, 71)             |          |
| <i>Tspan2</i> | 0,00014 | + |   | (3)                 |          |
| <i>Xaf1</i>   | <0.0001 | + |   | (3)                 |          |

**Supplementary Table S2**, related to Figure 7. Demographics and clinical characteristics of the study participants (healthy controls and drug-naïve first episode psychosis patients).

| <b>Supplementary Table S1. Demographics and clinical characteristics of the study participants</b>                                                                     |                       |                  |         |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|------------------|---------|
| Characteristic                                                                                                                                                         | Mean $\pm$ s.e.m (n)  |                  | P-value |
|                                                                                                                                                                        | Healthy Controls (44) | Patients (29)    |         |
| Gender (male/female)                                                                                                                                                   | 25/19                 | 18/11            | 0.65    |
| BMI                                                                                                                                                                    | 21.75 $\pm$ 1.18      | 23.59 $\pm$ 0.67 | 0.41    |
| Nicotine (%)                                                                                                                                                           | 18 %                  | 27 %             | 0.33    |
| DUP (months)                                                                                                                                                           | 0                     | 12.52 $\pm$ 4.26 |         |
| Age                                                                                                                                                                    | 26.75 $\pm$ 0.89      | 29.34 $\pm$ 1.27 | 0.15    |
| <i>PANSS</i>                                                                                                                                                           |                       |                  |         |
| Positive                                                                                                                                                               | —                     | 18.5 $\pm$ 0.96  |         |
| Negative                                                                                                                                                               | —                     | 16.9 $\pm$ 1.10  |         |
| General                                                                                                                                                                | —                     | 36.5 $\pm$ 1.99  |         |
| Total                                                                                                                                                                  | —                     | 72 $\pm$ 3.36    |         |
| <i>Levels of Functioning</i>                                                                                                                                           |                       |                  |         |
| CGI Score                                                                                                                                                              | —                     | 4.48 $\pm$ 0.21  |         |
| P-values between gender and nicotine difference are calculated with chi-square test.<br>P-values between age and BMI are calculated with binomial logistic regression. |                       |                  |         |

**Supplementary Table S3.** Oligonucleotide sequences.

| <b>Genotyping primers for <i>Gdnf</i><sup>Hyper</sup> allele</b> |                          |
|------------------------------------------------------------------|--------------------------|
| <b>F1</b>                                                        | TCTAAGAAAGCATTCGCTAAACG  |
| <b>F2</b>                                                        | TTCCAGGGTCAAGGAAGGCAC    |
| <b>R1</b>                                                        | GGATGCGGTGGGCTCTATG      |
| <b>R2</b>                                                        | TCCGCCATCTTGGTCCTTATC    |
| <b>qPCR primer sequences</b>                                     |                          |
| <b>Mm Gdnf F</b>                                                 | CGCTGACCAGTGACTCCAATATGC |
| <b>Mm Gdnf R</b>                                                 | TGCCGCTTGTTTATCTGGTGACC  |
| <b>Mm Drd2 F</b>                                                 | ACACACGCTACAGCTCCAAG     |
| <b>Mm Drd2 R</b>                                                 | GGAGTAGACCACGAAGGCAG     |
| <b>Mm Gapdh F</b>                                                | GCCTCGTCCCGTAGACAAAA     |
| <b>Mm Gapdh R</b>                                                | ATGAAGGGGTCGTTGATGGC     |
| <b>Mm Hprt1 F</b>                                                | CAGTCCCAGCGTCGTGATTA     |
| <b>Mm Hprt1 R</b>                                                | TGGCCTCCCATCTCCTTCAT     |
| <b>Mm Pgk1 F</b>                                                 | TTGGACAAGCTGGACGTGAA     |
| <b>Mm Pgk1 R</b>                                                 | AACGGACTTGGCTCCATTGT     |
| <b>Mm Actb F</b>                                                 | CTAAGGCCAACCGTGAAAAG     |
| <b>Mm Actb R</b>                                                 | ACCAGAGGCATACAGGGACA     |

## REFERENCES

1. Villar-Menendez I, Diaz-Sanchez S, Blanch M, Albasanz JL, Pereira-Veiga T, Monje A, et al. Reduced striatal adenosine A2A receptor levels define a molecular subgroup in schizophrenia. *J Psychiatr Res.* 2014;51:49-59.
2. Jagannathan K, Calhoun VD, Gelernter J, Stevens MC, Liu J, Bolognani F, et al. Genetic associations of brain structural networks in schizophrenia: a preliminary study. *Biol Psychiatry.* 2010;68(7):657-66.
3. Maycox PR, Kelly F, Taylor A, Bates S, Reid J, Logendra R, et al. Analysis of gene expression in two large schizophrenia cohorts identifies multiple changes associated with nerve terminal function. *Mol Psychiatry.* 2009;14(12):1083-94.
4. Fromer M, Pocklington AJ, Kavanagh DH, Williams HJ, Dwyer S, Gormley P, et al. De novo mutations in schizophrenia implicate synaptic networks. *Nature.* 2014;506(7487):179-84.
5. Dann J, DeLisi LE, Devoto M, Laval S, Nancarrow DJ, Shields G, et al. A linkage study of schizophrenia to markers within Xp11 near the MAOB gene. *Psychiatry Res.* 1997;70(3):131-43.
6. Ayalew M, Le-Niculescu H, Levey DF, Jain N, Changala B, Patel SD, et al. Convergent functional genomics of schizophrenia: from comprehensive understanding to genetic risk prediction. *Mol Psychiatry.* 2012;17(9):887-905.
7. Girard SL, Gauthier J, Noreau A, Xiong L, Zhou S, Jouan L, et al. Increased exonic de novo mutation rate in individuals with schizophrenia. *Nat Genet.* 2011;43(9):860-3.
8. Giacopuzzi E, Gennarelli M, Minelli A, Gardella R, Valsecchi P, Traversa M, et al. Exome sequencing in schizophrenic patients with high levels of homozygosity identifies novel and extremely rare mutations in the GABA/glutamatergic pathways. *PLoS One.* 2017;12(8):e0182778.
9. Manago F, Mereu M, Mastwal S, Mastrogiacomo R, Scheggia D, Emanuele M, et al. Genetic Disruption of Arc/Arg3.1 in Mice Causes Alterations in Dopamine and Neurobehavioral Phenotypes Related to Schizophrenia. *Cell Rep.* 2016;16(8):2116-28.
10. Huentelman MJ, Muppala L, Corneveaux JJ, Dinu V, Pruzin JJ, Reiman R, et al. Association of SNPs in EGR3 and ARC with Schizophrenia Supports a Biological Pathway for Schizophrenia Risk. *PLoS One.* 2015;10(10):e0135076.
11. Ng MY, Levinson DF, Faraone SV, Suarez BK, DeLisi LE, Arinami T, et al. Meta-analysis of 32 genome-wide linkage studies of schizophrenia. *Mol Psychiatry.* 2009;14(8):774-85.
12. Wu Y, Yao YG, Luo XJ. SZDB: A Database for Schizophrenia Genetic Research. *Schizophr Bull.* 2017;43(2):459-71.
13. Deng X, Takaki H, Wang L, Kuroki T, Nakahara T, Hashimoto K, et al. Positive association of phencyclidine-responsive genes, PDE4A and PLAT, with schizophrenia. *Am J Med Genet B Neuropsychiatr Genet.* 2011;156B(7):850-8.
14. Prabakaran S, Swatton JE, Ryan MM, Huffaker SJ, Huang JT, Griffin JL, et al. Mitochondrial dysfunction in schizophrenia: evidence for compromised brain metabolism and oxidative stress. *Mol Psychiatry.* 2004;9(7):684-97, 43.
15. Liao HM, Chao YL, Huang AL, Cheng MC, Chen YJ, Lee KF, et al. Identification and characterization of three inherited genomic copy number variations associated with familial schizophrenia. *Schizophr Res.* 2012;139(1-3):229-36.
16. Li Z, Chen J, Yu H, He L, Xu Y, Zhang D, et al. Genome-wide association analysis identifies 30 new susceptibility loci for schizophrenia. *Nat Genet.* 2017;49(11):1576-83.
17. Allen NC, Bagade S, McQueen MB, Ioannidis JP, Kavvoura FK, Khoury MJ, et al. Systematic meta-analyses and field synopsis of genetic association studies in schizophrenia: the SzGene database. *Nat Genet.* 2008;40(7):827-34.

18. Abi-Dargham A, Xu X, Thompson JL, Gil R, Kegeles LS, Urban N, et al. Increased prefrontal cortical D(1) receptors in drug naive patients with schizophrenia: a PET study with [(1)(1)C]NNC112. *J Psychopharmacol*. 2012;26(6):794-805.
19. Pan Y, Yao J, Wang B. Association of dopamine D1 receptor gene polymorphism with schizophrenia: a meta-analysis. *Neuropsychiatr Dis Treat*. 2014;10:1133-9.
20. Zhu F, Yan CX, Wang Q, Zhu YS, Zhao Y, Huang J, et al. An association study between dopamine D1 receptor gene polymorphisms and the risk of schizophrenia. *Brain Res*. 2011;1420:106-13.
21. Lee KY, Joo EJ, Ji YI, Kim DH, Park JB, Chung IW, et al. Associations between DRDs and schizophrenia in a Korean population: multi-stage association analyses. *Exp Mol Med*. 2011;43(1):44-52.
22. Sun J, Kuo PH, Riley BP, Kendler KS, Zhao Z. Candidate genes for schizophrenia: a survey of association studies and gene ranking. *Am J Med Genet B Neuropsychiatr Genet*. 2008;147B(7):1173-81.
23. Schizophrenia Working Group of the Psychiatric Genomics C. Biological insights from 108 schizophrenia-associated genetic loci. *Nature*. 2014;511(7510):421-7.
24. Lewis CM, Levinson DF, Wise LH, DeLisi LE, Straub RE, Hovatta I, et al. Genome scan meta-analysis of schizophrenia and bipolar disorder, part II: Schizophrenia. *Am J Hum Genet*. 2003;73(1):34-48.
25. Pergola G, Di Carlo P, D'Ambrosio E, Gelao B, Fazio L, Papalino M, et al. DRD2 co-expression network and a related polygenic index predict imaging, behavioral and clinical phenotypes linked to schizophrenia. *Transl Psychiatry*. 2017;7(1):e1006.
26. Vercammen A, Weickert CS, Skilleter AJ, Lenroot R, Schofield PR, Weickert TW. Common polymorphisms in dopamine-related genes combine to produce a 'schizophrenia-like' prefrontal hypoactivity. *Transl Psychiatry*. 2014;4:e356.
27. Zhan L, Kerr JR, Lafuente MJ, Maclean A, Chibalina MV, Liu B, et al. Altered expression and coregulation of dopamine signalling genes in schizophrenia and bipolar disorder. *Neuropathol Appl Neurobiol*. 2011;37(2):206-19.
28. Li YC, Kellendonk C, Simpson EH, Kandel ER, Gao WJ. D2 receptor overexpression in the striatum leads to a deficit in inhibitory transmission and dopamine sensitivity in mouse prefrontal cortex. *Proc Natl Acad Sci U S A*. 2011;108(29):12107-12.
29. Kellendonk C, Simpson EH, Polan HJ, Malleret G, Vronskaya S, Winiger V, et al. Transient and selective overexpression of dopamine D2 receptors in the striatum causes persistent abnormalities in prefrontal cortex functioning. *Neuron*. 2006;49(4):603-15.
30. Corley SM, Tsai SY, Wilkins MR, Shannon Weickert C. Transcriptomic Analysis Shows Decreased Cortical Expression of NR4A1, NR4A2 and RXRB in Schizophrenia and Provides Evidence for Nuclear Receptor Dysregulation. *PLoS One*. 2016;11(12):e0166944.
31. Boyajyan A, Zakharyan R, Atshemyan S, Chavushyan A, Mkrtchyan G. Schizophrenia-associated Risk and Protective Variants of c-Fos Encoding Gene. *Recent Adv DNA Gene Seq*. 2015;9(1):51-7.

34. Shirts BH, Wood J, Yolken RH, Nimgaonkar VL. Comprehensive evaluation of positional candidates in the IL-18 pathway reveals suggestive associations with schizophrenia and herpes virus seropositivity. *Am J Med Genet B Neuropsychiatr Genet.* 2008;147(3):343-50.
35. Sun S, Wang F, Wei J, Cao LY, Wu GY, Lu L, et al. Association between interleukin-3 receptor alpha polymorphism and schizophrenia in the Chinese population. *Neurosci Lett.* 2008;440(1):35-7.
36. Sun S, Wei J, Li H, Jin S, Li P, Ju G, et al. A family-based study of the IL3RA gene on susceptibility to schizophrenia in a Chinese Han population. *Brain Res.* 2009;1268:13-6.
37. Lencz T, Morgan TV, Athanasiou M, Dain B, Reed CR, Kane JM, et al. Converging evidence for a pseudoautosomal cytokine receptor gene locus in schizophrenia. *Mol Psychiatry.* 2007;12(6):572-80.
38. Yang YF, Qin W, Shugart YY, He G, Liu XM, Zhou J, et al. Possible association of the MAG locus with schizophrenia in a Chinese Han cohort of family trios. *Schizophr Res.* 2005;75(1):11-9.
39. Wan C, Yang Y, Feng G, Gu N, Liu H, Zhu S, et al. Polymorphisms of myelin-associated glycoprotein gene are associated with schizophrenia in the Chinese Han population. *Neurosci Lett.* 2005;388(3):126-31.
40. Felsky D, Voineskos AN, Lerch JP, Nazeri A, Shaikh SA, Rajji TK, et al. Myelin-associated glycoprotein gene and brain morphometry in schizophrenia. *Front Psychiatry.* 2012;3:40.
41. Tkachev D, Mimmack ML, Ryan MM, Wayland M, Freeman T, Jones PB, et al. Oligodendrocyte dysfunction in schizophrenia and bipolar disorder. *Lancet.* 2003;362(9386):798-805.
42. Purcell SM, Moran JL, Fromer M, Ruderfer D, Solovieff N, Roussos P, et al. A polygenic burden of rare disruptive mutations in schizophrenia. *Nature.* 2014;506(7487):185-90.
43. Martins-de-Souza D, Gattaz WF, Schmitt A, Maccarrone G, Hunyadi-Gulyas E, Eberlin MN, et al. Proteomic analysis of dorsolateral prefrontal cortex indicates the involvement of cytoskeleton, oligodendrocyte, energy metabolism and new potential markers in schizophrenia. *J Psychiatr Res.* 2009;43(11):978-86.
44. Hegyi H. Connecting myelin-related and synaptic dysfunction in schizophrenia with SNP-rich gene expression hubs. *Sci Rep.* 2017;7:45494.
45. Richetto J, Chesters R, Cattaneo A, Labouesse MA, Gutierrez AMC, Wood TC, et al. Genome-Wide Transcriptional Profiling and Structural Magnetic Resonance Imaging in the Maternal Immune Activation Model of Neurodevelopmental Disorders. *Cereb Cortex.* 2017;27(6):3397-413.
46. Cannon DM, Walshe M, Dempster E, Collier DA, Marshall N, Bramon E, et al. The association of white matter volume in psychotic disorders with genotypic variation in NRG1, MOG and CNP: a voxel-based analysis in affected individuals and their unaffected relatives. *Transl Psychiatry.* 2012;2:e167.
47. Barley K, Dracheva S, Byne W. Subcortical oligodendrocyte- and astrocyte-associated gene expression in subjects with schizophrenia, major depression and bipolar disorder. *Schizophr Res.* 2009;112(1-3):54-64.
48. Sokolov BP. Oligodendroglial abnormalities in schizophrenia, mood disorders and substance abuse. Comorbidity, shared traits, or molecular phenocopies? *Int J Neuropsychopharmacol.* 2007;10(4):547-55.
49. Liu X, Qin W, He G, Yang Y, Chen Q, Zhou J, et al. A family-based association study of the MOG gene with schizophrenia in the Chinese population. *Schizophr Res.* 2005;73(2-3):275-80.
50. Xiao X, Luo XJ, Chang H, Liu Z, Li M. Evaluation of European Schizophrenia GWAS Loci in Asian Populations via Comprehensive Meta-Analyses. *Mol Neurobiol.* 2017;54(6):4071-80.

51. Zhang C, Lu W, Wang Z, Ni J, Zhang J, Tang W, et al. A comprehensive analysis of NDST3 for schizophrenia and bipolar disorder in Han Chinese. *Transl Psychiatry*. 2016;6:e701.
52. Lencz T, Guha S, Liu C, Rosenfeld J, Mukherjee S, DeRosse P, et al. Genome-wide association study implicates NDST3 in schizophrenia and bipolar disorder. *Nat Commun*. 2013;4:2739.
53. Alachkar A, Wang L, Yoshimura R, Hamzeh AR, Wang Z, Sanathara N, et al. Prenatal one-carbon metabolism dysregulation programs schizophrenia-like deficits. *Mol Psychiatry*. 2018;23(2):282-94.
54. Xing G, Zhang L, Russell S, Post R. Reduction of dopamine-related transcription factors Nurr1 and NGFI-B in the prefrontal cortex in schizophrenia and bipolar disorders. *Schizophr Res*. 2006;84(1):36-56.
55. Tam GW, van de Lagemaat LN, Redon R, Strathdee KE, Croning MD, Malloy MP, et al. Confirmed rare copy number variants implicate novel genes in schizophrenia. *Biochem Soc Trans*. 2010;38(2):445-51.
56. Boden R, Persson J, Wall A, Lubberink M, Ekselius L, Larsson EM, et al. Striatal phosphodiesterase 10A and medial prefrontal cortical thickness in patients with schizophrenia: a PET and MRI study. *Transl Psychiatry*. 2017;7(3):e1050.
57. Ikeda M, Tomita Y, Mouri A, Koga M, Okochi T, Yoshimura R, et al. Identification of novel candidate genes for treatment response to risperidone and susceptibility for schizophrenia: integrated analysis among pharmacogenomics, mouse expression, and genetic case-control association approaches. *Biol Psychiatry*. 2010;67(3):263-9.
58. Ingason A, Giegling I, Cichon S, Hansen T, Rasmussen HB, Nielsen J, et al. A large replication study and meta-analysis in European samples provides further support for association of AHI1 markers with schizophrenia. *Hum Mol Genet*. 2010;19(7):1379-86.
59. Mikesell MJ, Barron YD, Nimgaonkar VL, Sobell JL, Sommer SS, McMurray CT. Gly(247)-->Asp proenkephalin A mutation is rare in schizophrenia populations. *Am J Med Genet*. 1997;74(2):213-5.
60. Mikesell MJ, Sobell JL, Sommer SS, McMurray CT. Identification of a missense mutation and several polymorphisms in the proenkephalin A gene of schizophrenic patients. *Am J Med Genet*. 1996;67(5):459-67.
61. Qin W, Gao J, Xing Q, Yang J, Qian X, Li X, et al. A family-based association study of PLP1 and schizophrenia. *Neurosci Lett*. 2005;375(3):207-10.
62. English JA, Dicker P, Focking M, Dunn MJ, Cotter DR. 2-D DIGE analysis implicates cytoskeletal abnormalities in psychiatric disease. *Proteomics*. 2009;9(12):3368-82.
63. Vitucci D, Di Giorgio A, Napolitano F, Pelosi B, Blasi G, Errico F, et al. Rasd2 Modulates Prefronto-Striatal Phenotypes in Humans and 'Schizophrenia-Like Behaviors' in Mice. *Neuropsychopharmacology*. 2016;41(3):916-27.
64. Liu YL, Fann CS, Liu CM, Chen WJ, Wu JY, Hung SI, et al. RASD2, MYH9, and CACNG2 genes at chromosome 22q12 associated with the subgroup of schizophrenia with non-deficit in sustained attention and executive function. *Biol Psychiatry*. 2008;64(9):789-96.
65. Srivastava V, Deshpande SN, Thelma BK. Dopaminergic pathway gene polymorphisms and genetic susceptibility to schizophrenia among north Indians. *Neuropsychobiology*. 2010;61(2):64-70.
66. Kurumaji A, Kuroda T, Yamada K, Yoshikawa T, Toru M. An association of the polymorphic repeat of tetranucleotide (TCAT) in the first intron of the human tyrosine hydroxylase gene with schizophrenia in a Japanese sample. *J Neural Transm (Vienna)*. 2001;108(4):489-95.

67. Meloni R, Laurent C, Campion D, Ben Hadjali B, Thibaut F, Dollfus S, et al. A rare allele of a microsatellite located in the tyrosine hydroxylase gene found in schizophrenic patients. *C R Acad Sci III*. 1995;318(7):803-9.
68. McCullumsmith RE, Gupta D, Beneyto M, Kreger E, Haroutunian V, Davis KL, et al. Expression of transcripts for myelination-related genes in the anterior cingulate cortex in schizophrenia. *Schizophr Res*. 2007;90(1-3):15-27.
69. Qu M, Yue W, Tang F, Wang L, Han Y, Zhang D. Polymorphisms of Transferrin gene are associated with schizophrenia in Chinese Han population. *J Psychiatr Res*. 2008;42(11):877-83.
70. Pennington K, Beasley CL, Dicker P, Fagan A, English J, Pariante CM, et al. Prominent synaptic and metabolic abnormalities revealed by proteomic analysis of the dorsolateral prefrontal cortex in schizophrenia and bipolar disorder. *Mol Psychiatry*. 2008;13(12):1102-17.
71. Caceda R, Kinkead B, Nemeroff CB. Involvement of neuropeptide systems in schizophrenia: human studies. *Int Rev Neurobiol*. 2007;78:327-76.

# Supplementary material for: Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia
**Source:** Mol Psychiatry. 2022 May 26;27(8):3247–61. doi: 10.1038/s41380-022-01554-2
**Supplement:** Supplementary file 2 — Supplementary Figures

## SUPPLEMENTARY FIGURES

### **Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia**

Kärt Mätlik, PhD <sup>1,\*</sup>, Daniel R. Garton, MSc <sup>1,†</sup>, Ana R. Montaña-Rodríguez, MSc <sup>1,†</sup>, Soophie Olfat, MSc <sup>1,2,†</sup>, Feride Eren, MSc <sup>3</sup>, Laoise Casserly, MSc <sup>1</sup>, Anastasios Damdimopoulos, PhD <sup>4</sup>, Anne Panhelainen, PhD <sup>5</sup>, L. Lauriina Porokuokka, PhD <sup>1</sup>, Jaakko J. Kopra, PhD <sup>6</sup>, Giorgio Turconi, MSc <sup>1</sup>, Nadine Schweizer, PhD <sup>2</sup>, Erika Bereczki, PhD <sup>2</sup>, Fredrik Piehl, MD, PhD <sup>7</sup>, Göran Engberg, PhD <sup>3</sup>, Simon Cervenka, MD, PhD <sup>8,9</sup>, T. Petteri Piepponen, PhD <sup>6</sup>, Fu-Ping Zhang, MD, PhD <sup>10,11</sup>, Petra Sipilä, PhD <sup>10</sup>, Johan Jakobsson, PhD <sup>12</sup>, Carl M. Sellgren, MD, PhD <sup>3,8</sup>, Sophie Erhardt, PhD <sup>3</sup>, Jaan-Olle Andressoo, PhD <sup>1,2,\*,#</sup>

Supplementary Figure S1

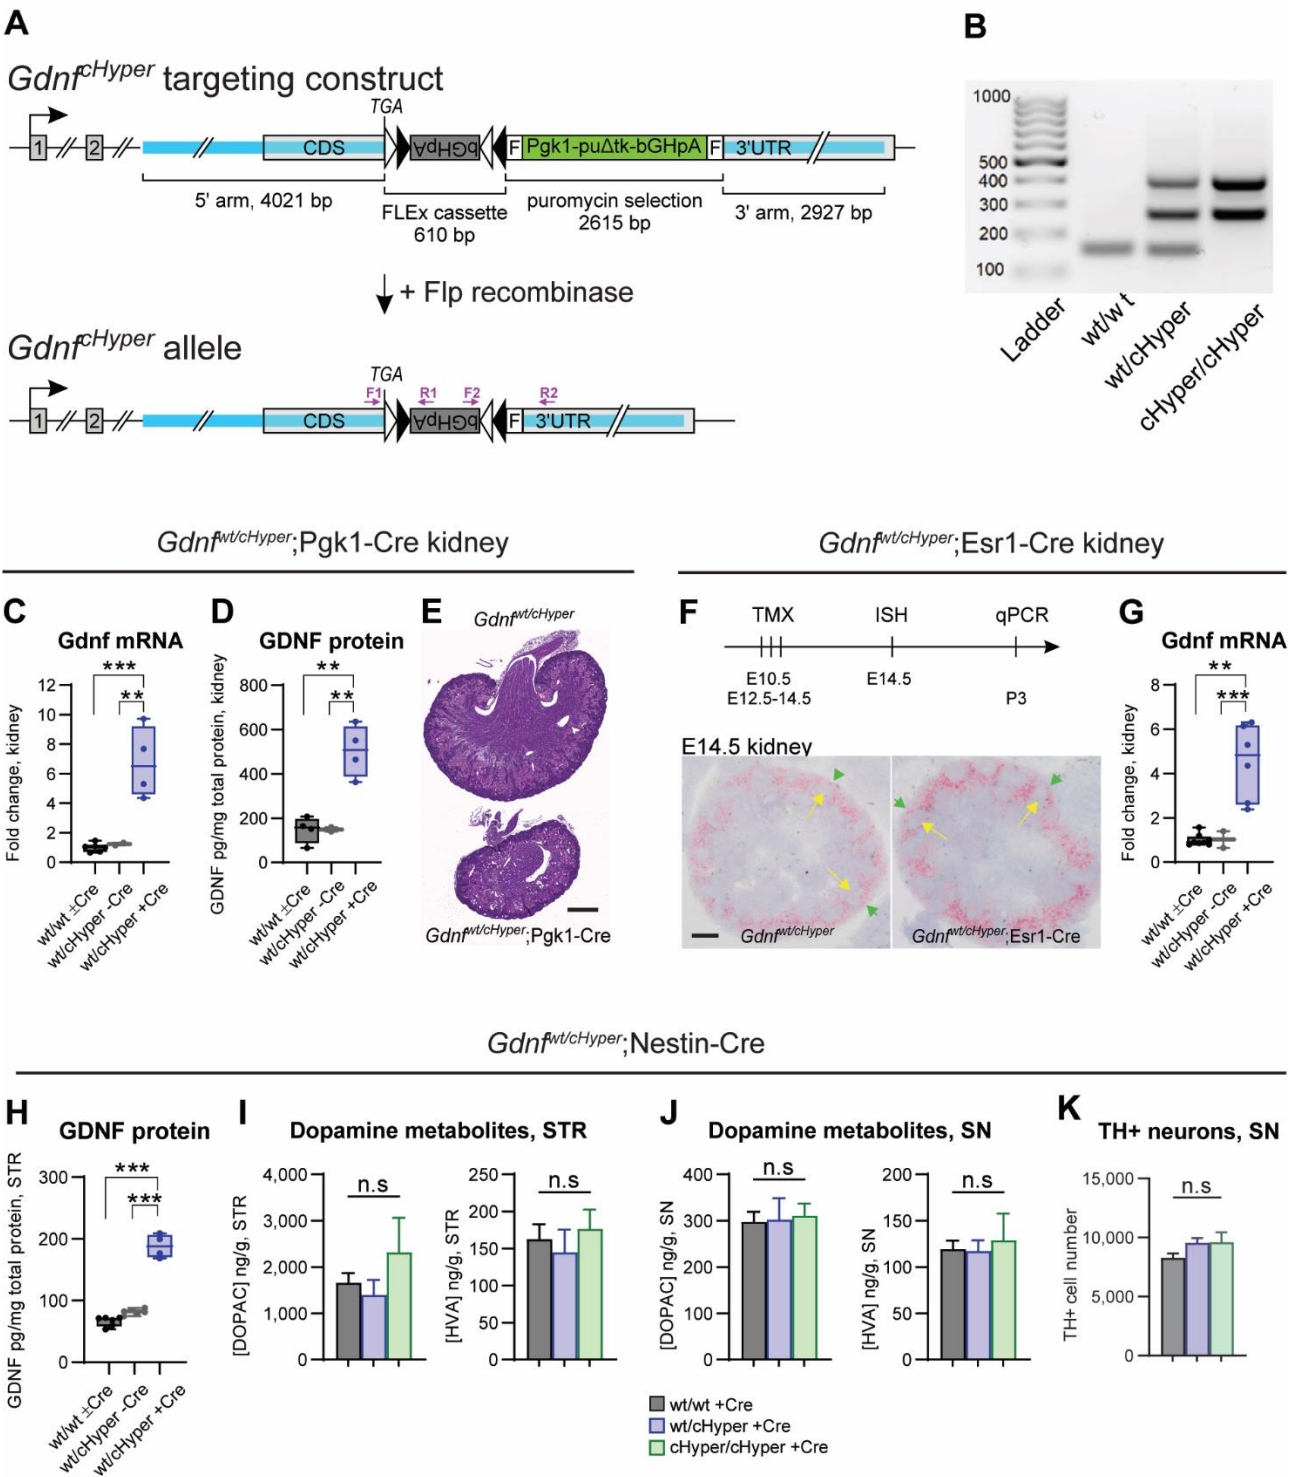

Supplementary Figure S1, related to Figure 1. Generation of *Gdnf* conditional hypermorph (cHyper) allele.

(A) Schematic of the targeting construct (top panel) showing 5' and 3' homologous arms (blue lines), FLEX cassette containing bovine growth hormone polyadenylation signal (bGHpA) in an inverted

orientation (grey box), and puromycin selection marker flanked with Frt sites (F, green box). Crossing to a Deleter Flp mouse line removes the selection cassette and results in *Gdnf<sup>cHyper</sup>* allele (bottom panel). Purple arrows indicate the location of genotyping primers. CDS, coding sequence; TGA, stop codon.

**(B)** Representative genotyping image of mice carrying wt/wt, wt/cHyper and cHyper/cHyper alleles.

**(C)** Gdnf mRNA levels in postnatal day (P3) kidneys of *Gdnf<sup>cHyper</sup>;Pgk1-Cre* mice, measured with qPCR. Box plots show median, upper and lower quartiles, and maximum and minimum values. N=2-6 per group. One-way ANOVA, Tukey's multiple comparisons test. \*\*p < 0.01; \*\*\*p < 0.001.

**(D)** GDNF protein levels in P3 kidneys of *Gdnf<sup>cHyper</sup>;Pgk1-Cre* mice. Box plots show median, upper and lower quartiles, and maximum and minimum values. N=2-4 per group. One-way ANOVA, Tukey's multiple comparisons test. \*\*p < 0.01.

**(E)** A representative image of kidney hematoxylin-eosin staining at P3, demonstrating a severe reduction in kidney size in *Gdnf<sup>wt/cHyper</sup>;Pgk1-Cre* mice. Scale bar 500  $\mu$ m.

**(F)** Timeline of tamoxifen (TMX) treatment (top panel) and a representative *in situ* hybridization (ISH) image (bottom panel) from the kidney at embryonic day 14.5 (E14.5) using RNAscope probe against Gdnf mRNA, demonstrating normal Gdnf expression pattern in *Gdnf<sup>wt/cHyper</sup>;Esrl-Cre* mice. Green arrows indicate GDNF-expressing metanephric mesenchyme and yellow arrows indicate ureteric buds. Scale bar 100  $\mu$ m.

**(G)** Gdnf mRNA expression in P3 kidneys after tamoxifen injection. Box plots show median, upper and lower quartiles, and maximum and minimum values. N=2-8 per group. One-way ANOVA, Tukey's multiple comparisons test. \*\*p < 0.01; \*\*\*p < 0.001.

**(H)** GDNF protein levels in the striatum of adult *Gdnf<sup>cHyper</sup>;Nestin-Cre* mice, measured with ELISA and normalised to total protein content. Box plots show median, upper and lower quartiles, and maximum and minimum values. N=4-6 per group. One-way ANOVA, Tukey's multiple comparisons test. \*\*\*p < 0.001.

**(I)** Total levels of DOPAC (left) and HVA (right) in the striatum, measured with HPLC. Mean  $\pm$  SEM. N=4-10 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(J)** Total levels of DOPAC (left) and HVA (right) in the substantia nigra, measured with HPLC. Mean  $\pm$  SEM. N=5-10 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(K)** Stereological quantification of the number of tyrosine hydroxylase (TH)-positive neurons in the substantia nigra. Mean  $\pm$  SEM. N=8-11 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

## Supplementary Figure S2

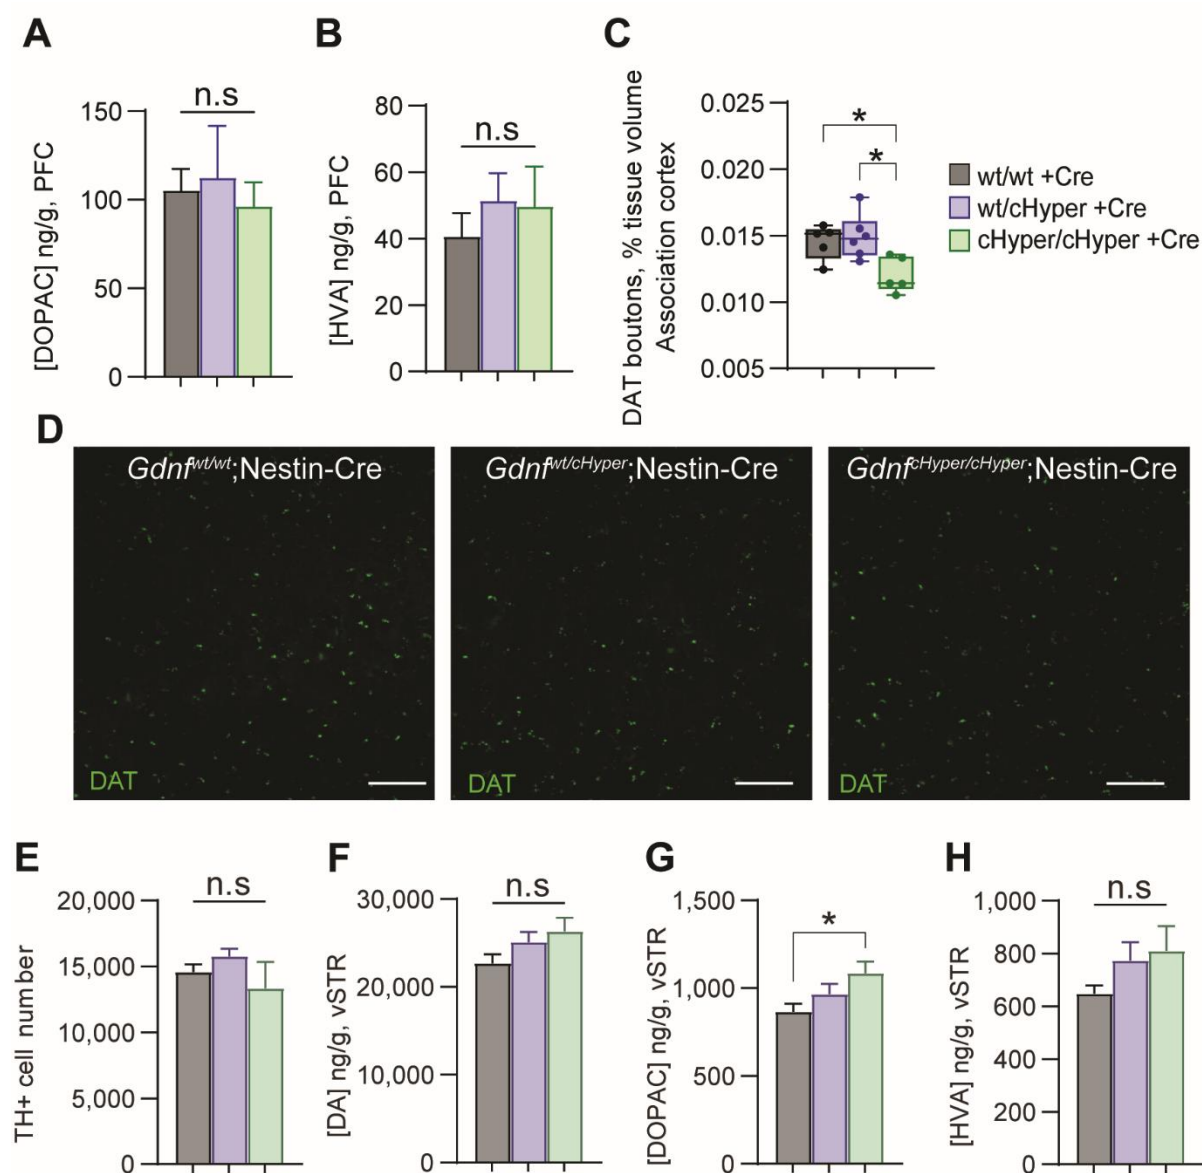

**Supplementary Figure S2**, related to Figure 2. Increased endogenous GDNF levels reduce dopamine signalling in the PFC.

**(A)** Total levels of DOPAC in the prefrontal cortex, measured with HPLC. Mean  $\pm$  SEM. N=5-10 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(B)** Total levels of HVA in the prefrontal cortex, measured with HPLC. Mean  $\pm$  SEM. N=5-10 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(C)** Quantification of the number of dopamine transporter (DAT)-positive synaptic boutons in the association cortex in the PFC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=4-6 mice per group (average values from n=2-3 slices per animal). One-way ANOVA, Tukey's multiple comparisons test. \*p < 0.05.

**(D)** Representative images of immunohistochemistry for DAT showing dopamine synapses in the association cortex in the PFC. Scale bar 50  $\mu$ m.

**(E)** Stereological quantification of the number of tyrosine hydroxylase (TH)-positive neurons in the ventral tegmental area (VTA). Mean  $\pm$  SEM. N=3-6 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(F)** Total levels of dopamine in the ventral striatum, measured with HPLC. Mean  $\pm$  SEM. N=8-13 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

**(G)** Total levels of DOPAC in the ventral striatum, measured with HPLC. Mean  $\pm$  SEM. N=8-13 mice per group. One-way ANOVA, Tukey's multiple comparisons test. \* $p < 0.05$ .

**(H)** Total levels of HVA in the ventral striatum, measured with HPLC. Mean  $\pm$  SEM. N=8-13 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s, not significant.

## Supplementary Figure S3

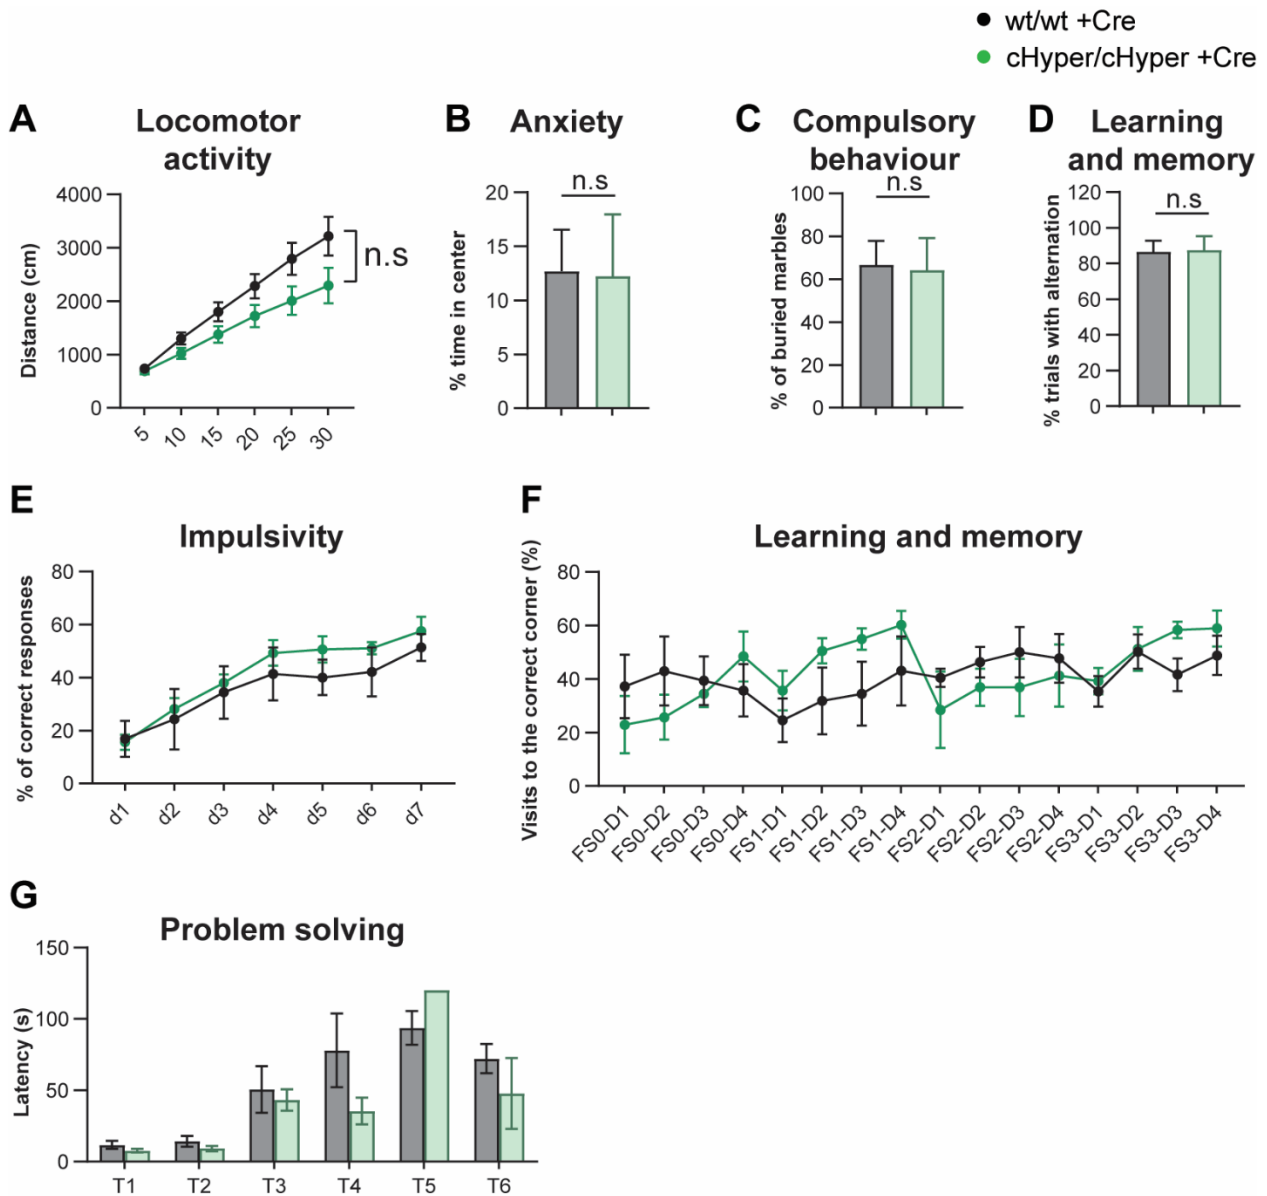

**Supplementary Figure S3**, related to Figure 3. Increased endogenous GDNF results in behavioural abnormalities.

(A) Cumulative locomotor activity (distance travelled, cm) in the open field test, shown in 5-min blocks over 30 min. Mean  $\pm$  SEM. N=12-19 mice per group. Two-way repeated measures ANOVA.

(B) Percentage of time spent in the center of the open field arena, indicative of anxiety-like behaviour. Mean  $\pm$  SEM. N=12-13 mice per group. *t*-test. n.s., not significant.

(C) Percentage of buried marbles in the marble burying test, indicative of compulsory behaviour. Mean  $\pm$  SEM. N=6-7 mice per group. Mann-Whitney test. n.s, not significant.

**(D)** Percentage of trials with alternation in the T-maze test. Mean  $\pm$  SEM. N=4-5 mice per group. Mann-Whitney test. n.s, not significant.

**(E)** Percent of correct responses in the IntelliCage motor impulsivity task, where mice were trained to wait a delay period of variable length before attempting to access a water bottle. Mean  $\pm$  SEM. N=5-6 mice per group. Two-way repeated measures ANOVA.

**(F)** Percent of correct corner visits in the IntelliCage flexible sequencing task evaluating learning and memory. Mean  $\pm$  SEM. N=4 mice per group. Two-way repeated measures ANOVA.

**(G)** Latency to exit across 6 trials (T1-T6) in the puzzle box test. Mean  $\pm$  SEM. N=4-5 mice per group. Two-way ANOVA. Genotype effect  $p=0.2214$  (n.s).

## Supplementary Figure S4

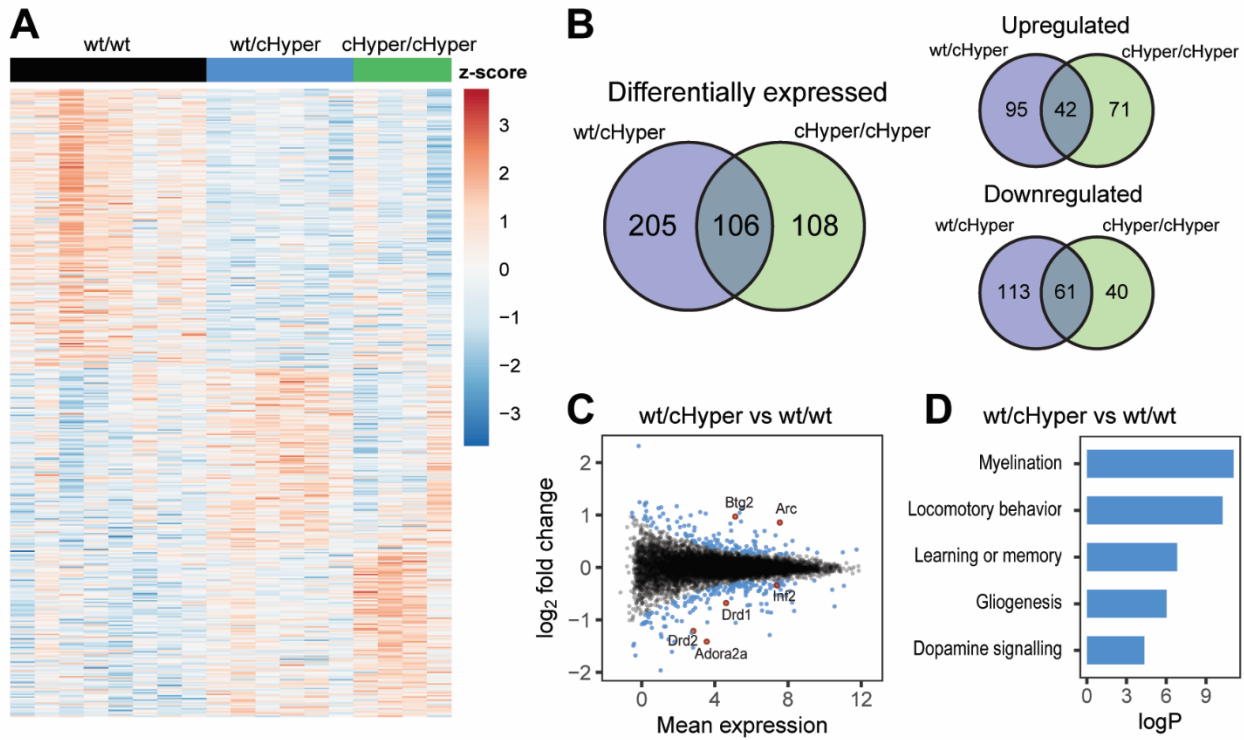

**Supplementary Figure S4**, related to Figure 4. Increased endogenous GDNF in *Gdnf*<sup>cHyper</sup>;Nestin-Cre mice induces gene expression changes in the PFC.

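Nestin-Cre PFC libraries of 1 genotype differed in tissue content as well, with a striatal index of 7.84% of the STR level in WT mouse M4394 and 4.83% in the next WT library, and with Th following olfactory bulb markers from library to library. With the striatal index as a covariate, a setting chosen after seeing the values, 14 genes were called in HOM by quasi-likelihood, with an olfactory bulb index 8 in HET and 223 in HOM, with an immediate-early index 12 in HOM, and with all 3 indices 2 in HOM.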

(A) Heatmap of DE genes in an RNAseq experiment from the PFC of *Gdnf*<sup>cHyper</sup>;Nestin-Cre mice, showing variation between the samples. Differentially expressed (DE) genes between any comparison are included.

(B) Venn diagrams showing the number of all DE genes, and significantly up- and downregulated genes in *Gdnf*<sup>wt/cHyper</sup>;Nestin-Cre (wt/cHyper) and *Gdnf*<sup>cHyper/cHyper</sup>;Nestin-Cre (cHyper/cHyper) mice compared to *Gdnf*<sup>wt/wt</sup>;Nestin-Cre mice.

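By the quasi-likelihood test 0 genes were called in both HET and HOM PFC of Nestin-Cre mice, and 36 in either. With the trended dispersion the likelihood ratio test gave 141 in both and 584 in either, and DESeq2 39 and 304. HET and HOM share their WT libraries, which alone makes their fold changes correlate: over all genes r was 0.499, against a median of 0.359 and a highest value of 0.392 in 20 simulations in which no gene differed. In those simulations the likelihood ratio test called a median of 20.5 and at most 27 genes in both comparisons, and in HET alone a median of 86.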

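In HET PFC Adora2a, Drd1, Drd2 and Inf2 lay below and Arc and Btg2 above their WT means. Gjb1 in HET PFC was at 9.19 ± 0.939 cpm (n = 6) against 11.9 ± 0.665 (n = 8) in WT. Gjb1 in HET PFC had a log2 fold change of -0.38 with 6 of 6 below the WT mean and adjusted p = 0.127 (0.0118 to 1 over the alternatives). Alox12b in HET PFC was at 2.55 ± 0.469 cpm (n = 6) against 4.14 ± 1.02 (n = 8) in WT. Alox12b in HET PFC had a log2 fold change of -0.68 with 6 of 6 below the WT mean and adjusted p = 0.147 (0.0263 to 1 over the alternatives). Without mouse M4575, whose PFC library is labelled WT, 91 genes were called in HET, and with only WT and HET in the fit 39.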

(C) An MA plot showing DE genes (blue dots) in the PFC of *Gdnf*<sup>wt/cHyper</sup>;Nestin-Cre compared to *Gdnf*<sup>wt/wt</sup>;Nestin-Cre mice. Selected schizophrenia-related DE genes are highlighted in red.

(D) Top enriched non-redundant GO biological process categories of DE genes in the PFC of *Gdnf*<sup>wt/cHyper</sup>;Nestin-Cre compared to *Gdnf*<sup>wt/wt</sup>;Nestin-Cre mice.

## Supplementary Figure S5

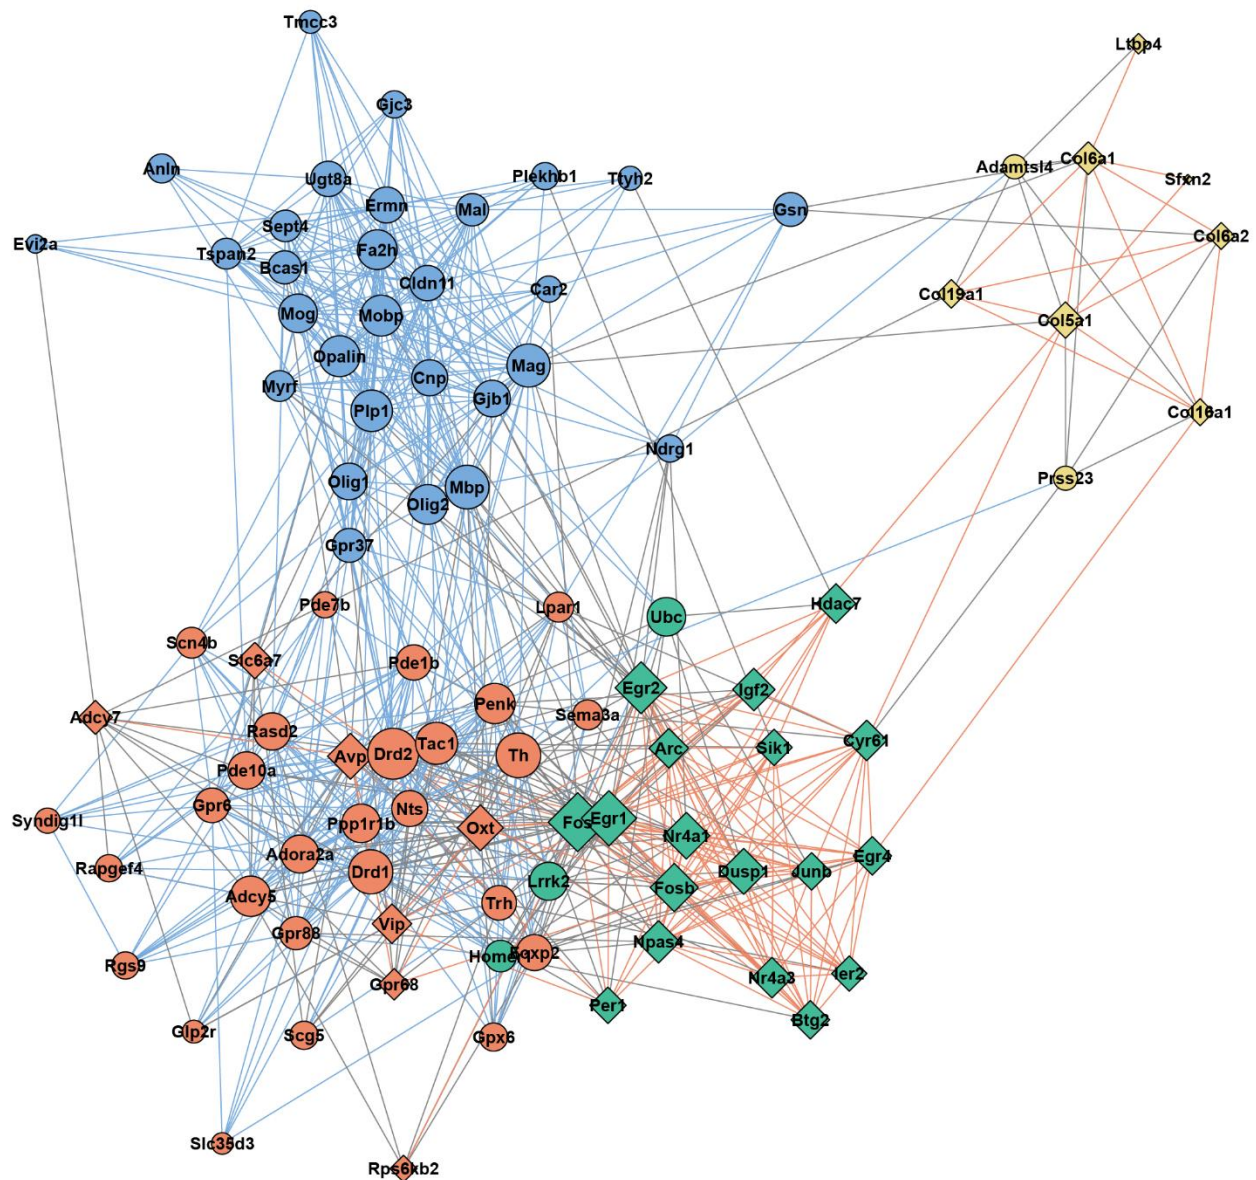

**Supplementary Figure S5**, related to Figure 4. Gene expression interactome in mice with increased endogenous GDNF.

Interactome of genes found significant in the PFC of *Gdnf<sup>exHyper/cHyper</sup>;Nestin-Cre* compared to *Gdnf<sup>wt/wt</sup>;Nestin-Cre* mice. Genes in 4 most highly enriched clusters are shown. Colours of the nodes (genes) denote different clusters. Genes upregulated in *Gdnf<sup>exHyper/cHyper</sup>;Nestin-Cre* PFC are marked with a diamond shape and downregulated genes are marked with a round shape. Links between nodes are coloured according to the direction of the regulation: links between two upregulated genes are shown in red, links between downregulated genes are shown in blue, and links between genes with different direction of regulation are shown in grey. The size of the nodes indicates the number of connections.

Supplementary Figure S6

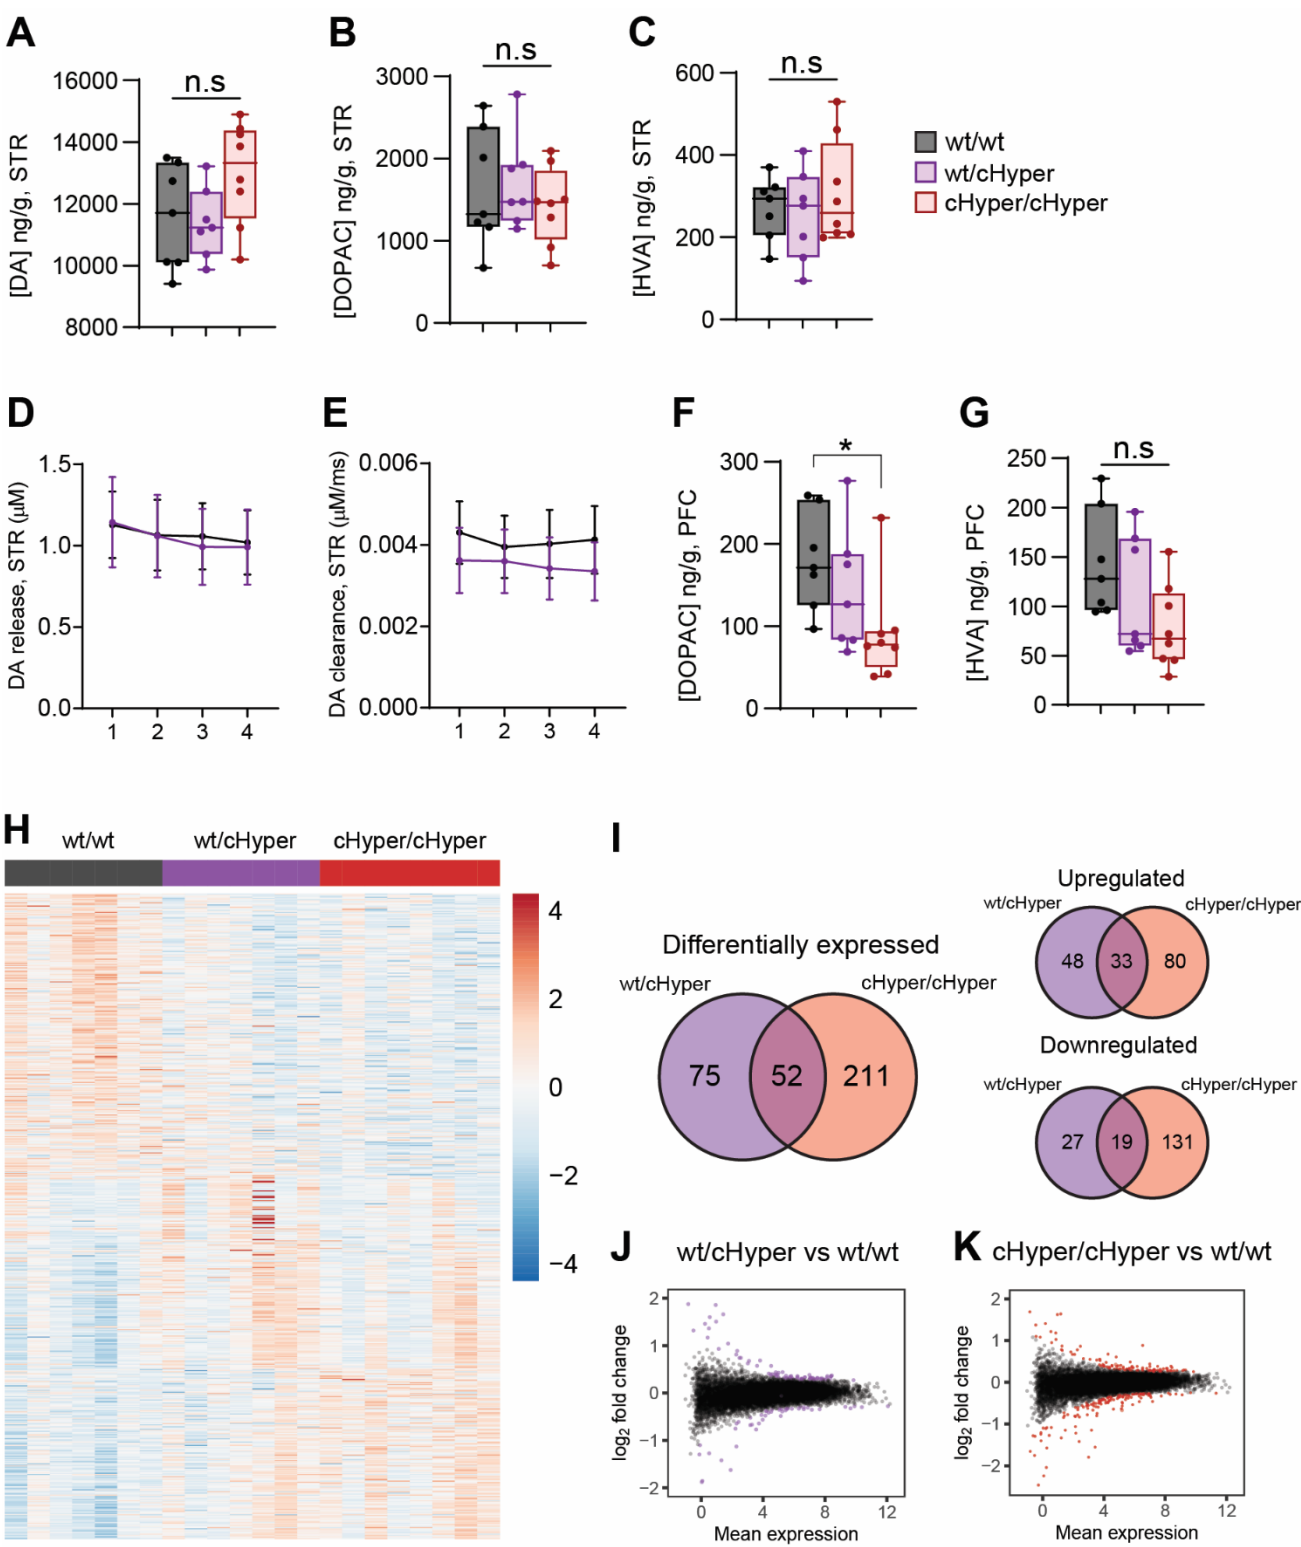

Supplementary Figure S6, related to Figure 5. Striatal elevation of endogenous GDNF in adults induces cortical hypodopaminergia.

- (A) Total dopamine levels in the striatum, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=7-8 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s., not significant.
- (B) Total DOPAC levels in the striatum, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=7-8 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s., not significant.
- (C) Total HVA levels in the striatum, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=7-8 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s., not significant.
- (D) Stimulated dopamine release in striatal slices across four consecutive stimulations, measured by fast-scan cyclic voltammetry. Mean  $\pm$  SEM. n=10-11 striatal slices (from N=6 mice) per group. Two-way repeated measures ANOVA, Sidak's multiple comparisons test.
- (E) Similar to (D) but showing the kinetics of dopamine re-uptake. Mean  $\pm$  SEM. n=10-11 striatal slices (from N=6 mice) per group. Two-way repeated measures ANOVA, Sidak's multiple comparisons test.
- (F) Total DOPAC levels in the PFC, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=7-8 mice per group. One-way ANOVA, Tukey's multiple comparisons test. \* $p < 0.05$ .
- (G) Total HVA levels in the PFC, measured with HPLC. Box plots show median, upper, and lower quartiles, as well as maximum and minimum values. N=7-8 mice per group. One-way ANOVA, Tukey's multiple comparisons test. n.s., not significant.
- (H) Heatmap of DE genes in RNAseq experiment from the PFC of *Gdnf<sup>fl<sup>Hyper</sup></sup>* +AAV-Cre mice, showing variation between the samples. 

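Across AAV-Cre PFC libraries the striatal index was 11.6 ± 3.94 in WT (n = 7), 11.7 ± 2.64 in HET (n = 7, exact permutation p = 0.956) and 10.3 ± 3.16 in HOM (n = 8, exact permutation p = 0.462). It went with log2 Adora2a over the 22 libraries at Pearson r = 0.975 and Spearman rho = 0.959 (permutation p = 1e-05 for each, the smallest the permutations can give, adjusted over 21 relations to 2.3e-05 and 3e-05), and r was 0.97 without the 2 libraries farthest on the index. Immediate-early genes varied by animal, with an index in PFC that went with that in STR of the same mouse at r = 0.939 and rho = 0.925 over 21 mice with genotype means removed (permutation p = 1e-05 each, the smallest possible, adjusted over 21 relations to 2.3e-05 and 3e-05, r = 0.918 without the 2 farthest mice).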

Genes differentially expressed (DE) in any comparison were included.
- (I) Venn diagrams showing the number of all DE genes, and significantly up- and downregulated genes in *Gdnf<sup>wt/cHyper</sup>* +AAV-Cre (wt/cHyper) and *Gdnf<sup>cHyper/cHyper</sup>* +AAV-Cre (cHyper/cHyper) mice compared with *Gdnf<sup>wt/wt</sup>* +AAV-Cre mice.
- (J) An MA plot showing DE genes (purple dots) in *Gdnf<sup>wt/cHyper</sup>* +AAV-Cre compared to *Gdnf<sup>wt/wt</sup>* +AAV-Cre mice.
- (K) An MA plot showing DE genes (red dots) in *Gdnf<sup>cHyper/cHyper</sup>* +AAV-Cre compared to *Gdnf<sup>wt/wt</sup>* +AAV-Cre mice.

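Of the 2 genes called by quasi-likelihood in AAV-Cre PFC, Sod2 was higher and Rai14 lower in HOM, and 0 were called in both HET and HOM. The likelihood ratio test with the trended dispersion called 117 in both genotypes, DESeq2 6 (0 when adjusted over all genes tested), and the fit with all regions 99. In 20 simulations without any true difference that likelihood ratio test called a median of 26 and at most 35 genes in both, and the fold changes of HET and HOM correlated at a median r of 0.508 and at most 0.545, against 0.635 in the data. Genes were drawn independently in them, so the excess does not show a shared effect of genotype. Of 50 splits made without regard to genotype 3 gave at least 117 genes in both by that test, with up to 163. Genes within 10 Mb of Gdnf had an unadjusted p under 0.05 more often than others in HOM PFC (17 of 49, 34.7% against 14.1%, Fisher exact test, adjusted p = 0.000753). In HET PFC the difference did not pass (11 of 49, 22.4% against 12.3%, Fisher exact test, adjusted p = 0.166).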

Supplementary Figure S7

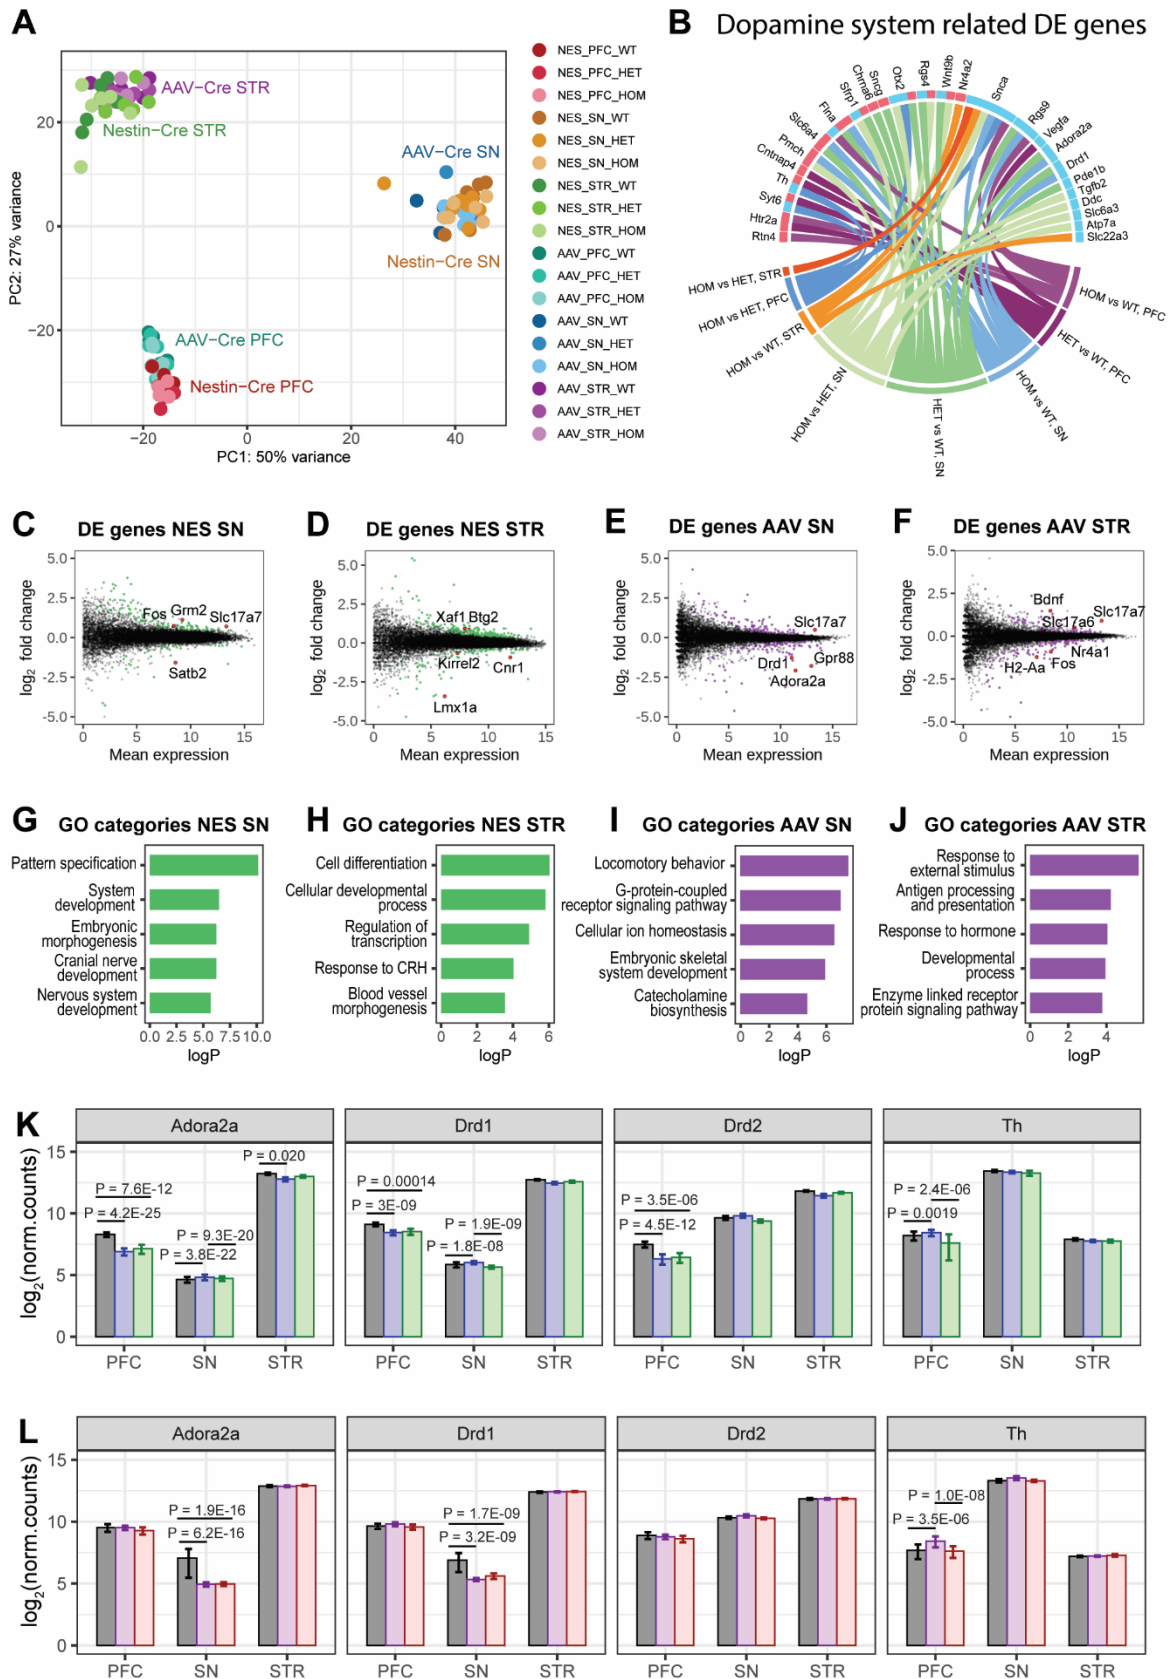

**Supplementary Figure S7**, related to Figure 6.

**(A)** Principal component analysis of analysed brain regions: prefrontal cortex (PFC), substantia nigra (SN) and striatum (STR) in *Gdnf<sup>cHyper</sup>*+AAV-Cre (AAV) and *Gdnf<sup>cHyper</sup>*;Nestin-Cre (NES) mice. 

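Principal components of log2 cpm of 14,365 genes over the 121 libraries put 48.3% of the variance on component 1, 24.8% on component 2 and 7.16% on component 3. Region accounted for 98.6% of the spread along component 1 and 97.8% along component 2, and model for 0.00234% and 0.0176%. Model accounted for 66.7% of component 3. On component 1 SN libraries lay between 43 and 80.2 in Nestin-Cre and between 49.6 and 69.5 in AAV-Cre mice, and PFC libraries between -29.8 and -23.5 and between -32.2 and -25.5. STR parted from PFC on component 2, at -48.1 to -22.4 in Nestin-Cre and -43.2 to -35.5 in AAV-Cre mice, against 42 to 53.5 and 32.9 to 46.8 for PFC.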

WT, wild-type (wt/wt); HET, heterozygous (wt/cHyper); HOM, homozygous (cHyper/cHyper).

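Of the 26 dopamine-related symbols read from the diagram of AAV-Cre mice, 21 were tested in the PFC fits. As a set they showed no shift under camera, with the lowest adjusted p = 0.168 in Nestin-Cre PFC HET (12 of 21 lower, median log2 fold change -0.09, fry adjusted p = 0.591). The 47 symbols of Fig. 6A were lower in Nestin-Cre PFC in 24 of 41 tested genes in HET (median -0.09, camera adjusted p = 0.00676, fry adjusted p = 0.0388) and 30 of 41 in HOM (-0.12, camera adjusted p = 0.0021, fry adjusted p = 0.0388). In SN of Nestin-Cre HET mice the same list went the other way, with 10 of 45 lower (median 0.21, camera adjusted p = 0.0013, fry adjusted p = 0.239). The authors drew the symbols of Fig. 6A because they changed in these Nestin-Cre samples, so these tests are not independent evidence.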

**(B)** A chord diagram depicting dopamine system related genes differentially expressed in the PFC, STR or SN of *Gdnf<sup>cHyper</sup>*+AAV-Cre mice. Genes downregulated in *Gdnf<sup>cHyper</sup>* mice compared with wild-type controls are indicated with a blue bar and genes upregulated in *Gdnf<sup>cHyper</sup>* mice are indicated with a pink bar next to the name of the gene.

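Fos (Entrez 14281, chr12 85,473,901–85,477,270) in HOM SN was at 22.9 ± 8.74 cpm (n = 6) against 14 ± 7.05 (n = 6) in WT. Fos in HOM SN had a log2 fold change of 0.71 with 5 of 6 above the WT mean and adjusted p = 0.892 (0.0302 to 0.909 over the alternatives). Higher means were also found in HOM SN for Slc17a7 and Grm2, both abundant in cortex. Slc17a7 (Entrez 72961, chr7 45,163,921–45,176,139) in HOM SN was at 104 ± 81 cpm (n = 6) against 64.8 ± 90.5 (n = 6) in WT. Slc17a7 in HOM SN had a log2 fold change of 0.69 with 4 of 6 above the WT mean and adjusted p = 0.904 (0.00311 to 0.919 over the alternatives). Grm2 (Entrez 108068, chr9 106,644,534–106,656,109) in HOM SN was at 31 ± 25.8 cpm (n = 6) against 14.2 ± 8.66 (n = 6) in WT. Grm2 in HOM SN had a log2 fold change of 1.12 with 4 of 6 above the WT mean and adjusted p = 0.892 (1.38e-06 to 0.909 over the alternatives).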

**(C)** An MA plot showing DE genes (green dots) in the SN of *Gdnf<sup>cHyper/cHyper</sup>*;Nestin-Cre compared to *Gdnf<sup>wt/wt</sup>*;Nestin-Cre mice. Selected DE genes are highlighted with red circles.

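Cnr1 (Entrez 12801, chr4 33,924,632–33,948,831) in HOM STR was at 324 ± 147 cpm (n = 6) against 612 ± 127 (n = 6) in WT. Cnr1 in HOM STR had a log2 fold change of -0.92 with 6 of 6 below the WT mean and adjusted p = 0.784 (8.12e-09 to 0.956 over the alternatives). Kirrel2 (Entrez 243911, chr7 30,447,766–30,457,515) in HOM STR was at 9.77 ± 2.75 cpm (n = 6) against 15.3 ± 2.05 (n = 6) in WT. Kirrel2 in HOM STR had a log2 fold change of -0.65 with 6 of 6 below the WT mean and adjusted p = 0.784 (0.0502 to 0.956 over the alternatives). Xaf1 in HOM STR was at 8.05 ± 5.74 cpm (n = 6) against 4.21 ± 3.87 (n = 6) in WT, where mouse M4545 stood apart from the other WT libraries. Xaf1 in HOM STR had a log2 fold change of 0.94 with 3 of 6 above the WT mean and adjusted p = 0.784 (0.0114 to 0.956 over the alternatives). Btg2 in HOM STR was at 16.9 ± 13.7 cpm (n = 6) against 9.26 ± 1.91 (n = 6) in WT. Btg2 in HOM STR had a log2 fold change of 0.87 with 3 of 6 above the WT mean and adjusted p = 0.784 (0.000535 to 0.956 over the alternatives). Lmx1a (Entrez 110648, chr1 167,689,558–167,848,733), at 0.0162 ± 0.0253 cpm (n = 6) against 0.204 ± 0.167 (n = 6), was under the filter. It is a choroid plexus gene, and in STR Ttr and the other choroid plexus markers varied together between libraries.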

**(D)** An MA plot showing DE genes (green dots) in the STR of *Gdnf<sup>cHyper/cHyper</sup>*;Nestin-Cre compared to *Gdnf<sup>wt/wt</sup>*;Nestin-Cre mice. Selected DE genes are highlighted with red circles.

**(E)** An MA plot showing DE genes (purple dots) in the SN of *Gdnf<sup>cHyper/cHyper</sup>*+AAV-Cre compared to *Gdnf<sup>wt/wt</sup>*+AAV-Cre mice. 

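In AAV-Cre mice, Adora2a in HOM SN was at 1.88 ± 0.572 cpm (n = 8) against 7.94 ± 14 (n = 7) in WT. Adora2a in HOM SN had a log2 fold change of -2.08 with 8 of 8 below the WT mean and adjusted p = 0.563 (1.94e-16 to 0.689 over the alternatives). Drd1 in HOM SN was at 2.93 ± 1.25 cpm (n = 8) against 7.11 ± 9.23 (n = 7) in WT. Drd1 in HOM SN had a log2 fold change of -1.28 with 8 of 8 below the WT mean and adjusted p = 0.563 (1.66e-06 to 0.689 over the alternatives). In HET the log2 fold changes were -2.11 for Adora2a and -1.56 for Drd1 (adjusted p = 0.946 each). The WT mean rests on 1 library, mouse M3587, in which 21 of 25 other striatal markers were the highest of the 7 WT libraries (median log2 difference 1.38). Leaving it out, a setting chosen after seeing the values, gave log2 fold changes in HOM of -0.54 (standard error 0.391) for Adora2a and -0.32 (0.279) for Drd1, and in HET of -0.57 (0.403) and -0.60 (0.29). Slc17a7 in HOM SN was at 95.4 ± 115 cpm (n = 8) against 68.2 ± 83 (n = 7) in WT. Slc17a7 in HOM SN had a log2 fold change of 0.48 with 3 of 8 above the WT mean and adjusted p = 0.917 (4.86e-07 to 0.928 over the alternatives).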

Selected DE genes are highlighted with red circles.

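Bdnf (Entrez 12064, chr2 109,674,700–109,727,043) in HOM STR was at 1.49 ± 1.13 cpm (n = 7) against 0.544 ± 0.246 (n = 7) in WT. Bdnf in HOM STR had a log2 fold change of 1.48 with 6 of 7 above the WT mean and adjusted p = 0.832 (0.000146 to 0.995 over the alternatives). Slc17a6 (Entrez 140919, chr7 51,621,830–51,671,126) in HOM STR was at 19 ± 11.3 cpm (n = 7) against 13.5 ± 10.5 (n = 7) in WT. Slc17a6 in HOM STR had a log2 fold change of 0.51 with 4 of 7 above the WT mean and adjusted p = 1 (0.00268 to 1 over the alternatives). Slc17a7 in HOM STR was at 46 ± 35.2 cpm (n = 7) against 25 ± 15.2 (n = 7) in WT. Slc17a7 in HOM STR had a log2 fold change of 0.88 with 5 of 7 above the WT mean and adjusted p = 1 (1.25e-20 to 1 over the alternatives). Slc17a7 like Bdnf marks cortical tissue in STR libraries. The cortical index went with log2 Bdnf at Pearson r = 0.838 and Spearman rho = 0.779 over 21 AAV-Cre and r = 0.923 and rho = 0.832 over 19 Nestin-Cre STR libraries (permutation p = 3e-05, 4e-05, 1e-05 and 4e-05, where 1e-05 is the smallest possible). The permutation p adjusted over 21 relations were 5.2e-05, 7e-05, 2.3e-05 and 7e-05, and r was 0.685 and 0.839 without the 2 farthest libraries. Lower means were found for Fos, Nr4a1 and H2-Aa. Fos in HOM STR was at 6.63 ± 4.89 cpm (n = 7) against 12.4 ± 9.91 (n = 7) in WT. Fos in HOM STR had a log2 fold change of -0.91 with 6 of 7 below the WT mean and adjusted p = 1 (5.19e-06 to 1 over the alternatives). Nr4a1 in HOM STR was at 52.1 ± 38 cpm (n = 7) against 70.4 ± 38 (n = 7) in WT. Nr4a1 in HOM STR had a log2 fold change of -0.43 with 5 of 7 below the WT mean and adjusted p = 1 (8.99e-06 to 1 over the alternatives). H2-Aa (Entrez 14960, chr17 34,282,751–34,287,771) in HOM STR was at 6.08 ± 1.88 cpm (n = 7) against 14.2 ± 17.5 (n = 7) in WT. H2-Aa in HOM STR had a log2 fold change of -1.23 with 7 of 7 below the WT mean and adjusted p = 1 (1.36e-10 to 1 over the alternatives). For H2-Aa 1 WT library (mouse M3677) at 53.4 cpm raised the mean, and the next was 12.2.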

**(F)** An MA plot showing DE genes (purple dots) in the STR of *Gdnf<sup>cHyper/cHyper</sup>*+AAV-Cre compared to *Gdnf<sup>wt/wt</sup>*+AAV-Cre mice. Selected DE genes are highlighted with red circles.

**(G)** Top enriched non-redundant GO biological process categories in *Gdnf<sup>cHyper</sup>*;Nestin-Cre SN. Genes differentially expressed between any genotypes were included.

**(H)** Top enriched non-redundant GO biological process categories in *Gdnf<sup>cHyper</sup>*;Nestin-Cre STR. Genes differentially expressed between any genotypes were included.

**(I)** Top enriched non-redundant GO biological process categories in *Gdnf<sup>cHyper</sup>*+AAV-Cre SN. Genes differentially expressed between any genotypes were included.

**(J)** Top enriched non-redundant GO biological process categories in *Gdnf<sup>cHyper</sup>*+AAV-Cre STR. Genes differentially expressed between any genotypes were included.

**(K)** RNA expression levels of Adora2a, Drd1, Drd2 and Th in *Gdnf<sup>cHyper</sup>*;Nestin-Cre mice based on RNAseq. 

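In Nestin-Cre mice, Adora2a in SN was at 12.8 ± 29.4 cpm (n = 7) in HET, 1.6 ± 0.486 cpm (n = 6) in HOM and 1.51 ± 0.599 (n = 6) in WT. Adora2a in SN changed by 3.09 in HET (6 of 7 above the WT mean) and 0.10 in HOM (4 of 6 above the WT mean), as log2 fold changes. Adora2a in SN had adjusted p = 0.518 in HET (5e-23 to 0.817 over the alternatives) and adjusted p = 0.986 in HOM (0.944 to 1). Drd1 in SN was at 11.7 ± 20.7 cpm (n = 7) in HET, 3.05 ± 0.651 cpm (n = 6) in HOM and 3.48 ± 1.22 (n = 6) in WT. Drd1 in SN changed by 1.76 in HET (5 of 7 above the WT mean) and -0.18 in HOM (5 of 6 below the WT mean), as log2 fold changes. Drd1 in SN had adjusted p = 0.518 in HET (1.12e-08 to 0.782 over the alternatives) and adjusted p = 0.959 in HOM (0.873 to 0.999). Both HET means rest on the library of mouse M4566, with 79.4 cpm of Adora2a and 2.31 in the next, in which 24 of 25 other striatal markers were the highest of the HET libraries. Without that mouse, a setting chosen after seeing the values, the log2 fold changes in HET were 0.19 (standard error 0.32) for Adora2a and 0.17 (0.209) for Drd1. Without mouse M4575 the Adora2a change in HOM turned to -0.09. Drd2 in SN was at 57.5 ± 16.7 cpm (n = 7) in HET, 40.7 ± 8.94 cpm (n = 6) in HOM and 48.2 ± 12.7 (n = 6) in WT. Drd2 in SN changed by 0.25 in HET (4 of 7 above the WT mean) and -0.24 in HOM (5 of 6 below the WT mean), as log2 fold changes. Drd2 in SN had adjusted p = 0.574 in HET (0.566 to 0.608 over the alternatives) and adjusted p = 0.892 in HOM (0.784 to 0.999). Th in SN was at 621 ± 114 cpm (n = 7) in HET, 602 ± 206 cpm (n = 6) in HOM and 674 ± 97.9 (n = 6) in WT. Th in SN changed by -0.12 in HET (4 of 7 below the WT mean) and -0.16 in HOM (4 of 6 below the WT mean), as log2 fold changes. Th in SN had adjusted p = 0.783 in HET (0.633 to 0.888 over the alternatives) and adjusted p = 0.902 in HOM (0.831 to 0.999). Drd1 in STR was at 317 ± 58.1 cpm (n = 7) in HET, 344 ± 54.2 cpm (n = 6) in HOM and 380 ± 35 (n = 6) in WT. Drd1 in STR changed by -0.26 in HET (6 of 7 below the WT mean) and -0.14 in HOM (4 of 6 below the WT mean), as log2 fold changes. Drd1 in STR had adjusted p = 0.267 in HET (0.219 to 0.71 over the alternatives) and adjusted p = 0.784 in HOM (0.746 to 1). Drd2 in STR was at 156 ± 40.2 cpm (n = 7) in HET, 185 ± 21.2 cpm (n = 6) in HOM and 203 ± 19.7 (n = 6) in WT. Drd2 in STR changed by -0.38 in HET (6 of 7 below the WT mean) and -0.13 in HOM (5 of 6 below the WT mean), as log2 fold changes. Drd2 in STR had adjusted p = 0.209 in HET (0.0397 to 0.365 over the alternatives) and adjusted p = 0.803 in HOM (0.747 to 1). Th in STR was at 12.4 ± 2.01 cpm (n = 7) in HET, 12.2 ± 2.54 cpm (n = 6) in HOM and 13.4 ± 2.05 (n = 6) in WT. Th in STR changed by -0.11 in HET (5 of 7 below the WT mean) and -0.14 in HOM (5 of 6 below the WT mean), as log2 fold changes. Th in STR had adjusted p = 0.655 in HET (0.626 to 0.883 over the alternatives) and adjusted p = 0.798 in HOM (0.762 to 1).

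**Figure D2:**
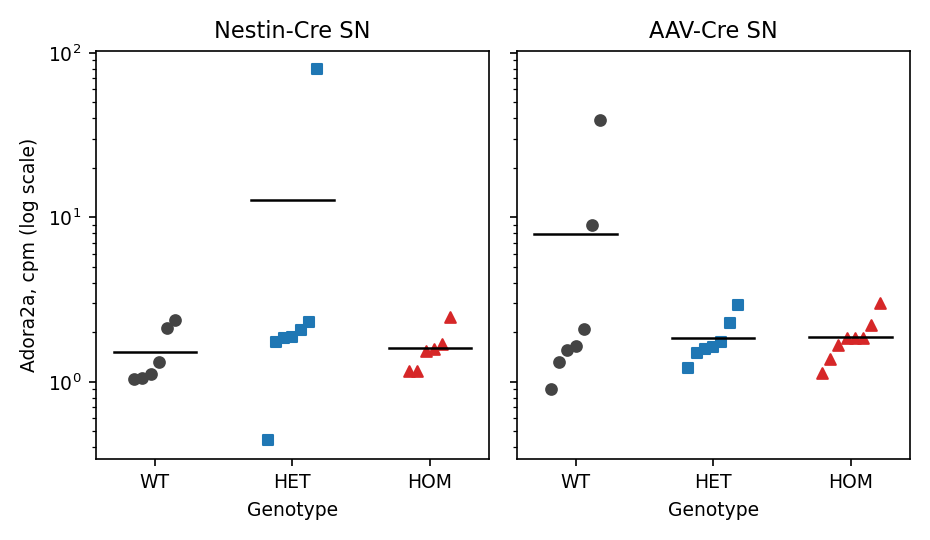
Adora2a cpm in each SN library of Nestin-Cre and AAV-Cre mice by genotype, with group means as lines (log scale).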

Mean  $\pm$  SEM. N=4-8. Adjusted p-values are obtained from edgeR differential expression analysis.

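For AAV-Cre mice, Adora2a in PFC was at 40.4 ± 12.7 cpm (n = 7) in HET, 34.4 ± 19.6 cpm (n = 8) in HOM and 40.9 ± 23.2 (n = 7) in WT. Adora2a in PFC changed by -0.02 in HET (4 of 7 below the WT mean) and -0.23 in HOM (6 of 8 below the WT mean), as log2 fold changes. Adora2a in PFC had adjusted p = 0.987 in HET (0.974 to 1 over the alternatives) and adjusted p = 0.772 in HOM (0.164 to 0.809). Drd1 in PFC was at 49.6 ± 14.5 cpm (n = 7) in HET, 42.2 ± 16.6 cpm (n = 8) in HOM and 44.4 ± 16.9 (n = 7) in WT. Drd1 in PFC changed by 0.16 in HET (4 of 7 above the WT mean) and -0.06 in HOM (6 of 8 below the WT mean), as log2 fold changes. Drd1 in PFC had adjusted p = 0.814 in HET (0.538 to 0.837 over the alternatives) and adjusted p = 0.93 in HOM (0.854 to 0.955). Drd2 in PFC was at 24.4 ± 8.24 cpm (n = 7) in HET, 21.8 ± 11.2 cpm (n = 8) in HOM and 26.6 ± 13.5 (n = 7) in WT. Drd2 in PFC changed by -0.13 in HET (4 of 7 below the WT mean) and -0.27 in HOM (6 of 8 below the WT mean), as log2 fold changes. Drd2 in PFC had adjusted p = 0.887 in HET (0.715 to 0.906 over the alternatives) and adjusted p = 0.707 in HOM (0.133 to 0.723). Adora2a in STR was at 424 ± 43.3 cpm (n = 7) in HET, 443 ± 46.2 cpm (n = 7) in HOM and 430 ± 54 (n = 7) in WT. Adora2a in STR changed by -0.02 in HET (3 of 7 below the WT mean) and 0.04 in HOM (5 of 7 above the WT mean), as log2 fold changes. Adora2a in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 1 in HOM (0.991 to 1). Drd1 in STR was at 312 ± 26.1 cpm (n = 7) in HET, 316 ± 21.7 cpm (n = 7) in HOM and 308 ± 32.1 (n = 7) in WT. Drd1 in STR changed by 0.02 in HET (6 of 7 above the WT mean) and 0.04 in HOM (4 of 7 above the WT mean), as log2 fold changes. Drd1 in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 1 in HOM (0.991 to 1). Drd2 in STR was at 210 ± 20.7 cpm (n = 7) in HET, 211 ± 17.7 cpm (n = 7) in HOM and 210 ± 25.1 (n = 7) in WT. Drd2 in STR changed by 0.00 in HET (3 of 7 below the WT mean) and 0.01 in HOM (4 of 7 above the WT mean), as log2 fold changes. Drd2 in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 1 in HOM (0.999 to 1). Th in STR was at 8.5 ± 0.84 cpm (n = 7) in HET, 8.9 ± 1.68 cpm (n = 7) in HOM and 8.39 ± 0.895 (n = 7) in WT. Th in STR changed by 0.02 in HET (6 of 7 above the WT mean) and 0.09 in HOM (5 of 7 above the WT mean), as log2 fold changes. Th in STR had adjusted p = 1 in HET (1 to 1 over the alternatives) and adjusted p = 1 in HOM (0.971 to 1). Drd2 in SN was at 85.7 ± 18.8 cpm (n = 7) in HET, 74 ± 9.92 cpm (n = 8) in HOM and 76.8 ± 13.5 (n = 7) in WT. Drd2 in SN changed by 0.16 in HET (5 of 7 above the WT mean) and -0.06 in HOM (5 of 8 below the WT mean), as log2 fold changes. Drd2 in SN had adjusted p = 0.951 in HET (0.795 to 0.998 over the alternatives) and adjusted p = 0.924 in HOM (0.898 to 1). Th in SN was at 710 ± 198 cpm (n = 7) in HET, 603 ± 97.8 cpm (n = 8) in HOM and 608 ± 163 (n = 7) in WT. Th in SN changed by 0.22 in HET (5 of 7 above the WT mean) and -0.01 in HOM (3 of 8 below the WT mean), as log2 fold changes. Th in SN had adjusted p = 0.95 in HET (0.232 to 0.999 over the alternatives) and adjusted p = 0.991 in HOM (0.985 to 1). With the striatal index as a covariate in PFC, chosen after seeing the values, Adora2a turned to 0.03 in HET and 0.04 in HOM and Drd1 to 0.12 in HOM (log2 fold changes).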

**(L)** RNA expression levels of Adora2a, Drd1, Drd2 and Th in *Gdnf<sup>cHyper</sup>*+AAV-Cre mice based on RNAseq. Mean  $\pm$  SEM. N=7-8. Adjusted p-values are obtained from edgeR differential expression analysis.

## Supplementary Figure S8

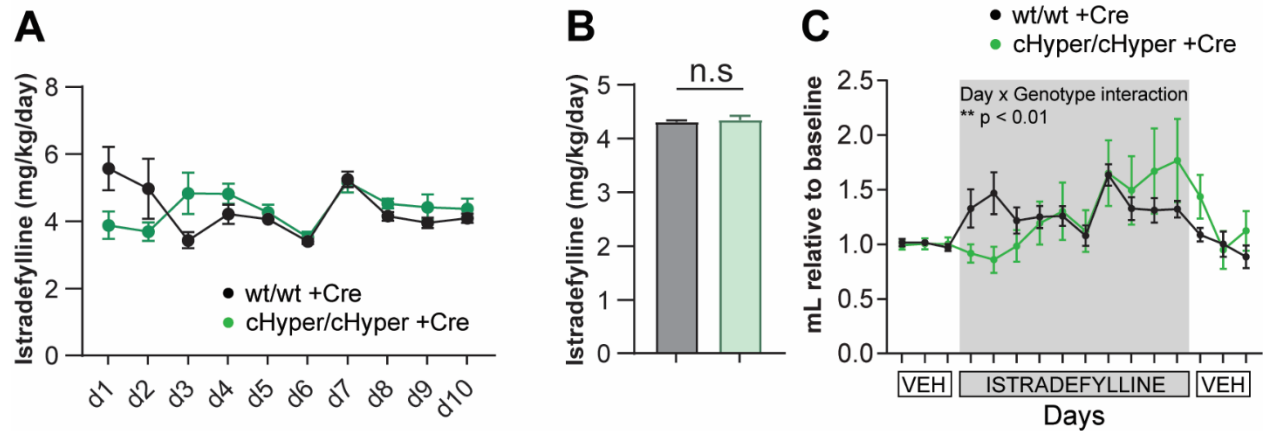

**Supplementary Figure S8**, related to Figure 6. A<sub>2A</sub>R antagonism alleviates dopamine system changes in *Gdnf*<sup>cHyper/cHyper</sup>;Nestin-Cre mice.

(A) Istradefylline dose (mg/kg/day) consumed each day in both groups during the 10-day treatment period. Mean  $\pm$  SEM. N=5-7 mice per group. Two-way repeated measures ANOVA.

(B) Average istradefylline dose (mg/kg/day) consumed in each group over the 10-day treatment period. Mean  $\pm$  SEM. N=5-7 mice per group. Welch's *t*-test. n.s, not significant.

(C) Voluntary daily intake of istradefylline-containing solution during 10-day treatment period. VEH, vehicle. Mean  $\pm$  SEM. N=5-7 mice per group. Two-way repeated measures ANOVA, Sidak's multiple comparisons test. Genotype  $\times$  Day interaction \*\**p* < 0.01.

## Supplementary Figure S9

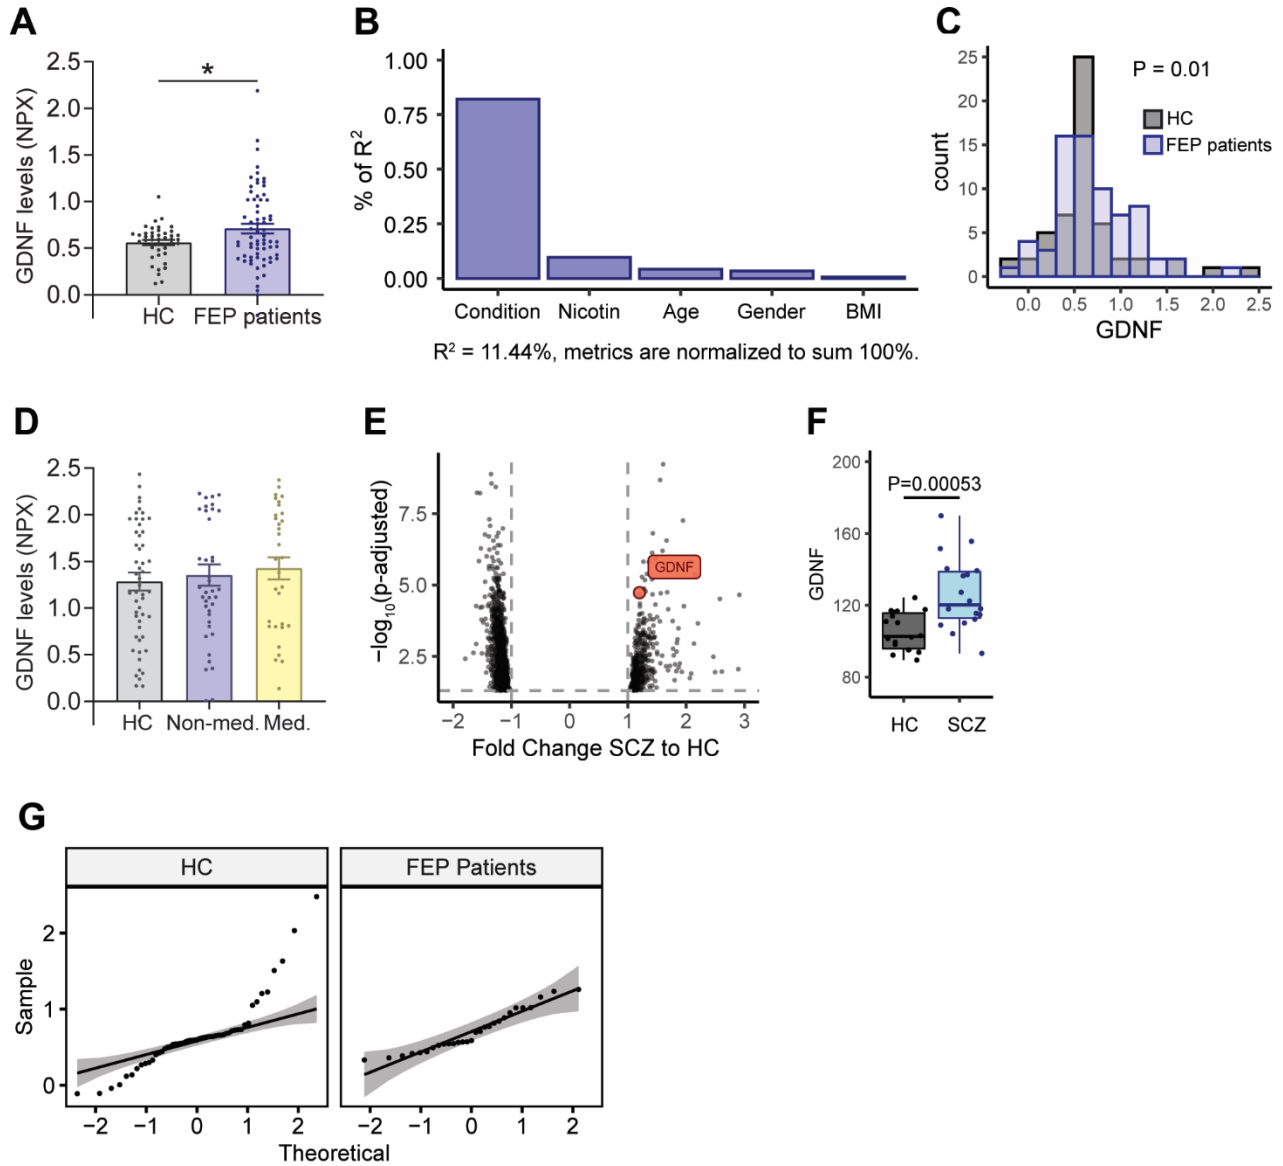

**Supplementary Figure S9**, related to Figure 7. GDNF levels are increased in the CSF of first-episode psychosis patients.

**(A)** Comparison of GDNF in cerebrospinal fluid obtained from 44 healthy controls (HCs) and 70 first-episode psychosis (FEP) subjects. NPX, Normalized Protein eXpression (see Methods for details). Mean  $\pm$  SEM. Welch's t-test. \* $p < 0.05$ .

**(B)** R package "relaimpo" output assessing relative importance of potential confounders. Relative importance is assigned by averaging over orders of condition, nicotine, age, gender and BMI.

**(C)** Distribution of GDNF levels in HCs and FEP patients.

**(D)** Comparison of GDNF in serum obtained from 44 healthy controls (HCs) and 69 first-episode psychosis (FEP) subjects, including 29 medication-naïve individuals (Non-med.) and 40 individuals with prior exposure to antipsychotics (Med.). NPX, Normalized Protein eXpression (see Methods for details). Mean  $\pm$  SEM. One-way ANOVA.

**(E)** Volcano plot showing differentially expressed genes in post-mortem striatal samples from patients with schizophrenia (SCZ) relative to healthy controls (HC; data from Lanz *et al.*, 2019).

**(F)** *GDNF* mRNA levels in patients with schizophrenia (SCZ) compared with healthy controls (HC; data from Lanz *et al.*, 2019).

**(G)** Quantile-Quantile Plot to identify outliers in HCs and FEP patients.

## Supplementary Figure S10

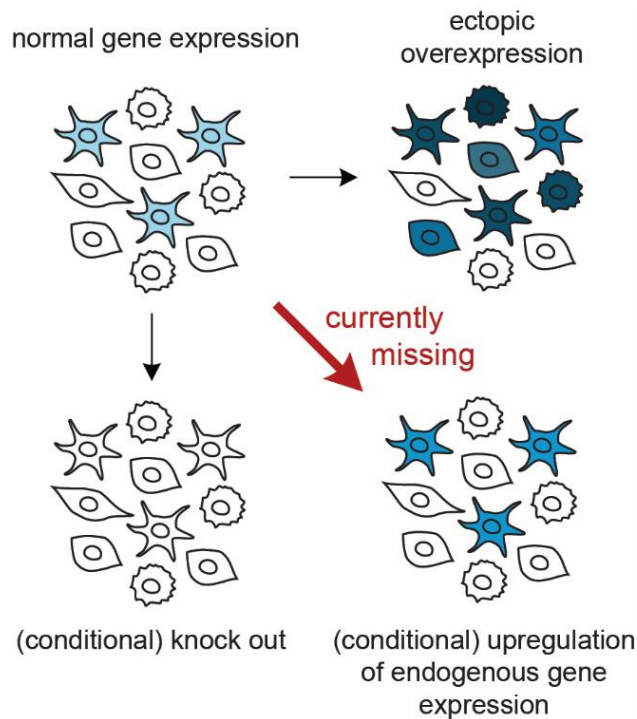

**Supplementary Figure S10** Schematic of genetic targeting approaches for studying gene function. Knock-out and conditional knock-out strategies are used to delete or inhibit normal gene expression. Studying the outcome of enhanced gene function is either achieved with agonizing drugs (available for a few hundred human proteins), or by ectopic overexpression using transgenic animals or viral delivery. The ability to increase endogenous gene expression limited to naturally expressing cells is currently not available.

## Supplementary Figure S11

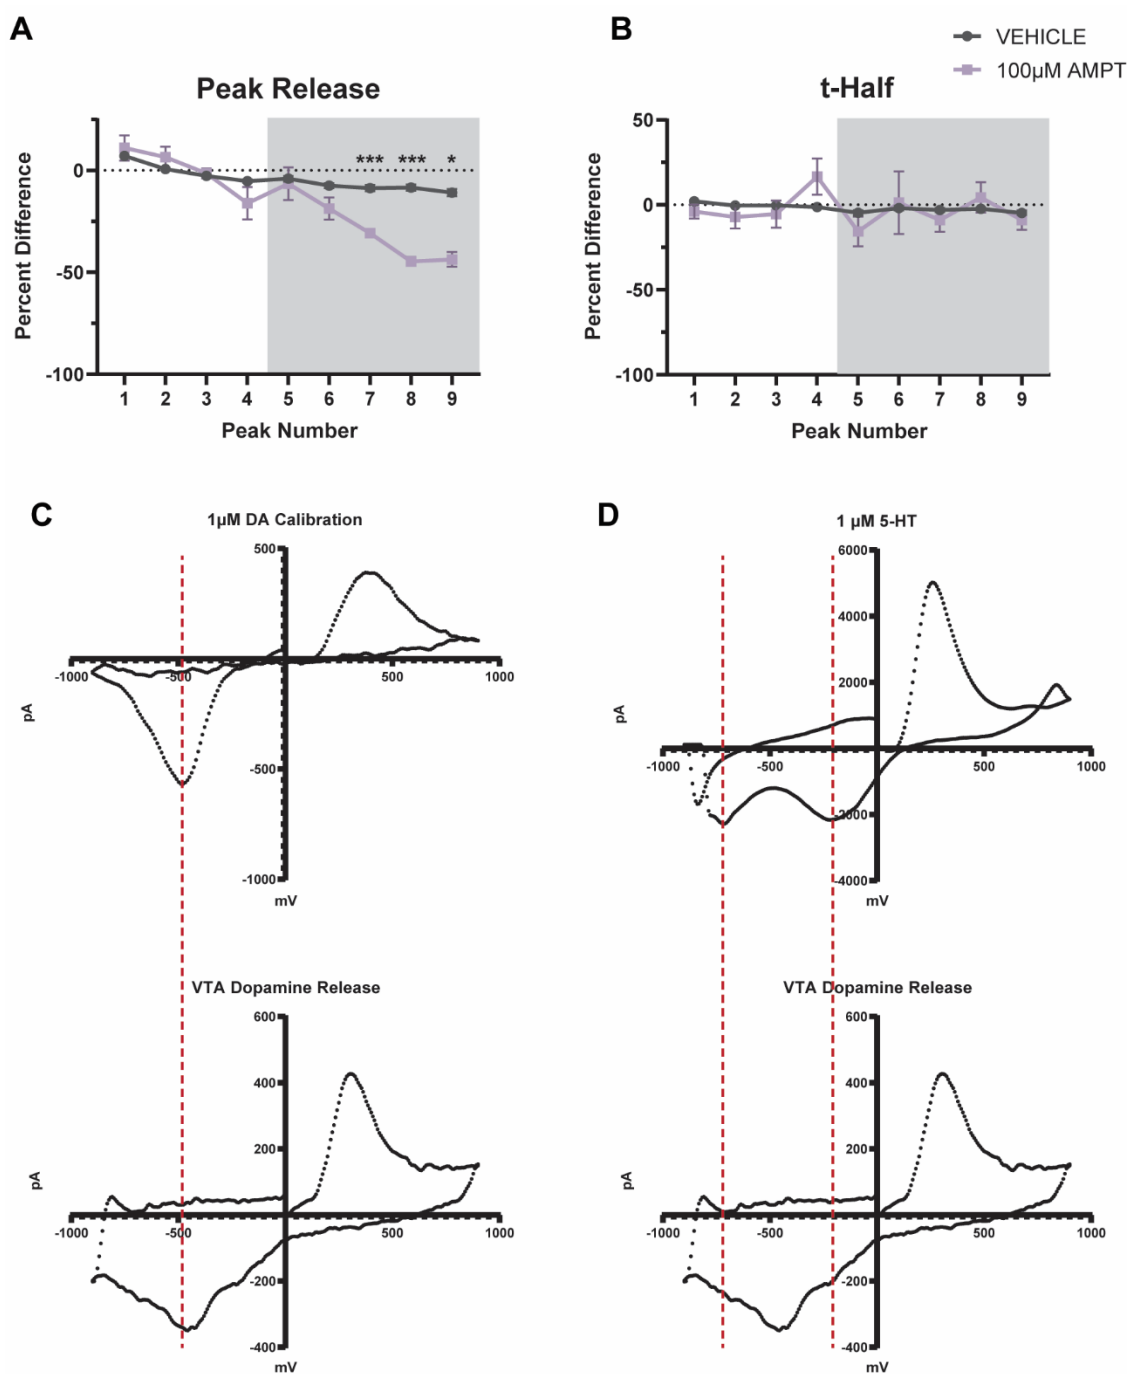

**Supplementary Figure S11** Validation of fast-scan cyclic voltammetry for quantifying dopamine release and reuptake.

(A) Quantification of dopamine release in striatal slices treated with vehicle (N=17) or tyrosine hydroxylase inhibitor AMPT (N=3). Mean  $\pm$  SEM. Between each electrically evoked peak is a two-minute recovery time. Two-way repeated measures ANOVA, Holm-Sidak's multiple comparisons test. \* $p$ <0.05; \*\*\* $p$ <0.001. Shaded area indicates bath perfusion of 100  $\mu$ M AMPT in ACSF or ACSF alone (Vehicle).

**(B)** Dopamine reuptake kinetics in striatal slices after treatment with vehicle (N=17) or AMPT (N=3). Mean  $\pm$  SEM. Between each electrically stimulated peak is a two-minute recovery time. Shaded area indicates bath perfusion of 100  $\mu$ M AMPT in ACSF or ACSF alone (Vehicle).

**(C)** Upper panel: Background-subtracted FSCV voltammogram with 1  $\mu$ M dopamine. Lower panel: An example voltammogram from the VTA. Dashed line indicates reduction peak typical for dopamine around -450 mV, present in the VTA voltammogram.

**(D)** Upper panel: Background-subtracted FSCV voltammogram with 1  $\mu$ M 5-HT. Lower panel: An example voltammogram from the VTA. Dashed lines indicate dual reduction peaks typical for serotonin around -200 mV and -750 mV, which are notably absent from the VTA voltammogram.

# Supplementary material for: Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia
**Source:** Mol Psychiatry. 2022 May 26;27(8):3247–61. doi: 10.1038/s41380-022-01554-2
**Supplement:** Supplementary file 3 — Supplementary Methods

## SUPPLEMENTARY MATERIALS AND METHODS

### Elevated endogenous GDNF induces altered dopamine signalling in mice and correlates with clinical severity in schizophrenia

Kärt Mätlik, PhD <sup>1, \*</sup>, Daniel R. Garton, MSc <sup>1, †</sup>, Ana R. Montaña-Rodríguez, MSc <sup>1, †</sup>, Soophie Olfat, MSc <sup>1, 2, †</sup>, Feride Eren, MSc <sup>3</sup>, Laoise Casserly, MSc <sup>1</sup>, Anastasios Damdimopoulos, PhD <sup>4</sup>, Anne Panhelainen, PhD <sup>5</sup>, L. Lauriina Porokuokka, PhD <sup>1</sup>, Jaakko J. Kopra, PhD <sup>6</sup>, Giorgio Turconi, MSc <sup>1</sup>, Nadine Schweizer, PhD <sup>2</sup>, Erika Bereczki, PhD <sup>2</sup>, Fredrik Piehl, MD, PhD <sup>7</sup>, Göran Engberg, PhD <sup>3</sup>, Simon Cervenka, MD, PhD <sup>8, 9</sup>, T. Petteri Piepponen, PhD <sup>6</sup>, Fu-Ping Zhang, MD, PhD <sup>10, 11</sup>, Petra Sipilä, PhD <sup>10</sup>, Johan Jakobsson, PhD <sup>12</sup>, Carl M. Sellgren, MD, PhD <sup>3, 8</sup>, Sophie Erhardt, PhD <sup>3</sup>, Jaan-Olle Andressoo, PhD <sup>1, 2, \*, #</sup>

## Resource Availability

**Data and Code Availability.** The GEO database accession number for the RNA sequencing data reported in this paper is GSE162974. Other datasets and code used in the present study are available from the corresponding author on reasonable request.

## Experimental Model and Subject Details

**Human samples.** Ethical approval was given by Stockholm Regional Ethics Committee (Dnr 2010/879-31/1). Demographics and clinical characteristics of the study participants are provided in **Table 1**. Informed consent was obtained from all included subjects. As part of the Karolinska Schizophrenia Project (KaSP) longitudinal study, FEP patients (defined as patients with a first treatment contact due to psychotic symptoms) were recruited from four psychiatric clinics located in Stockholm, Sweden: Psykiatri Nordväst, Norra Stockholms Psykiatri, Södra Stockholms Psykiatri, and PRIMA Vuxenpsykiatri. Upon recruitment, all patients in KaSP underwent an assessment by at least two-board certified psychiatrists and the Structured Clinical Interview for DSM-IV Axis I Disorders. Further assessments of the clinical characterization were done using PANSS, the Global Assessment of Functioning (GAF) scale, CGI, the Alcohol Use Disorders Identification Test (AUDIT), and the Drug Use Disorders Identification Test (DUDIT). Subjects with signs of neurological disease, or other severe somatic illness, were excluded. This decision was taken based on a brain magnetic resonance imaging (MRI) examination, the clinical interview (complemented with a medical charge review as appropriate), a physical examination, and a blood laboratory screening. Based on the clinical interview, AUDIT, DUDIT, and urine laboratory screening subjects with ongoing or previous drug addiction or history of drug abuse were also excluded. In the current study, a total of 70 FEP patients were included, with these subjects being recruited between March 2011 and March 2019. Patients included in the study were classified as 1) fully naïve to antipsychotics as per interview or available medical history, or 2) exposed to antipsychotic treatment for less than 2 months. At recruitment, the following DSM-IV diagnoses were established: schizophrenia (n=26), paranoid schizophrenia (n=14), disorganized schizophrenia (n=2), delusional disorders (n=3), acute and transient psychotic disorder (n=2), psychosis not-otherwise-specified (n=20), schizoaffective syndrome (n=1), major depressive disorder (single episode, severe with

psychotic features) (n=1) and no diagnosis (n= 1). As part of the study protocol, a re-assessment was also performed after approximately 18 months and the following DSM-IV diagnoses were established: schizophrenia (n= 21), paranoid schizophrenia (n=17), disorganized schizophrenia (n=2), delusional disorders (n=4), acute and transient psychotic disorder (n=1), psychosis not-otherwise-specified (n= 4), schizoaffective syndrome (n= 3), major-depressive disorder (n=1) and no diagnosis (n= 4). Thirteen patients did not participate in the follow-up examination.

The recruitment of HCs was done by advertisement. All HCs underwent a physical examination, blood, and urine laboratory screening, and a brain MRI examination. Exclusion of current or previous psychiatric illness was done by using The Mini International Neuropsychiatric Interview (MINI), and a first-degree relative with a psychotic illness, as well as the previous or current use of illegal drugs, were defined as exclusion criteria.

How the deposited data were processed for this re-analysis (not part of the article)

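RNA was measured in 121 libraries of male mice from 2 models, Gdnf cHyper;Nestin-Cre (21 mice) and Gdnf cHyper mice given striatal AAV-Cre (22 mice), in 3 regions (PFC, STR and SN) and 3 genotypes (WT, HET and HOM). The table deposited by the authors holds 1 read count per gene and library for 24,412 genes, named by Entrez identifier and symbol (6 without a symbol), with 0 value columns left unused. By their methods the authors made it from stranded poly(A) libraries with STAR alignments to mm10 and featureCounts in annotated exons. The values are whole numbers and were taken as counts, with no normalization applied before. Groups were set from the labels of each library, and each library counted as 1 sample. Mice are named M and the number their labels give. Mouse M4575 is labelled WT in PFC and HOM in STR and SN, and each of its libraries kept its own label.

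Each model and region was fitted on its own with its 3 genotypes in R 4.3.3 with edgeR 4.0.16. Genes needed at least 1 cpm in at least 3 libraries, scaling was by TMM, dispersions came from estimateDisp, and tests were glmQLFit with the trended dispersion (legacy mode) and glmQLFTest, two-sided. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, adjusted over all genes of the fit, and standard errors of log2 fold changes were taken as the fold change over the square root of F. Whether an effect differs between PFC and STR was tested by the interaction in 1 fit of both regions per model (14,890 genes in Nestin-Cre and 15,075 in AAV-Cre mice). In it 0 genes passed for HET or HOM in either model, with an unadjusted p under 0.05 for 939 and 449 genes in Nestin-Cre and 630 and 631 in AAV-Cre mice. The pairing of regions by mouse number was checked by correlating PFC with STR libraries after removing group means: the median r was 0.272 over 15 Nestin-Cre mice (0.12 to 0.526) and 0.295 over 21 AAV-Cre mice (lowest 0.06), against -0.069 and -0.043 between different mice. Group means are cpm with SD.

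Named genes are those the paper names for an RNA-seq comparison in its text or prints in Fig. 4A, 5G-I, 6A (arrows), Supplementary Fig. S4C, S7C-F and S7K-L, and Gdnf in every library. Added to them, for each comparison with WT, are the 3 genes that rose most and the 3 that fell most among those with an adjusted p under 0.1, a mean of at least 1 cpm and every mutant library on 1 side of the WT mean. Some genes this rule covers are not reported here. Col19a1, Pdyn, Dgkk and Ttr fall outside this rule and were chosen after their values were seen. Gene positions are those of GRCm38 (mm10). Lists of dopamine-system genes (58, from Fig. 6A and Supplementary Fig. S7B), of Supplementary Table S1 (57) and of the clusters of Supplementary Fig. S5 were read from the paper, and 14 lists of cell type or tissue markers were written by hand. All lists, the tests, the alternatives in the closing part that are not marked as chosen later, and the rule for named genes were set before the data were examined. Gene set tests were run with camera (limma 3.58.1, preset correlation 0.01) on log2 cpm with a prior count of 2, with fry and camera with an estimated correlation as alternatives.

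As an index of striatal tissue, genes at least 8-fold higher in WT STR than in WT PFC of the other model, with at least 10 cpm in WT STR and not named by the paper, were compared with their level in STR, and the median ratio was taken per library. The mixing estimate by non-negative least squares that was set first gave 0 or 100% in several libraries, and the index was chosen after this was seen. Olfactory bulb, immediate-early, choroid plexus and cortical indices are means of log2 cpm of markers with 0.5 cpm added. Group differences of an index were tested by exact permutation, and correlations by 100,000 permutations. Alternatives were edgeR's likelihood ratio test with the trended dispersion, DESeq2 1.42.0, DESeq2's size factors in edgeR, no filter on low counts, only the 2 genotypes compared in the fit, all regions of the model in the fit, an adjusted p under 0.05, leaving out mouse M4575, leaving out each HOM mouse of Nestin-Cre PFC, and mouse as a block in the interaction. Ranges of adjusted p over the alternatives cover those of this list that apply to the gene, and leave out DESeq2 for the 12 named genes of AAV-Cre PFC to which its own filter on mean counts gave no adjusted p. To see what counts other groupings give, fits were repeated on 50 splits of the libraries into groups of the same sizes (40 for the interaction), the real split included.

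Total counts per library ran from 9,869,584 (an AAV-Cre PFC HET library) to 26,750,905 (a Nestin-Cre PFC HET library), and the 10 most abundant genes took at most 6.14% of a library. Spread between mice of 1 group was well above counting noise, with a median chi-square per degree of freedom of at least 9.24 over pairs of libraries of each group, so animals and not depth set the precision of most genes. The methods were tested on simulated data with 200 genes changed by a log2 fold change of 1, in 5 simulations per model. The quasi-likelihood test recovered a median of 198 in both models with a median of 20 (Nestin-Cre) and 16 (AAV-Cre) false calls. The likelihood ratio test with the trended dispersion recovered 200 in both with 128 and 129 false calls, and DESeq2 198 and 199 with 42 and 33. For a group simulated without any change the median of false calls was 0 and 0 by quasi-likelihood and 92 and 97 by the likelihood ratio test. Genes were drawn independently in these simulations, and changes smaller than a log2 fold change of 1 were not simulated. They therefore do not give the power or the false calls in these data. In the other splits of the real libraries quasi-likelihood called a median of 0 genes, but up to 750 in Nestin-Cre PFC HET and 4447 in Nestin-Cre SN HOM. Figures were drawn with matplotlib 3.10.9. GO enrichment, clustering of GO terms, network graphs and the comparison with human data were left out, because no annotation of GO terms and no human data were used here.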

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

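The tests of single libraries and of tissue markers, and which lists are weighed here, were chosen only after the results were seen. In a group of 4 to 8 libraries, 1 library was marked where its gap to the next, over the range, exceeded Dixon's 95% critical value. Gap and range were taken on a log scale, while the values printed beside them are not. This marked 13 of 237 groups, where 12 (5%) are what chance gives, so the number of such libraries is itself no pattern.

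Several of these libraries are high or low in genes of striatal projection neurons. In SN of Nestin-Cre HET mice M4566 stood apart for Adora2a (79.4 cpm, next 2.31, gap over range 0.685) and Drd1 (58.6, next 5.05, 0.794). In SN of AAV-Cre WT mice M3587 stood apart for Drd1 (27.8, next 6, 0.585). In M4566 the median log2 difference of 25 other striatal markers from the other libraries was 1.889, with 24 of them highest there, and in M3587 it was 1.376 with 21 of 25 highest. Without M4566 the log2 fold changes in Nestin-Cre SN HET were 0.186 for Adora2a and 0.166 for Drd1. Without M3587 those in AAV-Cre SN were -0.572 (HET) and -0.542 (HOM) for Adora2a, and -0.602 and -0.319 for Drd1. Each is within 2 standard errors of 0 except Drd1 in HET (standard error 0.29), for which striatal tissue in 1 WT library is argued against as the whole cause. Striatal tissue in those dissections is a candidate explanation for the rest. A change in the SN of those mice themselves was not tested.

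In SN of Nestin-Cre WT mice M4394 was high for Drd1 (5.91, next 3.49, 0.648). Here the other striatal markers gave a median log2 difference of 0.206 (23 markers), and whether a little striatal tissue was present cannot be told apart from variation of 1 gene, since a small share would hide in these markers. In PFC of Nestin-Cre WT mice M4394 had a striatal index of 7.84 against 4.83 in the next (0.548). Without it the exact permutation p of the index was 0.000583 for HET and 0.0303 for HOM against WT, so that library is not the whole reason for the higher WT index.

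Pde7b was low in PFC in Nestin-Cre WT mouse M4329 (39.1 cpm, next 52.7, 0.537) and HET mouse M4564 (38.2, next 46.1, 0.657). Pde7b went with the striatal index at r = 0.651 without the 2 farthest libraries, so less striatal tissue is a candidate explanation for these libraries. Nr4a2 was high in STR of AAV-Cre HET mouse M3652 (5.01, next 1.94, 0.674), and over STR libraries Nr4a2 went with cortical markers at r = 0.941 in Nestin-Cre and 0.71 in AAV-Cre mice without the 2 farthest libraries, so cortical tissue may raise Nr4a2 in some libraries. Mouse M3652 itself had a cortical index of 0.024, below 0.146 and 0.049 in the HET mice M3750 and M3688, so its high value is left without an explanation. Drd1 was low in STR of AAV-Cre HET mouse M3610 (257, next 310, 0.675), for which no explanation was tested.

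Xaf1 was high in Nestin-Cre WT mice M4396 in PFC (10.9 cpm, next 3.27, 0.732) and M4545 in STR (12, next 3.7, 0.677). Other interferon response genes gave median log2 differences of 0.081 (15 genes) and 0.005 (14 genes) in those libraries, and as members went both ways an interferon response cannot be told apart from variation of Xaf1 on its own. H2-Aa was high in STR of AAV-Cre WT mouse M3677 (53.4, next 12.2, 0.614), and 5 other MHC class II genes had a median log2 difference of 2.081 there, so cells with MHC class II in that library are a candidate explanation. The total count of AAV-Cre SN HOM mouse M3690 was low (11,800,000 against 16,800,000 in the next, 0.6), which TMM scaling takes into account.

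Some effects differed in direction between groups, with every mutant library on opposite sides of its WT mean. Bdnf in HET STR was higher after AAV-Cre (log2 fold change 0.893) and lower in Nestin-Cre mice (-1.412), a difference of 2.305. Cnr1 in Nestin-Cre HOM was 0.096 in PFC and -0.917 in STR (1.013). Htr2a in PFC was higher after AAV-Cre and lower in Nestin-Cre mice, 0.399 and -0.235 in HET (0.634) and 0.425 and -0.309 in HOM (0.734). None of these differences between groups was tested, apart from the interaction of PFC and STR, which covers Cnr1 and called 0 genes (449 with an unadjusted p under 0.05). For Bdnf, cortical tissue in some STR libraries is a candidate explanation, since Bdnf went with cortical markers at r = 0.839 in Nestin-Cre and 0.685 in AAV-Cre STR without the 2 farthest libraries. For Htr2a and Cnr1 no technical explanation was tested, and model, age and region stay open as biological ones.

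With mouse as a block, as PFC and STR are paired by mouse, the HET effect differed between PFC and STR in Nestin-Cre mice for Pdyn (difference of log2 fold changes -0.781, adjusted p = 0.0658) and Dgkk (-1.943, adjusted p = 0.0658). Without the block 0 genes passed, with 939 at an unadjusted p under 0.05, and in 40 of 40 splits the count was at least 0, a test without content. No technical explanation was tested for either gene, and the share of striatal tissue in either region stays open.

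Outside the genes the paper discusses, striatal projection neuron markers were lower in STR of Nestin-Cre HET mice (27 of 29 lower, median log2 fold change -0.412, fry adjusted p = 0.0596), and meninges markers were lower in PFC of AAV-Cre HET mice (19 of 20, median -0.247, fry adjusted p = 0.0596). For the first, 19 striatum-enriched genes that the paper does not name had a median of -0.384 beside -0.434 for Adora2a, so a lower share of striatal tissue in those libraries is a candidate explanation, and regulation in striatal neurons stays open. For the meninges, how much of the pia was left on each sample may differ between dissections, as other tissues did (for example olfactory bulb markers, which went with Th at r = 0.977 in Nestin-Cre PFC), and this was not tested further. Fry called as many as 12 lists in 1 of 50 splits, the real one, and camera 103 in 4 of 50. Both counts include lists that the authors drew from these samples, which favours the real split.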

How the results depend on the processing

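Settings named here as added were chosen only after results were seen, and the cause of a change was not tested unless given. Of 1505 values of named genes under the alternatives 1306 kept direction and side of the threshold, 26 lost a call or weakened, 144 were called in addition and 29 reversed (5 of them under settings set in advance). DESeq2's size factors in edgeR left 129 of 129 such values as they were. DESeq2 was not run for the comparison of effects between PFC and STR.

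With edgeR's likelihood ratio test and the trended dispersion the counts of genes called in HET and HOM were 415 and 310 in Nestin-Cre PFC, 1242 and 277 in STR and 332 and 119 in SN, and in AAV-Cre 248 and 429, 56 and 175, and 324 and 218. In Nestin-Cre PFC 584 were called in either and 141 in both genotypes, in AAV-Cre PFC 560 and 117, and 111 were shared by the models. Of the dopamine genes 44 were called in Nestin-Cre, 25 in AAV-Cre, 14 in both and 55 in either model, and 56 of Supplementary Table S1. The effect differed between PFC and STR for 385 (HET) and 110 (HOM) genes in Nestin-Cre and 34 and 49 in AAV-Cre mice. The same test at an adjusted p under 0.05 (added) gave 306 and 213, 889 and 164, and 202 and 71 in Nestin-Cre, 127 and 264, 46 and 133, and 270 and 168 in AAV-Cre, in the same order. It gave 415 in either and 104 in both genotypes (Nestin-Cre PFC), 339 and 52 (AAV-Cre PFC), 72 shared, 41, 22, 13 and 50 dopamine genes, 55 of the table, and 299, 67, 27 and 32 genes for the PFC and STR difference. Why it calls more genes is seen in its construction, since each gene's own spread does not enter.

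Over all 121 libraries (added) the likelihood ratio test gave 236 and 131, 2381 and 669, and 1783 and 651 in Nestin-Cre, and 45 and 123, 36 and 122, and 408 and 201 in AAV-Cre PFC, STR and SN. In either and both genotypes it gave 293 and 74 (Nestin-Cre PFC) and 153 and 15 (AAV-Cre PFC), 36 shared, 51, 18, 16 and 53 dopamine genes, and 26 of the table. With tagwise dispersions (added) it gave 118 and 163, 365 and 1, and 3 and 1 in Nestin-Cre, 2 and 133 in AAV-Cre PFC, 4 in STR HOM and 7 and 2 in SN. In Nestin-Cre PFC 247 were then called in either and 34 in both genotypes, 135 in either in AAV-Cre PFC, 11 shared, 12, 1 and 13 dopamine genes in Nestin-Cre, AAV-Cre and either, and 17 of the table. DESeq2 gave 116 and 227, 535 and 1, and 5 and 1 in Nestin-Cre, 6 and 184 in AAV-Cre PFC, 5 in STR HOM and 1 and 10 in SN. It called 304 in either and 39 in both genotypes in Nestin-Cre PFC, 184 and 6 in AAV-Cre PFC, 17 shared, 16, 2 and 18 dopamine genes in Nestin-Cre, AAV-Cre and either, and 18 of the table. By its own filter on mean counts DESeq2 gave no adjusted p for 11,911 of 14,628 genes in AAV-Cre PFC, in HET and HOM alike, 12 named genes among them. Adjusted over all genes tested (added) its p called 0 in HET (1838 with an unadjusted p under 0.05) and 148 in HOM and in either there, 0 in both, 218 in Nestin-Cre PFC HOM and 295 in either, 13 shared, 1 dopamine gene in AAV-Cre and 17 in either model, and 16 of the table, and the other counts stayed as with DESeq2.

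Other settings moved fewer counts. All regions of the model in the fit gave 0 in Nestin-Cre PFC HOM and in either genotype, 1082 in STR HET and 3 in SN HOM, and in AAV-Cre 193 and 460 in PFC (554 in either, 99 in both), 4 in STR HOM and 22 and 13 in SN, with 18, 5 and 23 dopamine genes and 0 of the table. Only the 2 genotypes compared in the fit gave 39 and 5 in Nestin-Cre PFC (2 in both), 8 in STR HET, 1 in AAV-Cre PFC HET and 1 of the table. An adjusted p under 0.05 gave 11 in Nestin-Cre PFC HOM and in either genotype, 1 in AAV-Cre PFC HOM and in either, and 0 dopamine genes in Nestin-Cre and in either model (46 with an unadjusted p under 0.05 in Nestin-Cre). DESeq2's size factors gave 55 in Nestin-Cre PFC HOM and in either genotype, 36 of them the same genes. No filter on low counts gave 31 in Nestin-Cre PFC HOM and in either genotype, 30 of them the same genes, 3 in AAV-Cre PFC HOM and in either, 2 in Nestin-Cre SN HOM and 1 in HOM STR and SN of AAV-Cre mice. Mouse as a block gave 2 genes for the PFC and STR difference in Nestin-Cre HET, and the block changed no other call.

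Single mice moved the Nestin-Cre PFC counts as well. Across the 4 fits that each left out 1 HOM mouse, HET gave 0 to 54 genes, HOM 1 to 122, either 1 to 165, both 0 to 11 and the table 0 to 9, the low end without M4568 (for HET and for both also without M4569) and the high end without M4580, and the log2 fold change of Nr4a2 in HOM ran from -0.118 to 0.003 and that of Reln from -0.2 to 0.341. Of the 36 genes called in HOM, 23 were called without M4393, 8 without M4569, 1 without M4568 and 34 without M4580. Without mouse M4575 91 genes were called in HET, 117 in either and 11 in both, with 3 dopamine genes in Nestin-Cre and in either model, and Nr4a2 reversed to 0.031 in PFC HET and 0.027 in STR HOM and Adora2a to -0.09 in SN HOM.

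Indices of tissue or state as covariates in PFC (all added) left other counts. The striatal index gave 14 genes in Nestin-Cre HOM and 1 in AAV-Cre HOM, and reversed Adora2a (AAV-Cre HET 0.03, HOM 0.038), Drd1 (AAV-Cre HOM 0.115, Nestin-Cre HET 0.217, HOM 0.061), Drd2 (Nestin-Cre HET 0.181) and Th (Nestin-Cre HET -0.871). The olfactory bulb index gave 8 and 223 in Nestin-Cre HET and HOM, and reversed in AAV-Cre mice Adora2a (HET 0.056), Npas4 (HET 0.006) and Th (HOM 0.091). The immediate-early index gave 12 in Nestin-Cre HOM and 1 in AAV-Cre HOM, and reversed Adora2a (AAV-Cre HET 0.002), Npas4 (AAV-Cre HET 0.063), Arc (Nestin-Cre HOM -0.098) and Th (Nestin-Cre HET -0.378). All 3 indices gave 2 in Nestin-Cre HOM and 386 in AAV-Cre HET, and reversed in AAV-Cre mice Adora2a (HET 0.055, HOM 0.063), Drd1 (HOM 0.103), Npas4 (HET 0.085) and Th (HOM 0.113), and in Nestin-Cre mice Arc (HET -0.068, HOM -0.446), Drd1 (HET 0.188, HOM 0.032) and Drd2 (HET 0.006).

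Of the 103 list tests called by camera, 12 held with fry and 0 with the correlation estimated from the data. The share of a striatal profile by non-negative least squares differed from WT by 16.4 (HET) and 0.134 (HOM) percentage points in Nestin-Cre and 14.6 and 0.504 in AAV-Cre PFC. It reversed to -0.632 and -0.692 in Nestin-Cre with profiles of the same model, to -0.187 (Nestin-Cre HOM), -0.166 (AAV-Cre HET) and -0.213 (AAV-Cre HOM) with genes at least 16-fold higher in STR, and to -2.23 (Nestin-Cre HET), -1.74 (Nestin-Cre HOM) and -1.36 (AAV-Cre HOM) with the median ratio index (added). The estimate gave 0 or 100% in several libraries, which makes its differences rest on few of them. Depth limits Gdnf in PFC and SN, with at most 38 counts in any library there.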

Differences from the paper's values

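The settings called added here were chosen after seeing the values. For the count of genes in PFC of Nestin-Cre HET mice the paper gives 311 and the quasi-likelihood test 0 (1398 with an unadjusted p under 0.05), and for HOM 214 and 36. Of the alternatives set before the data were examined, the likelihood ratio test with the trended dispersion came within 1.5 times of both (415 and 310), DESeq2 within it for HOM (227) and not for HET (116), and the other alternatives did not. Among added settings, chosen after seeing the values, the likelihood ratio test at an adjusted p under 0.05 gave 306 and 213. That test over all 121 libraries gave 236 for HET, and with tagwise dispersions 163 for HOM. The olfactory bulb index gave 223 for HOM, and DESeq2 adjusted over all genes tested gave 218. The paper's methods state a false discovery rate of 0.1.

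In either genotype of AAV-Cre PFC the paper gives 338 genes and the quasi-likelihood test 2, and for genes shared by both models 72 against 0. None of the alternatives set before the data were examined closed these gaps (likelihood ratio test with the trended dispersion 560 and 111, DESeq2 184 and 17), and that likelihood ratio test at an adjusted p under 0.05, chosen after seeing the values, gave 339 and 72. Supplementary Fig. S4B shows about 110 genes in both genotypes of Nestin-Cre PFC, read by eye, and Supplementary Fig. S6I about 52 in both of AAV-Cre PFC, read by eye, against 0 and 0 by quasi-likelihood. As to alternatives, the likelihood ratio test closed the first (141) and no alternative set before the data were examined the second (117 and, with all regions, 99), while at an adjusted p under 0.05, chosen after seeing the values, it gave 104 and 52, and over all 121 libraries, also added, 74 for the first. Supplementary Fig. S6I shows about 130 genes in HET and about 260 in HOM of AAV-Cre PFC, read by eye, against 0 (1806 with an unadjusted p under 0.05) and 2. With all regions in the fit HET gave 193 and with DESeq2 HOM gave 184, which closed each gap, the other alternatives set before the data were examined did not, and the likelihood ratio test at an adjusted p under 0.05, chosen after seeing the values, gave 127 and 264. DESeq2 adjusted over all genes tested, also added, gave 148 in HOM and left that gap open.

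For dopamine-system genes called in either model the paper gives 57 and the quasi-likelihood test 1, for those in both models 15 against 0, and for genes of Supplementary Table S1 58 against 3. All 3 gaps were closed by the likelihood ratio test with the trended dispersion (55, 14 and 56), and the other alternatives set before the data were examined did not. At an adjusted p under 0.05 it gave 50, 13 and 55, and over all 121 libraries 53 and 16 for the first 2, both chosen after seeing the values.

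Supplementary Fig. S7K and L print adjusted p values of Adora2a, Drd1, Drd2 and Th, all of which were smaller than those found here. They are compared as -log10 values, a scale chosen after the values were seen, on which gaps of small p values are more easily closed than on the p values themselves. In Nestin-Cre PFC (Supplementary Fig. S7K, read by eye) the paper has about 24 (HET) and about 11 (HOM) for Adora2a, about 11 and about 5.5 for Drd2, and about 8.5 and about 3.9 for Drd1. Quasi-likelihood gave 0.896 and 0.658, 0.561 and 0.403, and 0.534 and 0.365, and the likelihood ratio test with the trended dispersion 23.8 and 10.9, 11.3 and 5.48, and 8.54 and 3.87, which closed these gaps. In Nestin-Cre STR HET (Supplementary Fig. S7K, read by eye) the paper has about 1.7 for Adora2a against 0.659, and in SN HET about 21 for Adora2a and about 7.7 for Drd1 against 0.286 and 0.286. That likelihood ratio test closed them too (1.8, 22.3 and 7.95). Between HOM and HET in Nestin-Cre mice (Supplementary Fig. S7K, read by eye) the paper has about 19 for Adora2a and about 8.7 for Drd1 in SN and about 5.6 for Th in PFC against 8.68e-05, 8.68e-05 and 0.0781, and the same test, with 21.3, 9.84 and 5.65, closed the gaps.

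For Th in Nestin-Cre PFC HET the paper has about 2.7 (Supplementary Fig. S7K, read by eye) against 0.0399, and none of the alternatives set before the data were examined closed the gap, the likelihood ratio test with the trended dispersion giving 0.391. In AAV-Cre SN (Supplementary Fig. S7L, read by eye) the paper has about 16 (HOM) and about 15 (HET) for Adora2a and about 8.5 (HET) and about 8.8 (HOM) for Drd1, against 0.25, 0.0241, 0.0241 and 0.25. With that test they were 15.7, 15.2, 8.5 and 5.78, so that the gap for Drd1 in HOM stayed open under all alternatives set before the data were examined and the others closed. For Th in AAV-Cre PFC (Supplementary Fig. S7L, read by eye) the paper has about 5.5 in HET and about 8 between HOM and HET against 0.191 and 0.000123, and that test gave 5.45 and 7.99, which closed the gaps. None of the other alternatives set before the data were examined closed any gap of these p values. Over all 121 libraries, chosen after seeing the values, the likelihood ratio test also closed those of Adora2a in Nestin-Cre PFC (29 and 13), Drd1 there (7.25 and 3.03), Th between HOM and HET there (5.19) and both of Th in AAV-Cre PFC (5.99 and 8.33).

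For Nestin-Cre SN HET, Supplementary Fig. S7K draws means that differ from WT by a log2 fold change of about 0.2 for Adora2a and about 0.2 for Drd1, read by eye, against 3.086 and 1.761. DESeq2 gave 0.173 and 0.136, which closed both gaps, the other alternatives set before the data were examined did not, and leaving out mouse M4566, chosen after seeing the values, gave 0.186 and 0.166.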

Other observations

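The tests of this part were chosen only after the results were seen, apart from those on other splits and the camera and fry tests of lists. The striatal genes lower in PFC of Nestin-Cre mice were weighed against the amount of striatal tissue in the samples. Of 14 striatum-enriched genes the paper does not name, 10 of 14 were lower in HET and 10 of 14 in HOM, which as members go both ways does not decide. Of the striatal projection neuron markers listed before the data were examined, which hold genes the paper names, 26 of 27 were lower in HET (median log2 fold change -0.491, camera adjusted p = 3.84e-18, fry 0.116) and 26 of 27 in HOM (-0.439, 1.74e-13, 0.2). The index over the median ratio was lower in HET (exact permutation p = 0.00167) and less clearly in HOM (exact permutation p = 0.0545). With the index in the fit, 0 of 6 log2 fold changes of Adora2a, Drd1 and Drd2 were lower by more than 2 standard errors, but with standard errors of 0.146 to 0.291 this does not exclude a smaller fall. Less striatal tissue in HET samples is a candidate explanation, in HET and HOM it cannot be told apart from regulation with 6 and 4 mice, and a true loss of striatal-type neurons or fibres from PFC stays open. The striatal index in AAV-Cre PFC showed no such difference.

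Myelin genes were lower in PFC of Nestin-Cre mice. The median log2 fold change of 9 oligodendrocyte markers the paper does not name was -0.42 in HET and -0.294 in HOM, as less white matter in the samples would give, so this is a candidate explanation beside fewer or less active oligodendrocytes, which stay open. In other regions of these mice the 29 myelin genes were lower by camera and not by fry in 3 of 4 comparisons (SN HOM 29 of 29, camera adjusted p = 1.94e-15, fry 0.321, SN HET 28 of 29, 1.5e-08, 0.378, STR HOM 28 of 29, 5.59e-08, 0.548, STR HET 19 of 29, 0.239, 0.877). In AAV-Cre mice camera called them both ways. They were lower in PFC HET (25 of 29, camera adjusted p = 0.00273, fry 0.502), STR HOM (26 of 29, 0.000701, 0.711) and STR HET (18 of 29, 0.0995, 0.896). In AAV-Cre SN HET 2 of 29 were lower (camera up, 3.32e-07, fry 0.556). Camera called a median of 84 list comparisons over the other splits of the libraries against 103 in the real one, so whether the fall extends beyond PFC stays open. Immediate-early genes, higher in HET PFC, went together in PFC and STR of the same mouse with genotype means removed (r = 0.871 over 15 Nestin-Cre and 0.939 over 21 AAV-Cre mice). PFC and SN of the same mouse went together less clearly in Nestin-Cre (r = 0.464, permutation p = 0.082) than in AAV-Cre mice (r = 0.761, permutation p = 2e-05). A state shared by regions of an animal when tissue was taken is a candidate explanation, and an effect of genotype on that state stays open. Th in PFC went with olfactory bulb markers at r = 0.977 in Nestin-Cre and 0.968 in AAV-Cre mice without the 2 farthest libraries, consistent with olfactory bulb tissue in some PFC samples. In STR Ttr went with the other choroid plexus markers at r = 0.588 in Nestin-Cre and 0.974 in AAV-Cre mice without the 2 farthest libraries, and choroid plexus tissue is a candidate explanation.

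The other marker lists written before the data were examined gave, at their lowest camera adjusted p, choroid plexus 3.21e-06 (AAV-Cre SN HET, fry 0.521), cortical excitatory neurons 7.53e-05 (AAV-Cre STR HOM, fry 0.338), midbrain dopamine neurons 6.45e-05 (AAV-Cre SN HET, fry 0.591), hypothalamus 0.00258 (Nestin-Cre SN HOM, fry 0.378) and thalamus 0.0201 (AAV-Cre STR HET, fry 0.817). Serotonin neurons gave 0.00953 (AAV-Cre STR HOM, fry 0.115), microglia 9.41e-11 (AAV-Cre STR HOM, 16 of 16 lower, fry 0.131), MHC class II 0.00213 (AAV-Cre PFC HET, fry 0.143) and interferon response 1.39e-05 (Nestin-Cre STR HOM, fry 0.249). Blood gave 0.0359 (Nestin-Cre SN HET, fry 0.187), and immediate-early genes 3.96e-06 (Nestin-Cre SN HOM, fry 0.49).

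The PFC library numbered M4575, labelled WT, was compared with the STR and SN libraries numbered M4575, labelled HOM, by genes that vary between mice. Its own STR and SN libraries ranked 1 among the mice compared (r = 0.908, next 0.329), as did those of 14 of 14 other mice, which argues against another mouse under that number. Which genotype label is right cannot be read from Gdnf counts and was not tested.

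Genes within 10 Mb of Gdnf had an unadjusted p under 0.05 more often than others in HOM in 3 of 3 regions of AAV-Cre mice (PFC 17, STR 6 and SN 13 of 49, adjusted Fisher exact p = 0.000753, 0.047 and 0.000268) and in 0 of 3 of Nestin-Cre mice (5 of 46, 2 of 49 and 1 of 49). In HET AAV-Cre mice no region passed, with 11, 0 and 4 of 49 (adjusted Fisher exact p = 0.166 in PFC and 0.582 in SN). The 17 PFC genes of HOM all moved the same way in PFC HET, which shares its WT libraries with HOM. A strain variant linked to the targeted allele is a candidate explanation in AAV-Cre mice, although of the 17 PFC genes 14 moved the same way in STR HOM and 9 in SN HOM. In Nestin-Cre mice it stays open: 2410089E03Rik, 0.36 Mb from Gdnf, was called in PFC HOM (adjusted p = 0.0574) and was higher in HOM in all 3 regions, but in AAV-Cre mice it was lower in PFC (log2 fold change -0.171 in HOM and -0.158 in HET, unadjusted p = 0.0412 and 0.0655) and STR HOM (-0.059). The Gdnf exons counted hold 2748 bases past the stop codon, so the native 3'UTR in the counts is a candidate explanation for why Gdnf counts in STR rise by less than the 2–3-fold the paper gives.

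The number of genes called depends on how gene-specific spread is treated. Genes called by the likelihood ratio test with the trended dispersion had a median ratio of own to trended dispersion of 2.14 (HET) and 1.95 (HOM) in Nestin-Cre and 2.28 and 1.89 in AAV-Cre PFC, and in 20 simulations without any true difference that test called a median of 86 and 82.5 genes in Nestin-Cre and 84 and 80.5 in AAV-Cre PFC. Spread above the trend is a candidate explanation for a large part of these calls.

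Other splits of the libraries into groups of the same sizes, the real one included, gave these counts at least as large as the real one. By the likelihood ratio test with the trended dispersion in Nestin-Cre mice it was 4 of 50 for PFC HET, 10 of 50 for PFC HOM, 2 of 50 for STR HET, 13 of 50 for STR HOM, 12 of 50 for SN HET, 31 of 50 for SN HOM, 7 of 50 for either and 4 of 50 for both genotypes in PFC and 2 of 50 for dopamine genes. In AAV-Cre mice it was 9 of 50 for PFC HET, 3 of 50 for PFC HOM, 47 of 50 for STR HET, 23 of 50 for STR HOM, 19 of 50 for SN HET, 35 of 50 for SN HOM, 4 of 50 for either and 3 of 50 for both genotypes in PFC and 27 of 50 for dopamine genes. Genes shared by both models in PFC gave 8 of 50, dopamine genes in both models 23 of 50, and genes of Supplementary Table S1 1 of 50. The PFC and STR difference gave 5 of 40 (HET) and 29 of 40 (HOM) in Nestin-Cre and 40 of 40 and 38 of 40 in AAV-Cre mice.

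By quasi-likelihood it was 2 of 50 for Nestin-Cre PFC HOM, 4 of 50 for either genotype there, 15 of 50 for dopamine genes in Nestin-Cre, 3 of 50 for AAV-Cre PFC HOM, 6 of 50 for either genotype there and 1 of 50 for the table. Where the real count is 0, 50 of 50 or 40 of 40 splits reach it, which tests nothing: this holds for Nestin-Cre PFC HET, STR and SN, AAV-Cre PFC HET, STR and SN, both genotypes in either model, genes shared by the models, dopamine genes in AAV-Cre and in both models, and the PFC and STR difference (unadjusted p under 0.05 for 1398, 2513, 670, 1337, 608, 1806, 251, 671, 694 and 1109 genes of the single comparisons in that order, HET before HOM). For camera it was 4 of 50 and for fry 1 of 50. Counts as large under other splits in under 5% of cases were thus those of Nestin-Cre PFC HOM and the table by quasi-likelihood. By the likelihood ratio test they were those of Nestin-Cre STR HET, the Nestin-Cre dopamine genes and the table, and by fry the gene lists. The dopamine genes and the table were picked on the real split by the authors. The lists called by fry include the authors' dopamine, myelin and collagen lists, drawn from these samples, which favours the real split there too.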
